# Epigenetic silencing of miR-144/451a cluster contributes to HCC progression via paracrine HGF/MIF-mediated TAM remodeling

**DOI:** 10.1186/s12943-021-01343-5

**Published:** 2021-03-03

**Authors:** Junlong Zhao, Huichen Li, Shoujie Zhao, Enxin Wang, Jun Zhu, Dayun Feng, Yejing Zhu, Weijia Dou, Qingling Fan, Jie Hu, Lintao Jia, Lei Liu

**Keywords:** Mir-144, miR-451a, Hepatocellular carcinoma, Tumor-associated macrophage, DNA methylation, Chromosome loop, EZH2

## Abstract

**Background & Aims:**

Hepatocellular carcinoma (HCC) is among the malignancies with the highest mortality. The key regulators and their interactive network in HCC pathogenesis remain unclear. Along with genetic mutations, aberrant epigenetic paradigms, including deregulated microRNAs (miRNAs), exert profound impacts on hepatocyte transformation and tumor microenvironment remodeling; however, the underlying mechanisms are largely uncharacterized.

**Methods:**

We performed RNA sequencing on HCC specimens and bioinformatic analyses to identify tumor-associated miRNAs. The miRNA functional targets and their effects on tumor-infiltrating immune cells were investigated. The upstream events, particularly the epigenetic mechanisms responsible for miRNA deregulation in HCC, were explored.

**Results:**

The miR-144/miR-451a cluster was downregulated in HCC and predicted a better HCC patient prognosis. These miRNAs promoted macrophage M1 polarization and antitumor activity by targeting hepatocyte growth factor (HGF) and macrophage migration inhibitory factor (MIF). The miR-144/miR-451a cluster and EZH2, the catalytic subunit of polycomb repressive complex (PRC2), formed a feedback circuit in which miR-144 targeted EZH2 and PRC2 epigenetically repressed the miRNA genes via histone H3K27 methylation of the promoter. The miRNA cluster was coordinately silenced by distal enhancer hypermethylation, disrupting chromatin loop formation and enhancer-promoter interactions. Clinical examinations indicated that methylation of this chromatin region is a potential HCC biomarker.

**Conclusions:**

Our study revealed novel mechanisms underlying miR-144/miR-451a cluster deregulation and the crosstalk between malignant cells and tumor-associated macrophages (TAMs) in HCC, providing new insights into HCC pathogenesis and diagnostic strategies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12943-021-01343-5.

## Introduction

Hepatocellular carcinoma (HCC) is among the most common malignant tumors of the digestive system and has a poor prognosis and rising mortality rate [1]. Multiple risk factors, including viral infections, fibrosis, alcohol use, and metabolic dysregulation, induce genetic or phenotypic alterations and contribute to HCC progression [2, 3]. The etiological complexity increased the difficulty of comprehensively understanding the molecular mechanisms of HCC. Over the past decade, new discoveries have established that the immune microenvironment plays pivotal roles in HCC progression [4]. Tumor-associated macrophages (TAMs), which are broadly considered the M2-polarized subtype and suppress antitumor immunity, are involved in the initiation, progression and metastasis of different kinds of HCC [5, 6]. Therapies targeting TAMs have been reported to effectively repress HCC growth in both animal models and clinical trials [5, 7]. Recent strategies have focused on inhibiting TAM generation and re-educating TAMs to M1-like polarization. Interestingly, neoplastic cells also influence the plasticity of TAMs in HCC tissues. Although direct cell contact modulates macrophage development and functions through cell membrane ligands and integrin signaling, accumulated evidence has demonstrated that paracrine factors from HCC cells represent major contributors to immune microenvironment remodeling. HCC-derived cytokines and growth factors such as CCL2, TGF-β, MIF and HGF are required for macrophage recruitment, differentiation and M2-like stimulation [8–11]. It is important to dissect the molecular mechanisms underlying the crosstalk between HCC and TAMs in terms of earlier diagnosis and more efficient intervention.

Epigenetic paradigms, including histone modification, DNA methylation and noncoding RNA (ncRNA) biogenesis, play essential regulatory roles in HCC progression [12]. It has been reported that histone methylation regulates the expression of a subset of proliferation- and metastasis-related genes in HCC [13]. EZH2, the catalytic subunit of the polycomb repressive complex 2 (PRC2) responsible for histone H3K27me3 and subsequent transcriptional repression, is highly expressed in HCC and correlates with the low patient survival rate [14]. EZH2 knockdown or inhibition significantly represses HCC progression [15, 16]. Moreover, DNA methylation by DNA methyltransferases (DNMTs) also plays crucial roles in various stages of HCC development [16, 17]. Tumor suppressor genes are frequently silenced by hypermethylation of CpG islands at the promoter regions in cancer [18]. Indeed, elevated expression of DNMT1 and DNMT3b was associated with poor HCC patient survival [19]. Due to their critical involvement in regulating diverse biological processes and tissue homeostasis, microRNA (miRNA) deregulation has been reported to contribute to the occurrence of various malignancies, including HCC [20, 21]. However, while most studies focus on the downstream events of miRNAs, it is largely elusive how tumor suppressor miRNAs are downregulated in HCC.

In this study, we identified miR-144/miR-451a cluster as a key repressor of HCC development. Further investigation revealed that miR-144/miR-451a promoted M1 polarization of TAMs and enhanced antitumor immunity by targeting hepatocyte growth factor (HGF) and macrophage migration inhibitory factor (MIF). We also discovered a double-negative feedback loop between the miRNA cluster transcription and EZH2-mediated histone modification, and unraveled a detailed mechanism through which DNA methylation-dependent chromatin remodeling regulated miR-144/miR-451a cluster expression in HCC.

## Materials and methods

### Human tissue samples

All HCC and para-tumor tissues were obtained from virus-unrelated HCC patients in the Department of Digestive Surgery, Tangdu Hospital, Fourth Military Medical University. According to WHO guidelines, HCC samples were classified by clinical diagnosis and pathological grading. The study was approved by the Ethics Committee of Fourth Military Medical University and conformed to the Declaration of Helsinki. Informed consent was obtained from all involved patients.

### Mice

C57BL/6 mice were maintained in a specific pathogen-free (SPF) facility. All animal experiments were approved by the Animal Experiment Administration Committee of the Fourth Military Medical University to ensure an ethical and humane treatment of animals.

### RNA sequencing

HCC and adjacent normal tissues were isolated from 7 patients. TAMs of tumor-bearing mice were isolated via FACS. The RNA was extracted from paired samples, and then miRNA and mRNA sequencing were performed with the Illumina HiSeq 3000 at Genergy (Shanghai, China). These data were deposited in GEO with the accession number GSE166349.

### Statistics

Images were imported into Image-Pro Plus 5.1 software (Media Cybernetics, Inc., Bethesda, MA) to quantify the densities of electrophoretic bands. Data were analyzed with GraphPad Prism 5 software. Comparisons between groups were performed with Student’s t-test or one-way ANOVA test. The results are expressed as the mean ± SEM. *P* < 0.05 was considered significant. The detailed descriptions of methods were presented in Supplementary materials.

## Results

### The miR-144/miR-451a cluster suppresses HCC development and predicts better HCC prognosis

MicroRNAs (miRNAs), which mature from the primary transcript after sequential processing by the ribonucleases Drosha and Dicer, are well documented regulators of carcinogenesis [22]. We first screened for miRNAs involved in the pathogenesis of HCC. Analysis using a TCGA dataset revealed that increased expression of the miRNA-producing enzyme, Dicer1, predicted a better prognosis of HCC (Fig. S1A). Knockdown of Dicer1 in hepatoma Hepa1–6 cells promoted transplanted tumor formation by these cells in isogenic C57BL/6 mice (Fig. S1B-D). Sequencing of miRNAs in 7 pairs of HCC and adjacent NH tissues detected significant alterations in miRNA expression profiles during carcinogenesis (Fig. 1a). These results were combined with published datasets in the Gene Expression Omnibus (GEO, GSE128274 and GSE140370) to identify potential tumor suppressor miRNAs and oncogenic miRNAs in HCC (Fig. 1b and Fig. S2A, B). The consistently altered miRNAs in HCC patients from TCGA database then underwent Kaplan-Meier survival analysis. As a result, we identified 13 miRNAs that correlated with patient prognosis, of which 6 were downregulated and 7 upregulated in HCC (Fig. 1c and Fig. S2C, D). These miRNAs included several documented key players in HCC [23–25]. Further analysis using 125 paired clinical specimens validated that 5 of the 6 candidate tumor suppressors in HCC tissues displayed reduced expression compared with those in para-tumor tissues (Fig. 1d). Of note were miR-144 and miR-451a, which are transcribed from the same locus of both human (chr17) and mouse (chr11) chromatin with an interval less than 100 bp. Indeed, these 2 miRNAs were coordinately expressed in hepatic cell lines and tissues of both human and mouse origins, with consistently decreased levels in malignant cells or tissues (Figs. S3 and S4). In line with the aforementioned analysis based on published datasets, we found that both miRNAs were associated with early tumor staging and better prognosis of tested HCC patients (Fig. 1e, f).

**Fig. 1:**
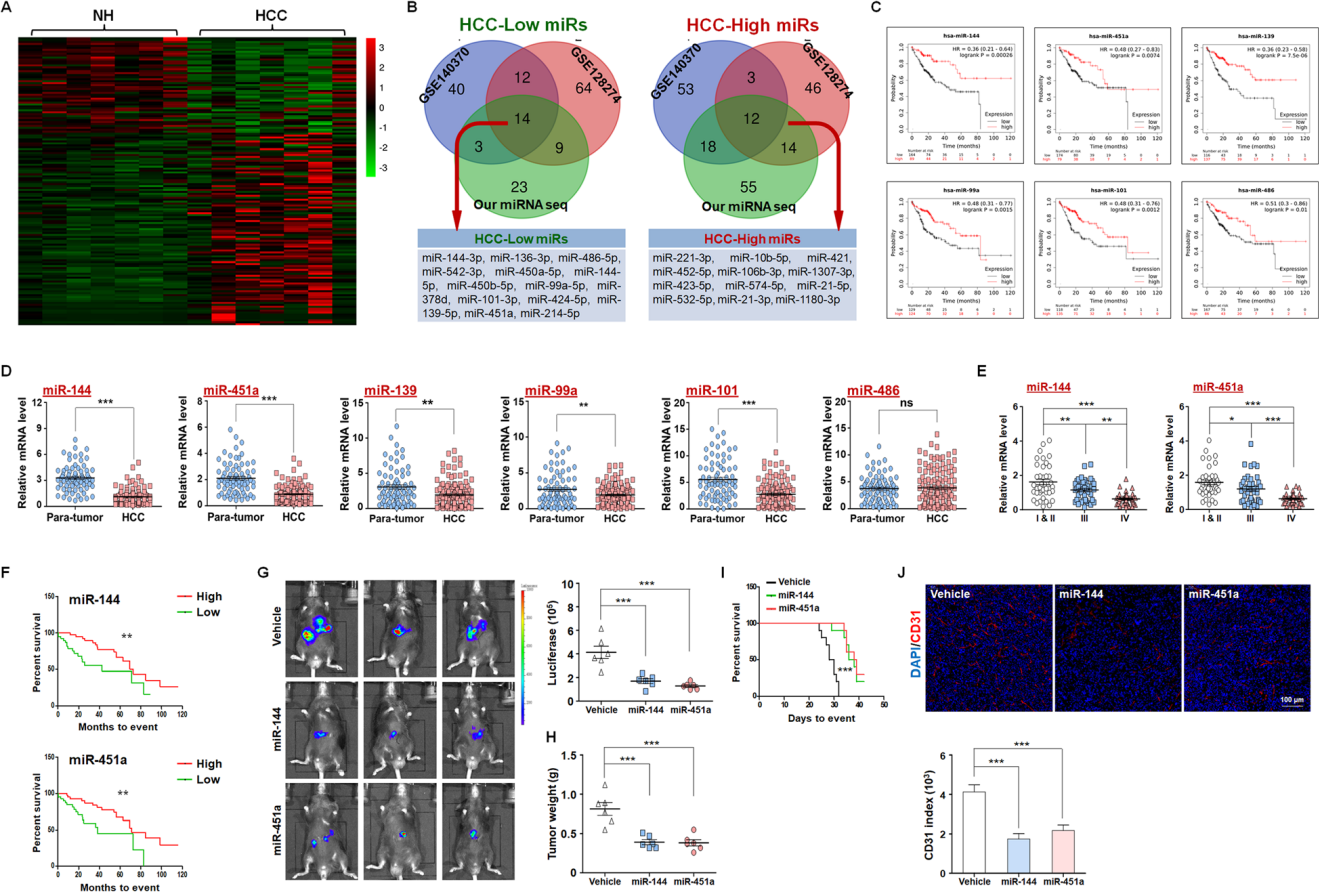
The miR-144/miR-451a cluster correlates with HCC prognosis and polarization of microenvironmental macrophages. **a** Normal hepatic tissues and HCC were isolated from HCC patients, and miRNA expression was profiled by using miRNA sequencing (*n* = 7). **b** Three sets of miRNA expression data were compared, and the common differentially expressed HCC-low and HCC-high miRNAs are presented in a Venn diagram. **c** The relationship between the expression of candidate miRNAs and HCC patient prognosis was evaluated using the TCGA database (*n* = 253). **d** The expression of candidate miRNAs was determined in para-tumor and HCC tissues (*n* = 125). **e** The expression of miR-144 and miR-451a was analyzed in HCC with pathological grade I/II (*n* = 40), grade III (*n* = 40) and grade IV (*n* = 45). **f** HCC patients were grouped according to the levels of miR-144 or miR-451a in tumor tissues and were subjected to survival analysis (*n* = 125). **g-j** Luciferase-expressing Hepa1–6 cells were infected with control or miR-144/miR-451a lentiviruses and inoculated intrahepatically into C57BL/6 mice. Tumor development was evaluated by bioluminescence imaging 3 weeks after the injection (*n* = 6) (**g**). Tumor tissues were excised and weighed after mice were sacrificed (*n* = 6) (**h**). Kaplan-Meier survival analysis was performed for tumor-bearing mice in different groups (*n* = 6) (**i**). CD31 staining by immunofluorescence was performed to detect tumor angiogenesis (*n* = 6) (**j**). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

To evaluate the antitumor function of miR-144/miR-451a in vivo, Hepa1–6 cells, which were modified to constitutively express luciferase, were inoculated intrahepatically into C57BL/6 mice. Three weeks after challenging, tumor development was evaluated by bioluminescence imaging, which indicated that miR-144 or miR-451a overexpression in Hepa1–6 cells impeded in vivo tumor development from these cells (Figs. 1g, S5A and B). Although the body weights were indistinguishable among these groups, tumor and liver weights decreased when miR-144/miR-451a was overexpressed in Hepa1–6 cells, and miR-144 or miR-451a overexpression prolonged the survival of HCC-bearing mice (Fig. 1h, i). In addition, CD31 staining suggested that miR-144 or miR-451a also repressed tumor angiogenesis (Fig. 1j). We also transfected miR-144/miR-451a in another mouse HCC cell line, H22, followed by inoculation subcutaneous inoculation in the right back of recipient mice. As a result, overexpression of miR-144 or miR-451a significantly repressed tumor growth (Figs. S5C, D). Thus, miR-144 and miR-451a are clustered miRNAs that play repressive roles in HCC pathogenesis.

### miR-144/miR-451a in HCC cells promotes M1-like polarization and the antitumor effect of macrophages

We next investigated whether miR-144/miR-451a suppress HCC progression via directly inhibiting the growth or invasion of neoplastic cells. As shown in Fig. S6, these miRNAs failed to significantly repress the malignant phenotypes of mouse hepatoma Hepa1–6 cells, suggesting that they function via cancer cell non-autonomous mechanisms. Immunosuppressive tumor microenvironment is one of the cancer hallmarks and plays important roles in tumor initiation and progression. FACS assay of orthotopic HCC derived from inoculated Hepa1–6 cells indicated that miR-144/miR-451a overexpression improved the ratios of infiltrating CD8^+^ T cells and reduced Tregs, but didn’t affect the subsets of B cells, NK/NKT or myeloid-derived suppressor cells (MDSCs) (Fig. S7A-E). TAMs, typically resembling M2-polarized phenotypes of macrophages, are the key cells that facilitate immune escape of malignant cells [26]. We found in orthotopic tumors that overexpression of miR-144/miR-451a did not affect the percentages of CD11b^+^F4/80^high^ TAMs (Fig. 2a). However, miR-144 or miR-451a promoted the expression of M1-like macrophage markers Marco, Vcam1, MHC II and CD86 in tumor tissues (Fig. 2b). Furthermore, TAMs were next sorted from orthotopic HCC of different groups for RNA-seq, which showed that anti-tumor cytokines or molecules were increased in TAMs from miR-144 or miR-451a overexpression groups (Fig. 2c). 

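RNA-seq was performed on TAMs sorted from orthotopic tumors of Hepa1-6 cells, a mouse hepatoma line inoculated into the liver of C57BL/6 mice. The 3 groups were tumors of control cells (labelled vehicle in Fig. 2), of cells overexpressing miR-144 and of cells overexpressing miR-451a. Each group had 5 samples, 15 in all, whereas the legend of Fig. 2 gives n = 3 for the RNA-seq panels. The text of the paper does not name the samples shown in Fig. 2c, so all 5 samples of each group were used. The authors deposited FPKM (fragments per kilobase of transcript, divided by the mapped fragments of the sample) of 55335 mouse genes in each sample, with Ensembl identifiers and symbols. FPKM is already divided by sequencing depth and transcript length, and the aligner, the quantification tool and the genome build are not named in the text of the paper. Counts of fragments were not used here. Depth was read from the low values instead, because FPKM multiplied by the length of a gene with a single annotated transcript falls on steps of 1 fragment. These steps gave 23.9 to 28.0 M fragments per sample in the control group (median 24.3), 18.0 to 27.5 M in the miR-144 group (median 22.5) and 15.6 to 30.8 M in the miR-451a group (median 21.5). The depths are approximate, because between 32.2% and 52.2% of the low values of a sample lay on a multiple of its step, where 10% would by chance.

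FPKM was transformed as log2(FPKM + 1), and limma was fitted to the 3 group means over the 11419 genes with a mean of at least 1 FPKM, with Benjamini-Hochberg adjustment. Named genes were tested in the same way without that filter, over 29540 genes, since many genes of Fig. 2c have low FPKM. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes near or under 1 FPKM. A floor of 3 fragments was used as the smallest value that the depth can show, and it covers counting error only. Single values per sample were compared with a two-sided exact permutation test over the 252 splits of 5 against 5 samples, whose smallest p is 0.00794. Each sample was counted as 1 replicate, as numbered in the labels. Every pair of samples within a group differed by more than sampling noise at the implied depth (lowest mean chi-square per gene 4.73). As far as that approximate depth holds, this argues against copies of a single library. It does not show that the samples come from separate mice. Samples carry the numbers 1 to 5 in each group. The deviations from the group means correlated across genes by 0.0760 on average between samples with the same number and by -0.0189 between samples with other numbers. Between samples with the same number, the correlation was -0.0122 for control and miR-144, 0.140 for control and miR-451a and 0.101 for miR-144 and miR-451a. Results with the number as a replicate block are therefore given beside those without it.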

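Fig. 2c lists 20 anti-tumor genes. The mean log2(FPKM + 1) over these genes was 0.36 ± 0.02 (SD, n = 5) in TAMs of the control group, 0.79 ± 0.02 (SD, n = 5) in the miR-144 group and 0.83 ± 0.03 (SD, n = 5) in the miR-451a group. The differences from control, 0.43 and 0.47, were larger than the spread between samples, and each of the 5 samples of either miRNA group lay above all control samples (exact permutation test, two-sided p = 0.00794 for each). The paper selected these genes from the same data, so this direction follows in part from the selection. With samples paired by number as a replicate block, the exact sign-flip test gave p = 0.0625 for each, the smallest p that 5 pairs allow. Apart from the mean of z-scores, which is on another scale, restricting the mean to the 4 genes with a mean of at least 1 FPKM moved the result most, to differences of 1.45 and 1.47.

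Cd86 (ENSMUSG00000022901) lies on chromosome 16 from 36603869 to 36666081 on the minus strand in the GENCODE M21 annotation of the mouse genome and encodes a co-stimulatory surface protein. Its FPKM was 0.955 ± 0.0999 (SD, n = 5) in control TAMs, 4.12 ± 0.715 (SD, n = 5) with miR-144 and 4.16 ± 0.522 (SD, n = 5) with miR-451a. The log2 fold changes of Cd86 were 1.38 and 1.40 (standard error 0.09 for both, adjusted p = 2.11e-08 and 1.73e-08 from limma). Il16 (ENSMUSG00000001741, chromosome 7, 83642825 to 83745726, minus strand) encodes a cytokine. Its FPKM rose from 1.27 ± 0.116 (SD, n = 5) in control TAMs to 7.87 ± 0.833 (SD, n = 5) with miR-144 and 9.05 ± 0.929 (SD, n = 5) with miR-451a, with log2 fold changes of 1.96 and 2.14 (adjusted p = 2.87e-11 and 1.04e-11 from limma). Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139, minus strand) rose from 0.519 ± 0.0695 FPKM (SD, n = 5) to 2.85 ± 0.364 (SD, n = 5) and 2.60 ± 0.453 (SD, n = 5), with log2 fold changes of 1.34 and 1.24 (adjusted p = 1.51e-08 and 3.41e-08 from limma). For Cd86, Il16 and Il1b, no miRNA sample overlapped a control sample, and the lowest log2 fold change with any sample left out was 1.18.

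Of the 20 genes, 19 were higher with miR-144 and 20 with miR-451a in direction. In limma adjusted over all genes, 14 passed an adjusted p of 0.05 with miR-144, 13 with miR-451a and 11 with both, and none passed in the opposite direction. Adjusted over the list alone, 15 passed with each miRNA, although the list is the selection that the paper made from these data. With the replicate block, 11 passed with miR-144 and 13 with miR-451a. The groups did not overlap for 12 genes with miR-144 and 13 genes with miR-451a, where chance gives 0.794% of genes. Most of the list was expressed at low levels, with 14 of the 20 genes under 1 FPKM in all 15 samples and 11 of the 20 above the floor of 3 fragments in all samples of at least 1 group. Il12a stayed at or under that floor in all 15 samples, so a difference in Il12a was not detectable at this depth. Cxcl11 and Trav14-2 passed with miR-144, although no control or miR-144 sample was above the floor for either gene. These calls therefore rest on values at or under the floor. The differences of Il1r2, Il17d and Nos1 were within the spread between samples in both comparisons (adjusted p from 0.168 to 0.785 in limma). From the comparison in Fig. 2c, the paper states that anti-tumor cytokines or molecules were increased in TAMs of both overexpression groups, and the legend of Fig. 2 describes M1-like polarization of macrophages.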

Functional analysis of the cluster further indicated that pathways of immune system process and inflammatory response were altered remarkably in TAMs (Fig. 2d, e). 

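The FPKM of 11419 genes was compared between the groups in limma. With miR-144, 7668 genes had an adjusted p under 0.05 against control, 5376 higher and 2292 lower. With miR-451a, 7804 genes did, 5490 higher and 2314 lower. Of these genes, 5085 were higher and 2093 lower in both comparisons, and 0 changed in opposite ways. No gene had an adjusted p under 0.05 between the miR-451a and miR-144 groups (smallest adjusted p 0.0752), while 596 genes had an unadjusted p under 0.05, where chance gives about 571. The groups did not overlap for 53.9% of genes with miR-144 and 55.2% with miR-451a against control, and for 0.849% between miR-451a and miR-144, where chance gives 0.794%. With the replicate block, 7711, 7859 and 0 genes passed in the 3 comparisons, and 742 genes had an unadjusted p under 0.05 between miR-451a and miR-144.

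The median log2 fold change of all tested genes was 0.13 with miR-144 and 0.14 with miR-451a, and 70.1% and 70.3% of the changed genes were higher. After rescaling to TPM, 76.5% of 8006 changed genes were higher with miR-144 and 77.3% of 8212 with miR-451a. Median centring sets the median fold change near 0, which by itself brings the share near 50%. After median centring of the samples, 50.1% of 7093 changed genes were higher with miR-144 and 49.9% of 7294 with miR-451a. After quantile normalization, these shares were 53.5% of 7034 genes and 53.4% of 7206 genes. The alternative that moved the counts most was a minimum log2 fold change of 1 in either direction, which left 888 genes with miR-144 and 944 genes with miR-451a, 852 of them shared in the same direction.

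GO annotation was not used here, so the terms of Fig. 2d, e were not recomputed. A family of cytokines, chemokines, interleukins, TNF superfamily members, interferons, colony stimulating factors and their receptors was set by gene symbol instead, with 77 members among the 11419 genes. Of these, 66 changed with miR-144 (85.7%, against 67.2% of all tested genes), 40 higher and 26 lower. Fisher's exact test gave an odds ratio of 2.95 (95% confidence interval 1.54 to 6.21, two-sided p = 0.000342). With miR-451a, 68 of the 77 changed (88.3%, against 68.3% of all tested genes), 43 higher and 25 lower, an odds ratio of 3.52 (95% confidence interval 1.75 to 8.04, two-sided p = 6.40e-05 in Fisher's exact test). More members were higher than lower under median centring too, with 36 higher and 29 lower for miR-144 and 38 higher and 27 lower for miR-451a. With the replicate block, the odds ratios were 2.90 and 2.73 (Fisher's exact test, p = 0.000350 and 0.000795). Restricting the changed genes to a log2 fold change of at least 1 in either direction moved the odds ratios most, to 10.2 and 11.8.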

Quantitative RT-PCR assay indicated that TAMs from miR-144- or miR-451a-overexpressing tumors showed increased M1-type and decreased M2-type cytokine production (Fig. 2f). The remodeling of TAMs and activation of cytotoxic T cells after overexpression of miR-144/miR-451a in HCC cells were also manifested using another in vivo tumor model derived from H22 cells (Fig. S8A-D).

**Fig. 2:**
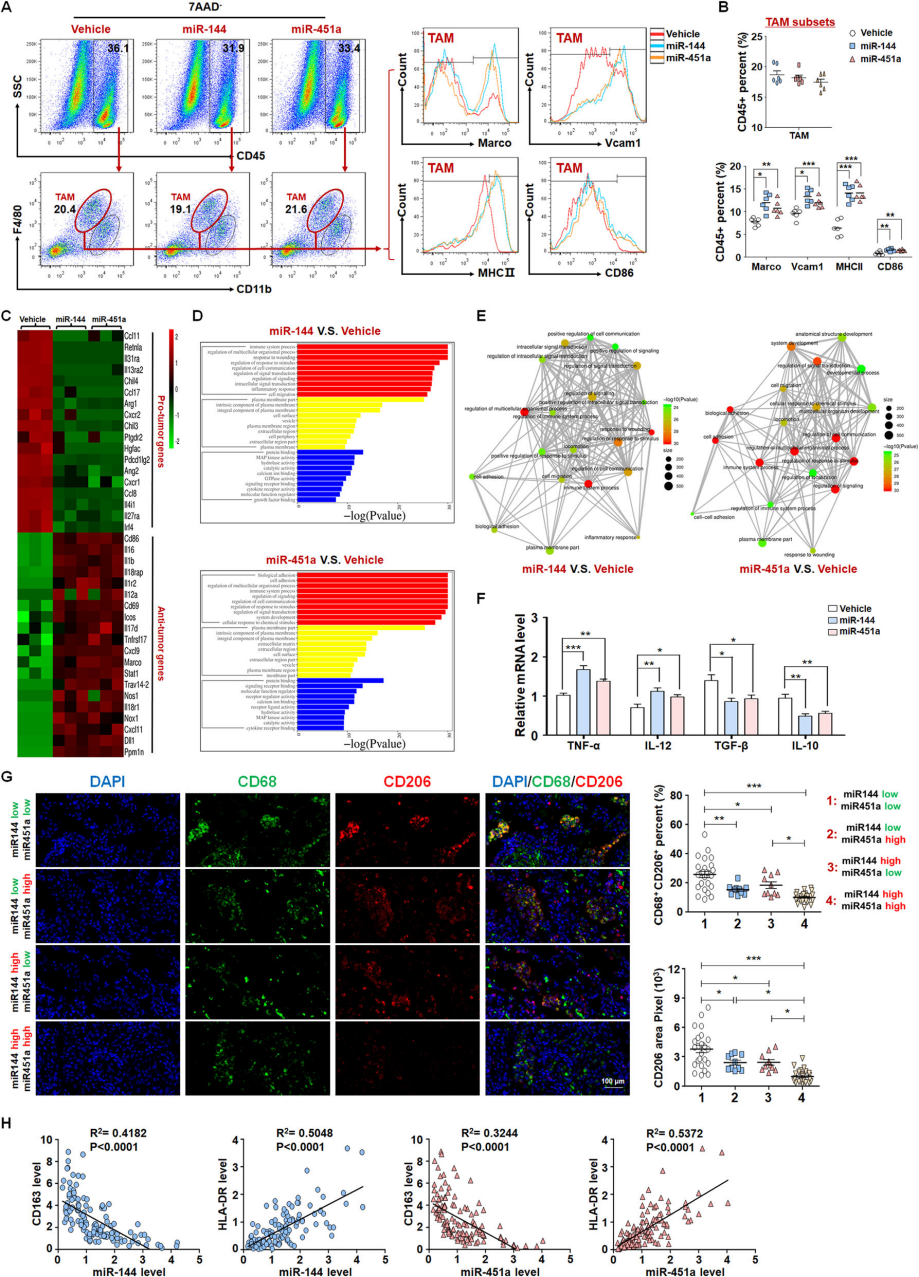
miR-144/miR-451a modulates the HCC paracrine function to promote macrophage M1-like polarization. **a, b** Control Hepa1–6 cells or those overexpressing miR-144 or miR-451a were inoculated intrahepatically into C57BL/6 mice. Tumors were then dissected, FACS was performed to analyze cell subsets expressing pan-macrophage and polarized macrophage markers (*n* = 6). **c-f** TAMs were sorted for RNA-seq. The differentially expressed genes related with inflammation were compared (**c**) and analyzed for functional clusters (D, E) (*n* = 3). The mRNA levels of macrophage polarization markers in sorted TAM subsets from (**c**) were assayed using qRT-PCR (F, *n* = 6). **g, h** The tumor tissues of HCC patients were grouped according to miR-144/miR-451a expression and stained for M2-polarized marker CD206 (**g**) (1: *n* = 25; 2: *n* = 10; 3: *n* = 10; 4: *n* = 25). The relationships between miR-144/miR-451a expression and the levels of CD68, CD163 or HLA-DR were analyzed (*n* = 125) (**h**). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

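Fig. 2c also lists 18 pro-tumor genes. The mean log2(FPKM + 1) over them was 3.43 ± 0.09 (SD, n = 5) in control TAMs, 0.26 ± 0.02 (SD, n = 5) in the miR-144 group and 0.24 ± 0.02 (SD, n = 5) in the miR-451a group. It fell by 3.17 with miR-144 and by 3.20 with miR-451a, and every sample of either miRNA group lay below all control samples (exact permutation test, two-sided p = 0.00794 for each). As for the anti-tumor genes, the direction follows in part from the paper's selection of the genes from these data. With samples paired by number as a replicate block, the exact sign-flip test gave p = 0.0625 for each. All 18 genes were lower with either miRNA. In limma, 17 passed an adjusted p of 0.05 over all genes in each comparison, and Ptgdr2 did not (adjusted p = 0.0836 with miR-144 and 0.0756 with miR-451a). Adjusted over the list alone, and with the replicate block, 18 passed.

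Chil3 (ENSMUSG00000040809) lies on chromosome 3 from 106147554 to 106167564 on the minus strand and encodes the chitinase-like protein Ym1. Its FPKM was 4789 ± 803 (SD, n = 5) in control TAMs, 0.352 ± 0.117 (SD, n = 5) with miR-144 and 0.431 ± 0.164 (SD, n = 5) with miR-451a. The log2 fold changes were -11.78 and -11.70 (standard error 0.11 for both, adjusted p = 3.09e-17 and 2.83e-17 from limma). Chil4 (ENSMUSG00000063779, chromosome 3, 106201490 to 106219507, minus strand) is a paralog, and 29.4% of the 50-base stretches of the Chil3 transcript also occur in other genes, mostly Chil4, so the values of the pair are uncertain where fragments were split between them. Chil4 had 134 ± 21.6 FPKM (SD, n = 5) in control TAMs, and all 10 miRNA samples were at or under its floor of 3 fragments, so it was at least 1073-fold lower. Retnla (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461, plus strand) had 415 ± 76.2 FPKM (SD, n = 5) in control TAMs and was listed at 0 in all 10 miRNA samples. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484, minus strand) had 212 ± 39.4 FPKM (SD, n = 5) in control TAMs and lay between 0 and 0.0882 FPKM in the miRNA samples, under its floor of 0.130 FPKM, so it was at least 1633-fold lower. Ccl8 (ENSMUSG00000009185, chromosome 11, 82115185 to 82116799, plus strand) stayed above its floor in all samples. It fell from 310 ± 21.1 FPKM (SD, n = 5) to 3.26 ± 1.43 (SD, n = 5) with miR-144 and 1.66 ± 0.553 (SD, n = 5) with miR-451a, with log2 fold changes of -6.24 and -6.89 (adjusted p = 3.98e-12 and 1.45e-12 from limma). Irf4 (ENSMUSG00000021356, chromosome 13, 30749226 to 30766976, plus strand) fell from 6.05 ± 0.923 FPKM (SD, n = 5) to 1.26 ± 0.256 (SD, n = 5) and 1.49 ± 0.144 (SD, n = 5), with log2 fold changes of -1.64 and -1.49 (adjusted p = 4.22e-09 and 1.09e-08 from limma). At the other end of the list, Ptgdr2, Hgfac, Cxcr1 and Cxcr2 stayed under 1 FPKM in all 15 samples.

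**Figure D1:**
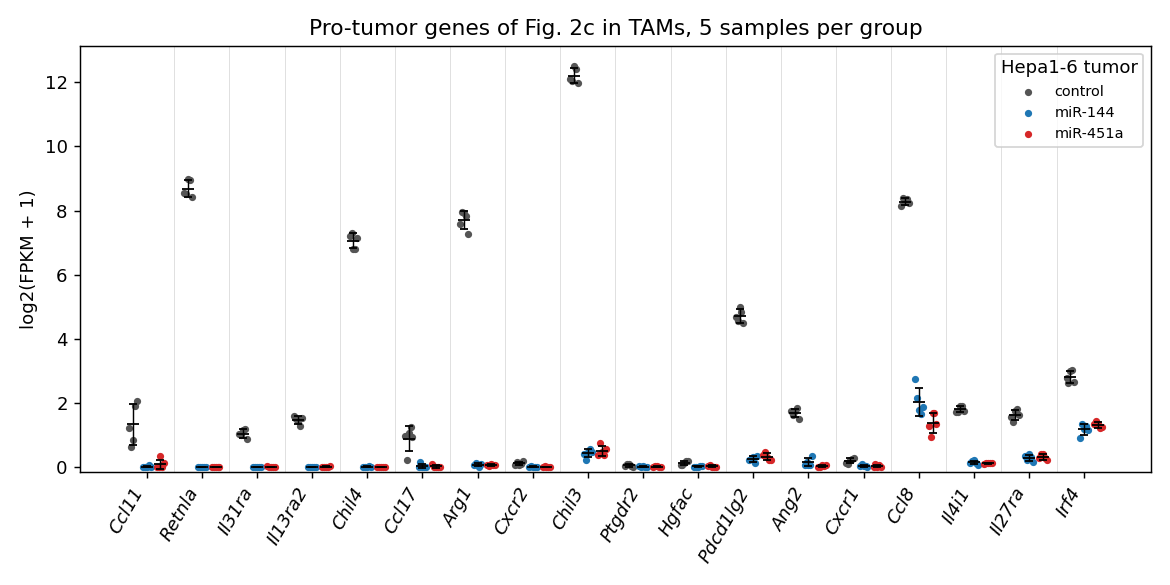
The log2(FPKM + 1) of each pro-tumor gene of Fig. 2c is shown on the vertical axis, with 1 point per sample and 5 samples per group, and the bars give the mean and SD. Chil3, Retnla, Arg1 and Ccl8 lie far higher in the control samples than in the miRNA samples.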

We next analyzed the role of miR-144/miR-451a in TAM polarization using clinical HCC samples. Co-staining for CD68, a pan-marker for macrophages, with the M1-polarized macrophage marker NF-κB p65 or the M2 marker CD206, was performed and compared among the groups. The results indicated that CD206^+^ TAMs were prevalent in miR144^low^miR451a^low^ HCC tissues, while miR144^high^miR451a^high^ HCCs showed rare staining for M2-like CD206^+^ TAMs (Fig. 2g). Conversely, p65^+^CD68^+^ macrophages were found in much higher densities in miR144^high^miR451a^high^ HCCs (Fig. S9). Examination of the clinical HCC specimens showed that miR-144 and miR-451a were negatively correlated with the M2-polarized macrophage marker CD163, and positively correlated with the M1-polarized macrophage marker HLA-DR (Fig. 2h) [26]. These data suggest that high levels of miR-144/miR-451a in HCC facilitate M1 polarization of tumor microenvironmental TAMs.

TAMs polarization is regulated by cytokines, chemokines and inflammatory mediators derived mainly from tumor cells [27]. We thus investigated whether miR-144/miR-451a-expressing neoplastic cells promote M1 polarization of TAMs via paracrine factors. We incubated the supernatant of miR-144/miR-451a-overexpressing HCC cells with BMDMs. The results showed that miR-144 or miR-451a overexpression in Hepa1–6 cells generated media that promoted M1 polarization of BMDMs, as revealed by an increased production of M1-type cytokines and nitric oxide (NO) when untreated or subjected to LPS/IFN-γ stimulation for M1 polarization (Fig. S10A-C); expression of miR-144 or miR-451a in HCC cells also impaired the BMDM response to stimuli for M2 polarization since both the secretion of M2-type cytokines and the expression of CD206 and arginase 1 were repressed by these miRNAs (Fig. S10A, B, D). The function of BMDMs was further evaluated through coculture with CFSE-stained Hepa1–6 cells (Fig. S10E). The results showed that BMDMs cultured with supernatants from miR-144/miR-451a-overexpressing Hepa1–6 cells displayed significantly higher basal and LPS/IFN-γ-induced phagocytic activity than those cultured with supernatants prepared from control Hepa1–6 cells (Fig. S10F, G). We next assessed the ability of macrophages to activate T cells via coculture and subsequently measured the cytolytic activity of T cells (Fig. S10H). As a result, BMDMs cultured with supernatants from miR-144/miR-451a-overexpressing Hepa1–6 cells exhibited a stronger capability to prime T cells than those cultured with supernatants from control Hepa1–6 cells (Fig. S10I). Conversely, inhibition of miR-144 or miR-451a in Hepa1–6 cells by anti-sense oligonucleotides (ASOs) suppressed the response of BMDMs to M1 polarization stimuli, although their M2 polarization remained largely unchanged (Fig. S11A-C). Therefore, miR-144/miR-451a in HCC cells promotes M1 polarization and the antitumor function of macrophages via a paracrine pathway.

### miR-144 and miR-451a confer paracrine activation of macrophage M1 polarization by targeting HGF and MIF

To fully understand how miR-144/miR-451a-mediated paracrine signaling regulated macrophages in HCC, cytokine antibody array was performed to determine the abundance of cancer-secreted cytokines in sera of miR144^low^miR451a^low^ and miR144^high^miR451a^high^ HCC patients. As the data shown, 6 cytokines were significantly higher and 2 cytokines lower in miR144^high^miR451a^high^ HCC among the Cancer Biomarker Panel (including 23 cytokines) (Figs. 3a and S12). We also detected the cytokines in supernatant of HCC cells, in which the levels of 5 cytokines were altered by overexpression of miR-144 or miR-451a (Figs. 3b and S13). The production of HGF, MIF and IL-8 was changed consistently in the sera of HCC patients and supernatants of HCC cells. We employed bioinformatic algorithms (TargetScan and StarBase) and extracellular database (https://www.proteinatlas.org/) to predict the targets of miR-144 and miR-451a [28, 29]. As shown in Fig. 3c, HGF and GRIK2 were potential targets of miR-144, and MIF and ATF2 were predicted as targets of miR-451a. Validation by ELISA suggested that miR-144 and miR-451a suppressed the secretion of HGF and MIF, respectively (Fig. 3d). Therefore, HGF and MIF are the candidate targets of miR-144/miR-451a cluster in HCC. A reporter assay showed that miR-144 suppressed luciferase expression of the transcript containing the wild-type 3′-UTR of *HGF* but not that of the transcript containing the seed sequence-mutated 3′-UTR (Fig. 3e, f). In addition, miR-144 overexpression in HepG2 cells reduced both the mRNA and protein levels of HGF (Fig. 3g, h), whereas miR-144 inhibition by ASOs enhanced HGF expression (Fig. S14A, B). The regulation of miR-451a on target MIF was also confirmed by luciferase reporter assay (Fig. 3j), qRT-PCR (Figs. 3g and S14C) and Western blot detection (Figs. 3h and S14D). Consistent with these observations, miR-144 and miR-451a overexpression also inhibited the levels of both tumor and serum HGF and MIF in mouse HCC derived from Hepa1–6 or H22 cells (Fig. S14E-G). The levels of miR-144 and miR-451a were inversely correlated with those of HGF and MIF, respectively, in clinical HCC samples (Fig. 3i). These results suggest that HGF and MIF are direct targets of miR-144 and miR-451a in HCC cells.

**Fig. 3:**
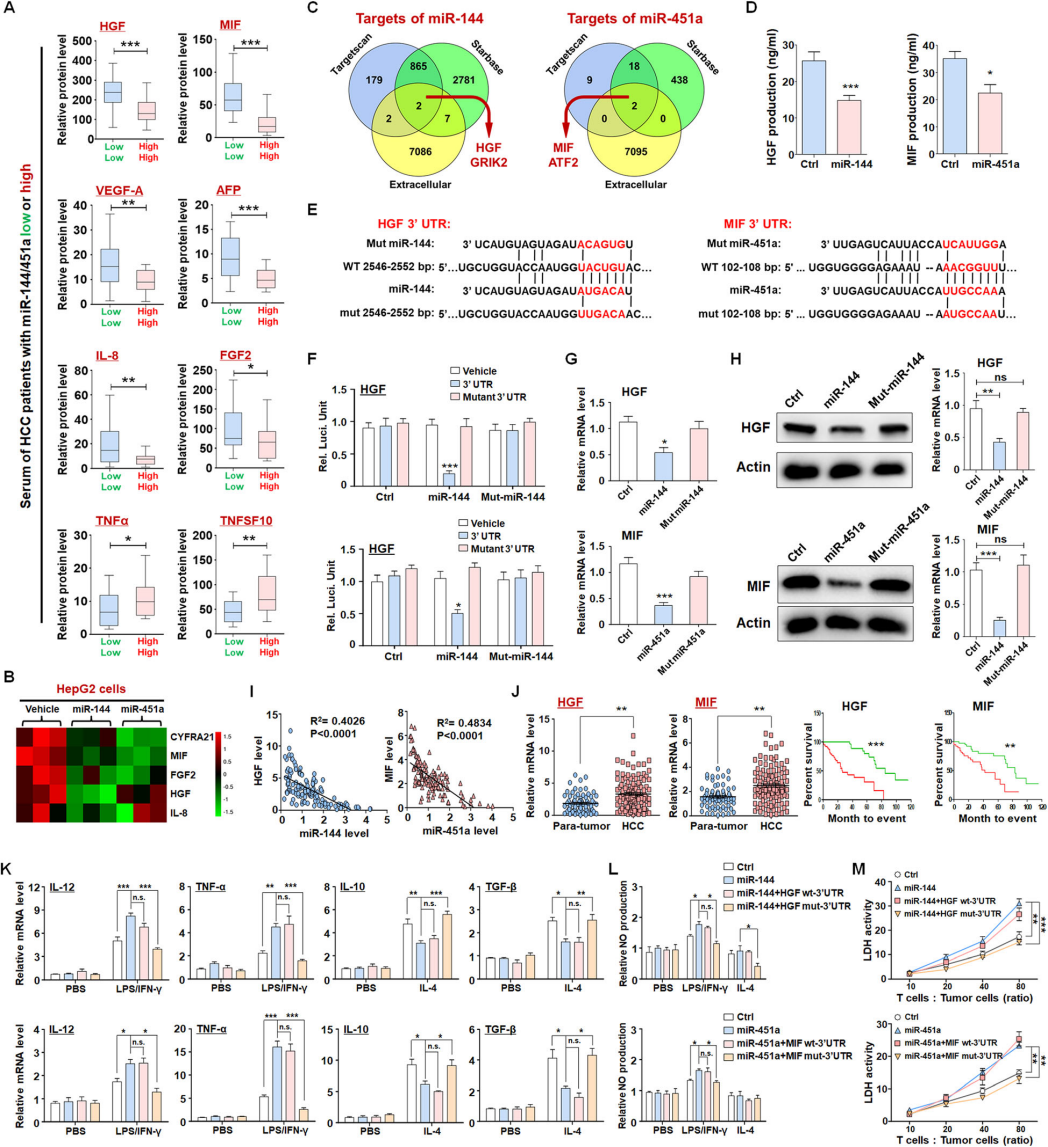
miR-144/miR-451a regulate macrophage polarization by targeting HGF and MIF in HCC cells. **a, b** The abundances of secreted cytokines were determined by cytokine antibody array using sera of HCC patients (**a**) (*n* = 36) and supernatant of control HCC cells or those overexpressing miR-144 or miR-451a (**b**) (*n* = 3). **c** The targets of miR-144 or miR-451a were predicted using different online tools and classified according to the protein subcellular localization. The extracellular target proteins were selected. **d** The production of HGF and MIF was detected in control and miR-144/miR-451a-overexpressing HepG2 cells using ELISA (*n* = 5). **e** Bioinformatic prediction identified HGF as a target of miR-144 and MIF as a target of miR-451a. **f** Reporter assay was performed to validate that miR-144 inhibited luciferase expression from a construct harboring a 3’UTR of *HGF* or *MIF* (*n* = 6). **g, h** Hepa1–6 cells were subjected to lentivirus-mediated overexpression of miR-144 or seed sequence-mutated miR-144/miR-451a, followed by qRT-PCR (**g**) and Western blot (**h**) analyses for the expression of HGF or MIF (*n* = 6). **i** The correlation between the levels of HGF mRNA and miR-144 or the levels of MIF and miR-451a in clinical HCC samples was analyzed (*n* = 125). **j** Paired clinical para-tumor and HCC tissues were used to determine the levels of HGF and MIF via qRT-PCR (*n* = 125). HCC patients were grouped according to the levels of HGF or MIF in tumor tissues and were subjected to survival analysis (*n* = 125). **k, l** miR-144- or miR-451a-overexpressing Hepa1–6 cells were further modified to express *HGF* or *MIF* with WT 3’UTR or the miRNA-binding site-mutated 3’UTR, and the supernatant was prepared and used for culture of BMDMs. The expression of polarization markers (**k**) (*n* = 6) and the generation of NO (**l**) by BMDMs were determined. **m** BMDMs cultured in conditioned media as described in (**k**) were further cocultured with CD3^+^ T cells. The activated T cells were then cocultured with Hepa1–6 cells at different ratios of cell numbers. Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

HGF was reported to promote M2 polarization of macrophages [30] and MIF established to account for the immunosuppressive role of TAMs [31]. We thus reasoned that miR-144/miR-451a in HCC cells regulate macrophage polarization through affecting the secretion of HGF and MIF. We found that the levels of HGF and MIF were much higher in HCC cells than in normal hepatocytes (Fig. S15). HGF and MIF were also upregulated in HCC tissues compared with those in para-tumor tissues, and predicted poor prognosis of HCC patients (Fig. 3j). In addition, the HGF receptor, c-Met, and the MIF receptor, CD74, were both expressed on BMDMs and TAMs (Fig. S16A). Next, Hepa1–6 cells overexpressing miR-144 were further transfected with constructs of HGF with wild-type (WT) or the predicted miR-144 binding site-mutated 3’UTR, respectively. The supernatants of these cells were then collected and used for culture of BMDMs. In contrast to those cultured in media from miR-144-overexpressing Hepa1–6 cells, BMDMs incubated with media from cells transfected with a mutant 3’UTR-containing HGF construct, but not that with a WT 3’UTR, exhibited reduced M1-like and enhanced M2-like polarization, as indicated by the cytokine expression and NO production levels comparable to the characteristics of cells cultured in control media (Fig. 3k, l). In addition, miR-144 inhibition by ASO in Hepa1–6 cells promoted M2 polarization of BMDMs, which was completely reversed by an antibody of HGF (Fig. S16B). Similarly, MIF transcripts with mutant 3’UTR but not that with WT 3’UTR in Hepa1–6 cells rescued the effects of miR-451a on BMDM polarization (Fig. 3k, l). The function of miR-451a ASO was also counteracted by an MIF antibody (Fig. S16C). Media prepared from cells transfected with mutants of miR-144 or miR-451a disabled for binding to the mRNAs of HGF and MIF were comparable to those from control cells in terms of the regulation of BMDM polarization (Fig. S17). The increase in the capacity of macrophages to activate cocultured T cells, as observed upon miR-144 or miR-451a expression in Hepa1–6 cells, was also ablated by further overexpression of HGF or MIF with mutant 3’UTR but not that with WT 3’UTR (Fig. 3m). The paracrine regulation of macrophages by neoplastic cells mediated by miR-144/miR-451a was also confirmed with cell lines of human HCC (HepG2 and Huh7) and a human macrophage cell line, THP1 (Fig. S18). These data suggest that miR-144/miR-451a in HCC cells promotes M1-like and represses M2-like polarization of environmental macrophages by targeting HGF and MIF, respectively.

### miR-144 and miR-451a form a negative feedback regulatory circuit with EZH2

To investigate the regulation of miR-144/miR-451a expression in HCC, we first performed rapid amplification of 5′ cDNA ends (5′-RACE) to determine the transcription start site (TSS) of pri-miR-144/451a using cDNAs generated from HepG2 cells. A fragment of approximately 500 bp was amplified (Fig. 4a), which was sequenced and mapped to a chromatin region with several typical transcription-related elements close to the TSS (Fig. 4b). Analysis using clinical specimens showed that the putative pri-miR-144/451a transcript in HCC tissues was downregulated compared with that in para-tumor tissues (Fig. 4c). In addition, ChIP-seq data with HCC cells from the Cistrome Project (http://cistrome.org/) suggested high level of H3K27me3 and low levels of H3K4me3, HeK4me1 and H3K27ac near the TSS of pri-miR-144/451a in HCC (Fig. 4d). Interestingly, hepatocytes presented lower level of H3K27me3 in promoter of pri-miR-144/451a compared with HCC cells (Fig. S19). Histone H3K27 methylation, which is commonly associated with epigenetic gene silencing, is predominantly mediated by PRC2 [32]. Consistent with previous findings [33], we observed that EZH2, the catalytic subunit of PRC2, in HCC tissues was upregulated compared with that in adjacent normal tissues, and EZH2 expression correlated with poor prognosis of HCC patients (Fig. 4e, f). EZH2 overexpression dramatically reduced the levels of pri-miR-144/451a and both mature miRNAs in HepG2 cells, whereas EZH2 knockdown significantly upregulated these miRNA levels (Fig. 4g, h), suggesting that they were silenced at least partially by histone H3K27me3 of the promoter in HCC. To determine the exact promoter regions involved in EZH2-mediated pri-miR-144/451a silencing, we generated luciferase reporter constructs for truncated 5′ flanking sequences and found that − 300 bp upstream of the TSS in the proximal promoter was indispensable for EZH2 repression of transcription (Fig. 4i). ChIP assays further verified that EZH2 bound to and induced histone H3K27me3 of the − 200 to 0 bp region on the pri-miR-144/451a promoter (Fig. 4j). Interestingly, EZH2 is also a reported target of miR-144, which was validated here by a luciferase reporter assay and the observation that miR-144 overexpression and inhibition reduced and increased EZH2 levels, respectively, in HepG2 cells (Fig. 4k-m) [34]. Finally, ectopic miR-144 expression induced the upregulation of both pri-miR-144/451a and miR-451a in HepG2 cells, which was abolished by overexpression of EZH2 (Fig. 4n). Together, these data demonstrate that miR-144/451a and EZH2 form a regulatory circuit in HCC cells.

**Fig. 4:**
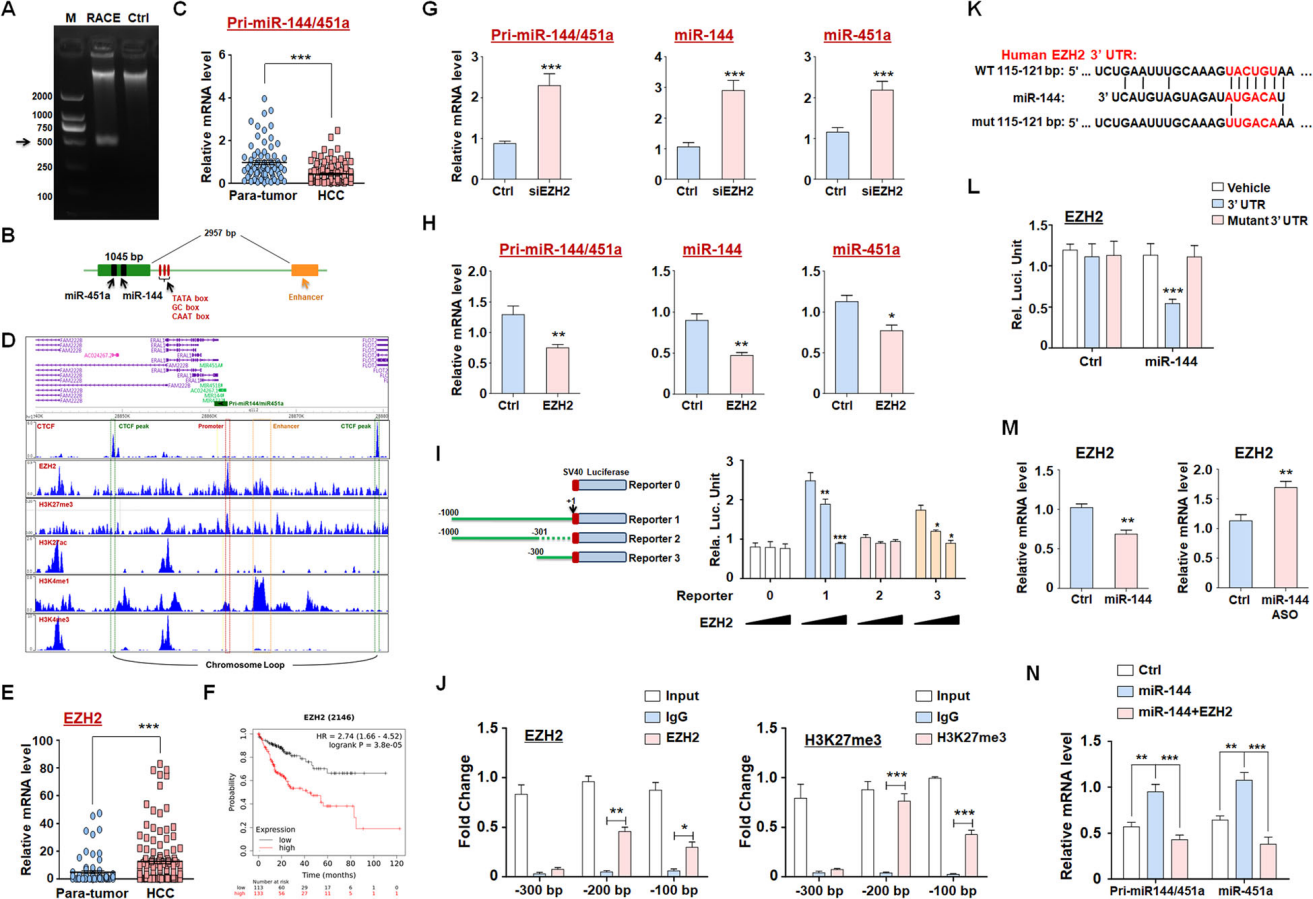
miR-144/miR-451a and EZH2 form a regulatory circuit in HCC cells. **a** 5′-RACE was performed to identify the full-length transcript from the pri-miR-144/451a cluster. The amplified fragment (664 bp) is indicated by the arrow. **b** The structural information of pri-miR-144/451a is presented as a diagram, which contains one exon (green box), an enhancer region (E1, orange box) and several typical transcription-related boxes (red stick). **c** The expression of this primary miRNA was examined in para-tumor and HCC tissues (*n* = 125). **d** The potential epigenetic modifications in the promoter and enhancer regions of pri-miR-144/451a were analyzed using the EZH2, H3K27me3, H3K27ac, H3K4me1 and H3K4me3 ChIP-seq data of hepatocytes or HCC cells from the Cistrome Project. **e** The levels of EZH2 in clinical para-tumor and HCC tissues were measured (*n* = 125). **f** The relationship between EZH2 expression and HCC patient prognosis was evaluated using data from TCGA (*n* = 253). **g, h** HepG2 cells were modified to overexpress EZH2 (**g**) or subjected to EZH2 knockdown (**h**), followed by qRT-PCR assay for the expression of pri-miR-144/451a, miR-144 and miR-451a (*n* = 6). **i** Luciferase constructs for truncated fragments of the pri-miR-144/451a promoter were generated, and reporter assays were performed to determine the binding regions of EZH2 on the pri-miR-144/451a promoter (*n* = 6). 0, vehicle; 1, − 1000 bp to + 1 bp; 2, − 1000 bp to − 300 bp; 3, − 300 bp to + 1 bp. **j** ChIP assays were performed using HepG2 cell lysates to further determine the pri-miR-144/451a promoter sites involved in EZH2 binding and H3K27me3 modification (*n* = 4). **k, l** Bioinformatic prediction identified EZH2 as a target of miR-144 (**k**), which was validated by an assay showing that miR-144 inhibited luciferase expression of a construct harboring a 3’UTR of *EZH2* (**l**) (*n* = 6). **m** The mRNA level of EZH2 was assayed in miR-144-overexpressing or miR-144-inhibited HepG2 cells (*n* = 6). **n** HepG2 cells were modified to overexpress miR-144 or to synchronously express miR-144 and EZH2. The expression of pri-miR-144/451a and miR-451a was detected via qRT-PCR (*n* = 6). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

### Enhancer methylation induces chromatin remodeling and contributes to pri-miR-144/451a repression in HCC

Although the pri-miR-144/451a promoter was inactivated in HCC cells, an active enhancer (E1) was located close to the TSS of pri-miR-144/451a (3107 bp upstream) (Fig. 4b and d). CCCTC-binding factor (CTCF) is a ubiquitously expressed and highly conserved 11-zinc finger protein that mediates the formation of chromatin loops, which usually allow transcription by satisfying the interaction between promoters and enhancers [35]. The pri-miR-144/451a locus and E1 are between two strong CTCF-binding peaks, raising the possibility that a chromatin loop encompassing E1 and the promoter region licenses the transcription of pri-miR-144/451a (Fig. 4d). In addition, a CpG island was predicted to be located upstream of the TSS of pri-miR-144/451a between the enhancer and proximal promoter (Fig. 5a, b). ChIP-seq data from the Cistrome Project indicated that this CpG island could be recognized by DNA methyltransferase 1 (DNMT1), the key enzyme that maintains chromatin DNA methylation (Fig. 5c).

**Fig. 5:**
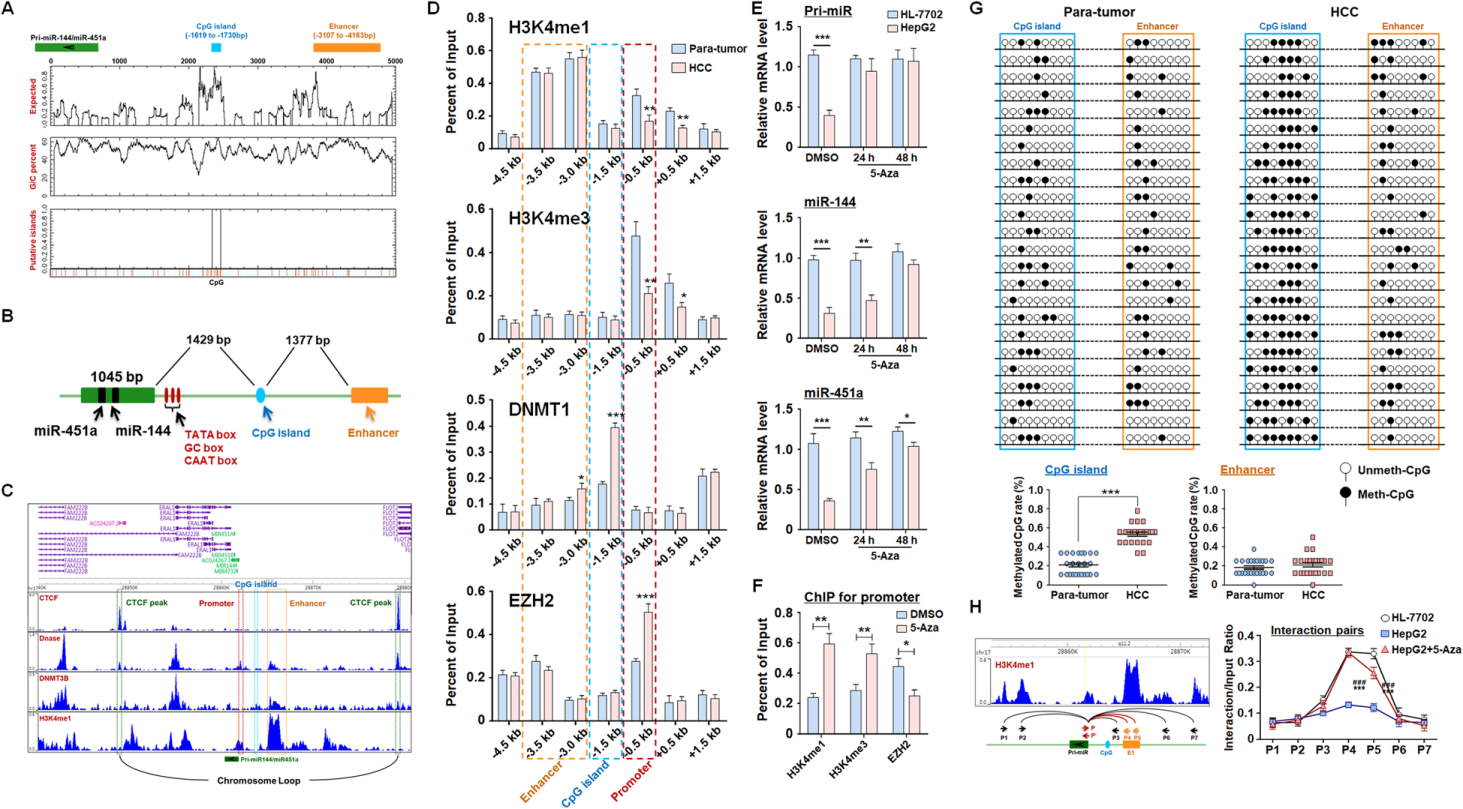
The methylation of upstream CpG islands represses pri-miR-144/451a expression by impairing enhancer-promoter interaction in HCC cells. **a** The sequence of a chromosome region encompassing the pri-miR-144/451a locus and the 5′-flanking sequences was analyzed, and the CpG islands were predicted. **b** A diagram showing the relative position of pri-miR-144/451a, the predicted CpG island and the E1 enhancer region. **c** ChIP-seq data from the Cistrome Project were used to analyze sites potentially bound by CTCF, DNase and DNMT1 on the pri-miR-144/451a locus. **d** ChIP assays were performed using lysates of para-tumor and HCC tissues. Different fragments of the pri-miR-144/miR-451a promoter were amplified and compared between tumor and para-tumor tissues (*n* = 7). **e** The normal hepatic cell line HL-7702 and HCC line HepG2 were treated with a DNMT1 inhibitor (5-Aza, 5 μM) or DMSO. The expression of the indicated miRNA transcripts was determined via qRT-PCR (*n* = 5). **f** HepG2 cells were treated with 5-Aza or DMSO and ChIP assays were performed by antibodies of H3K4me1, HeK4me3 and EZH2. The region of pri-miR-144/451a promoter was amplified (*n* = 4). **g** The DNA methylation levels on the predicted intronic CpG island and the promoter of pri-miR-144/451a in para-tumor and HCC tissues were evaluated via BSP (*n* = 24). **h** A 3C assay was performed to detect the interaction between the E1 region (orange arrows) and other different regulatory elements (black arrows) within the pri-miR-144/451a promoter (red arrows). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

We next performed ChIP assays using paired HCC and para-tumor tissues to probe existing epigenetic modifications in these 5′-flanking regions of the pri-miR-144/451a locus. The comparable H3K4me1 levels suggest no difference in the E1 enhancer activity between malignant and adjacent normal tissues; however, the promoter activity of pri-miR-144/451a was much lower in HCC than in adjacent normal tissues, as evidenced by remarkably reduced H3K4me3 levels and elevated EZH2 levels (Fig. 5d). In concert with these observations, we detected improved DNMT1 enrichment in the aforementioned CpG island region in HCC (Fig. 5d). These results were in agreement with the ChIP assays using an HCC cell line, HepG2, and a normal hepatic cell line, HL-7702 (Fig. S20). Treatment of HepG2 cells with a DNMT inhibitor, 5-azacytidine (5-Aza), increased the levels of primary or mature miR-144/451a (Fig. 5e) and promoter activity of the miRNA cluster (Fig. 5f). The epigenetic regulation mechanism of miR-144/miR-451a was verified in mouse HCC cells, which indicated the miR-144/EZH2 circuit could regulate the expression of miR-144/miR-451a by affecting H3K27me3 of the promoter (Fig. S21A-E). Meanwhile, the conserved CpG island located upstream of miR-144/miR-451a insulated the miRNAs cluster from the enhancer in HCC (Fig. S21F-H). Binding of DNMT1 on the CpG island synchronized with reduced promoter activity in HCC cells (Fig. S21I), which was restored by a DNMT1 inhibitor (Fig. S21J). These data suggest that the silencing of pri-miR-144/451a in HCC was dependent on DNMT1-catalyzed methylation on the CpG island.

We next measured the methylation of this CpG island in clinical HCC samples and found that it was hypermethylated in HCC but not in para-tumor tissues (Fig. 5g). Finally, we evaluated the effect of CpG island methylation on the potential interaction between E1 and the promoter of pri-miR-144/451a using a 3C assay. As shown in Fig. 5h, potent interactions between the pri-miR-144/451a promoter and E1 (P4 and P5) regions were detected in HL-7702 and 5-Aza-treated HepG2 cells but not in untreated HepG2 cells. These results demonstrate that hypermethylation of the CpG island blocks the promoter-enhancer interaction, thereby contributing to the repression of pri-miR-144/451a in HCC.

### Deletion of the upstream CpG island promoted miR-144/miR-451a expression and repress HCC growth by modulating TAM polarization

To validate the regulatory role of the upstream CpG island and the enhancer in miR-144/miR-451a expression, we deleted these regions in Hepa1–6 cells via the CRISPR/cas9 system. The CpG island deletion (ΔCpG) increased miR-144/miR-451a and decreased HGF and MIF expression, while the enhancer deletion (ΔEnh) exhibited the opposite effect (Fig. S22A, B). The supernatant of ΔCpG or ΔEnh HCC cells was then incubated with macrophages, which indicated that ΔCpG supernatant promoted M1 polarization and phagocytic activity of macrophages, while ΔEnh supernatant stimulated M2 polarization and attenuated engulfment function of macrophages (Fig. S22C, D).

Next, the ΔCpG or ΔEnh HCC cells were inoculated intrahepatically into C57BL/6 mice, which showed that the CpG island depletion retarded tumor growth and removal of the enhancer accelerated HCC progression (Fig. 6a-c). qRT-PCR assay using the tumor tissues manifested that CpG or the enhancer deletion affected the expression of the miRNA cluster and their targets, which was consistent with the in vitro examinations (Fig. 6d). Ki67 and CD31 staining indicated that CpG island deficiency reduced while the enhancer depletion elevated tumor cells proliferation and angiogenesis (Fig. 6e). Furthermore, macrophages in the tumor microenvironment were investigated. Compared with the parental HCC cells, ΔCpG showed increased whereas ΔEnh exhibited reduced M1-like polarization of TAMs development and differentiation CD8^+^ cytotoxic T cells (Fig. 6f-i). Staining for F4/80 and CD206 as well as qRT-PCR assay using sorted TAMs validated that M2-like polarization of TAMs was attenuated and accelerated by deletion of the CpG island and the enhancer, respectively (Fig. 6j, k). Blocking antibodies of HGF and MIF ablated the effects of ΔEnh on the development of Hepa1–6 cell-derived mouse tumors and the polarization of infiltrating macrophages (Fig. S23A-E). Taken together, our findings elucidated that DNA methylation-dependent chromatin remodeling regulated miR-144/miR-451a cluster expression and further controlled the plasticity of TAMs.

**Fig. 6:**
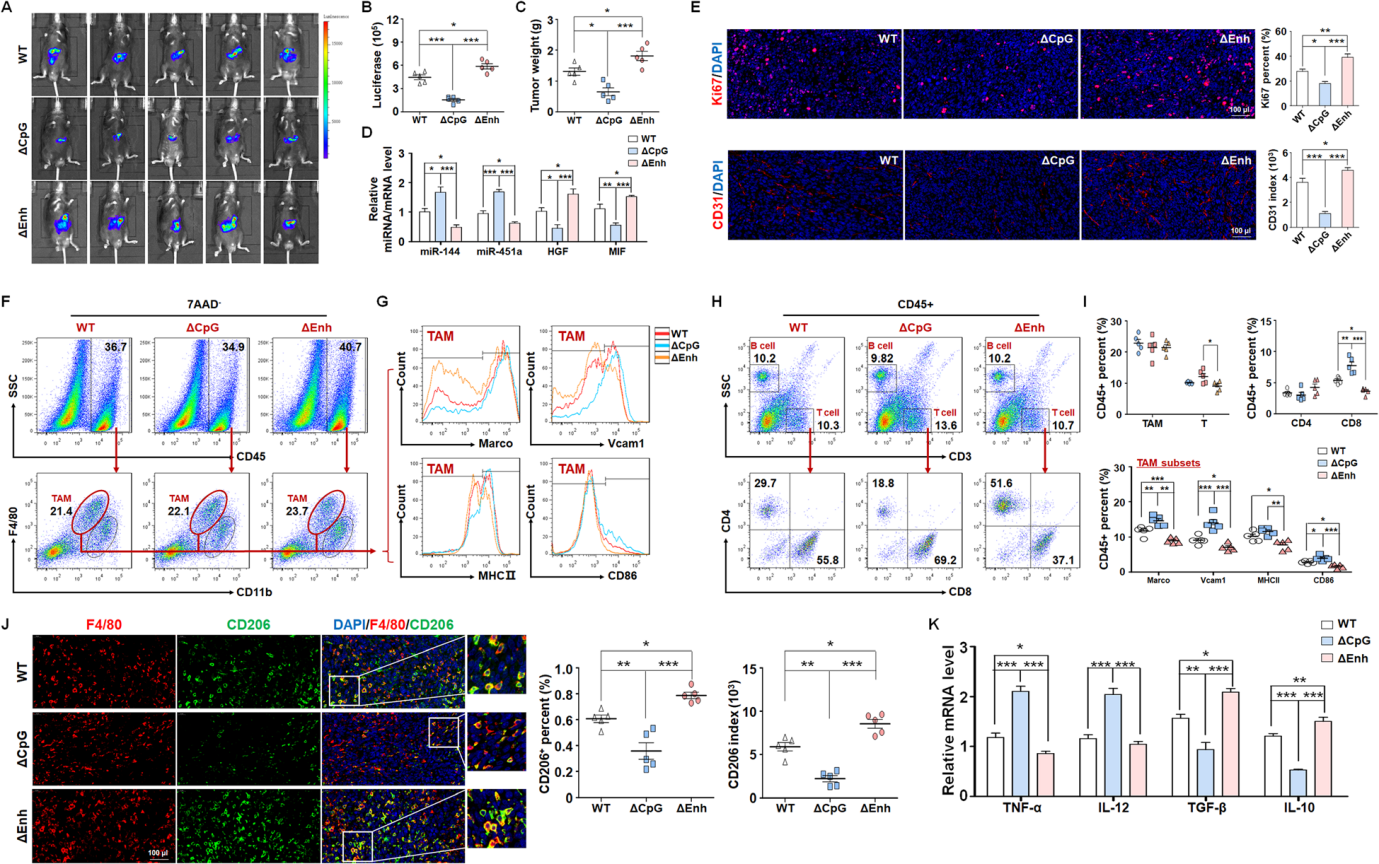
miR-144/451a upstream CpG island or enhancer deletion modulates HCC progression in vivo by regulating macrophage polarization. **a, b** The CpG island or enhancer region upstream to miR-144/451a was deleted via CRISPR/cas9 system in luciferase-expressing Hepa1–6 cells, and cells were inoculated intrahepatically into C57BL/6 mice. Tumor development was evaluated by bioluminescence imaging 3 weeks after the injection (*n* = 5). **c** The tumor tissues were excised and weighed after mice were sacrificed (*n* = 5). **d** The expression of miR-144/miR-451a and their targets in tumor tissues from different groups in (**a**) was measured via qRT-PCR (*n* = 5). **e** Immunofluorescence staining for Ki67 and CD31 was performed to assess tumor cell proliferation and angiogenesis (*n* = 5). **f-i** FACS was performed to analyze the subsets and differentiation of TAMs (**f, g**) and phenotype of lymphocytes (**h**) from different groups, and the cell percentages were plotted and compared (**i**) (*n* = 5). **j** The tumor tissues were co-stained with F4/80 and CD206 and analyzed for expression of the M2-like macrophage marker, CD206 (*n* = 5). **k** The mRNA levels of macrophage polarization markers in sorted TAMs were measured via qRT-PCR (*n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001

## Discussion

HCC is an intricate disease ascribed to multiple causative aspects and risk factors [36]. Unlike many malignancies arising from definitive driving genetic mutations or signaling pathways, the molecular pathogenesis of HCC is extremely complex and heterogeneous, highlighting the importance of a nonlinear regulatory network and epigenetic mechanisms in carcinogenesis [36, 37]. miRNAs play key roles in HCC by orchestrating the expression of multiple genes involved in parallel or interactive signaling events [38]. In the present study, we systemically analyzed the miRNA profiles in HCC by combining our sequencing results of clinical specimens with published datasets, and the validity of these datasets was demonstrated by the identification of previously reported critical miRNAs regulating HCC progression [23–25]. Of these key miRNAs deregulated in HCC, we established that the miR-144/−451a cluster correlated with a better prognosis of clinical HCC. Mechanistically, hepatocellular miR-144/miR-451a aroused the antitumor immunity of infiltrating macrophages via paracrine signaling; miR-144/miR-451a also constituted a feedback circuit with EZH2, the core histone H3K27 methyltransferase known to promote HCC pathogenesis by epigenetically silencing the tumor suppressor genes. Unlike other studies reporting that miR-144/miR-451a suppress proliferation of HCC cells by targeting oncogenes like EZH2 [39, 40], we found that these miRNAs exert a tumor-suppressive role mainly through remodeling the tumor immune microenvironment. These discrepancies might be attributed to the heterogeneity of HCC or the use of different experimental systems including cells with distinct gene expression profiles or intracellular signaling contexts. While other miRNAs have been reported to participate in this epigenetic paradigm [24, 41], miR-144/miR-451a might exert more potent effects on HCC since they target both the autonomous machinery of neoplastic cells and the microenvironment hijacked to support tumorigenesis.

The progression of solid tumors, including HCC, relies on the establishment of an immunosuppressive microenvironment characterized by a massive accumulation of tumor-promoting myeloid immune cells, especially TAMs [42]. When confronting environmental stimuli, macrophages undergo polarization into M1-type macrophages, which play important roles in the inflammatory response and antitumor immunity, or M2-type macrophages, which are crucially involved in tissue repair and tumor progression [43]. TAMs are widely accepted as a macrophage population mainly displaying the M2-like phenotype [44]. In addition to classical stimuli (e.g., LPS and IFN-γ for M1 and IL-10 and TGF-β for M2 polarization), the differentiation of macrophages is also determined by redundant factors from parenchymal cells [43]. In particular, HGF promotes M2 polarization of macrophages, thereby participating in the anti-inflammatory response in various tissues and facilitating tumor progression [30]. Recently, MIF has been reported as a determinant of M2-like activation of macrophages [45]. We found that miR-144/miR-451a overexpression impaired the M2 phenotype and stimulated M1-like polarization of macrophages by targeting and reducing the secretion of HGF and MIF from HCC cells, resulting in elevated phagocytosis and an enhanced capability to activate cytotoxic T lymphocytes. Compared with exosome-delivered miRNAs, miRNA-mediated paracrine factor secretion might represent a pattern of intercellular crosstalk with high efficiency and cell-type specificity [46]. Although there are contradicting reports about the cellular origin of TAMs in the tumor microenvironment, we observed the activation of TAMs in both intrahepatic and subcutaneous tumors by miR-144/miR-451a-overexpressing HCC cells [47]. Nonetheless, considering the high macrophage plasticity, further investigations are warranted to determine whether this activation necessarily includes the repolarization of the tumor cell-educated M2 population to an M1-like phenotype [42].

Accumulating evidence has shown that epigenetic gene regulation requires coordinated changes, including covalent DNA and histone modifications and chromatin conformational remodeling, in chromosomal loci [48]. We found that miR-144/451a, as a cluster, is transcriptionally repressed by EZH2-catalyzed histone H3K27 methylation of the promoter in HCC cells. Moreover, we identified an active enhancer (E1) in the 5′-flanking regions, the CTCF elements of which enable a potential interaction between E1 and the promoter. As expected, we verified an existing loop covering these chromatin regions in normal hepatocytes. Interestingly, the formation of this chromatin loop was dependent on the hypomethylation of an embedded CpG island, suggesting that simultaneous histone H3K27 methylation of the promoter and DNA methylation of the distal enhancer are required to silence miR-144/451a in HCC cells. When the CpG island or E1 enhancer was deleted, the expression of miR-144/451a, the polarization of TAMs and the progression of orthotopic tumors were all influenced. While DNA methylation represents the best characterized form of epigenetic modification, the detailed mechanisms leading to gene repression may vary substantially in different genomic sites, e.g., the formation of heterochromatin, impeded access to transcriptional activators, and recruitment of transcription-repressive complexes [49, 50]. Our findings on the miR-144/451a locus revealed the pivotal involvement of chromatin remodeling in DNA methylation-elicited gene silencing and highlighted coordinated DNA and histone modifications in epigenetic gene regulation. Together, these data provide novel insights into the regulatory roles of noncoding RNAs in HCC pathogenesis and have implications for the feasibility of targeting multiple epigenetic components for the clinical treatment of HCC.

## Conclusions

Our findings identify miR-144/miR-451a cluster as a tumor suppressor in HCC, which induce M1-like repolarization of TAMs though paracrine pathway via targeting HGF and MIF. In a regulatory circuit, miR-144 targets EZH2 and EZH2-catalyzed histone H3K27 methylation silences the miR-144/miR-451a cluster in HCC. Additionally, it is the first time to unveil that the CpG island upstream to miR-144/miR-451a cluster drives the chromatin conformation remodeling in HCC patients, providing new insights into HCC pathogenesis and diagnostic strategies.

## Supplementary Information

**Additional file 1: Supplementary Materials and Methods**. **Table S1.** Primers and oligonucleotides used in this study. **Table S2.** Antibodies used in this study. **Figure S1.** Dicer1 suppresses HCC development and correlates with a better prognosis of HCC patients. (A) The relationship between the expression of Dicer1 and the prognosis of male virus-unrelated HCC patients was evaluated using data from TCGA (*n* = 96). (B-D) Hepa1-6 cells after Dicer1 knockdown via vector-based shRNA transfection were used for subcutaneous inoculation of C57BL/6 mice. Mice were sacrificed four weeks after inoculation, and tumors were excised for examination (*n* = 5). Bars, means ± SEMs; **, *P* < 0.01. **Figure S2.** Correlation of miRNAs with HCC prognosis in published datasets. (A, B) The miRNA expression profiles in published GEO datasets (GSE140370, *n* = 3; and GSE128274, *n* = 4). (C, D) The relationship between the expression of candidate miRNAs and HCC patient prognosis was evaluated using these datasets (*n* = 253). **Figure S3.** The relationship of miR-144 and miR-451a expression in HCC (*n* = 125). **Figure S4.** The expression of miR-144 and miR-451a is repressed in human and mouse HCC cell lines and tissues. (A-D) The expression of miR-144 and miR-451a was measured via qRT-PCR in normal hepatocyte (NH) and HCC cell lines of human (A and B) and mouse (C, D) organs (*n* = 6). (E, F) Hepa1-6 cells were inoculated intrahepatically into C57BL/6 mice, and paratumor and HCC tissues were isolated to measure the expression of miR-144 and miR-451a (*n* = 5). Bars, means ± SEMs; **, *P* < 0.01; ***, *P* < 0.001. **Figure S5.** miR-144 or miR-451a overexpression suppresses HCC development in vivo. (A, B) Control Hepa1-6 cells or those overexpressing miR-144 or miR-451a were inoculated intrahepatically into C57BL/6 mice. Body weight and liver weight were examined three weeks after the injection (*n* = 6) (A). Tumors were then dissected, and the expression of miR-144/miR-451a was measured via q-RT-PCR (*n* = 6) (B). (C, D) H22 cells were infected with control or miR-144/miR-451a-overexpressing lentiviruses and were subcutaneously inoculated on C57BL/6 mice. Tumor tissues were excised and weighed three weeks after the inoculation (*n* = 5). The expression of miR-144/miR-451a was measured via q-RT-PCR (*n* = *n* = 5) (D). Bars, means ± SEMs; **, *P* < 0.01; ***, *P* < 0.001. **Figure S6.** miR-144 or miR-451a had no effect on proliferation and apoptosis of HCC cells. Hepa1-6 cells were infected by control or miR-144/miR-451a-overexpressing lentiviruses. Cells were then subject to CCK-8 assay (A, *n* = 5), FACS assay for cell cycle pregression (B, *n* = 5) and apoptosis (C, *n* = 5). The expressions of epithelial and mesenchymal markers were also examined via qRT-PCR (D, *n* = 5). Bars, means ± SEM. **Figure S7.** miR-144/miR-451a overexpression affects microenvironmental cell subsets in an orthotopic HCC model. (A-E) Control Hepa1-6 cells or those overexpressing miR-144 or miR-451a were inoculated intrahepatically into C57BL/6 mice. Tumors were then dissected, and FACS was performed to analyze the subsets of lymphocytes (A-D) and MDSCs (E) (*n* = 6). Bars, means ± SEMs; **, *P* < 0.01; ***, *P* < 0.001. **Figure S8.** miR-144/miR-451a overexpression modulates the phenotypes of microenvironmental cells in an orthotopic HCC model derived from H22 cells. (A-D) H22 cells were infected with control or miR-144/miR-451a-overexpressing lentiviruses and were subcutaneously inoculated on C57BL/6 mice. The tumor tissues were excised, and FACS was performed to analyze the subsets and differentiation of TAMs (A) and phenotype of lymphocytes (B) from different groups, and the cell percentages were plotted and compared (C) (*n* = 5). The mRNA levels of macrophage polarization markers were detected using qRT-PCR in sorted TAMs (D, *n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **Figure S9.** The miR-144/miR-451a cluster correlates with M1-polarization of microenvironmental macrophages. (A, B) The tumor tissues of HCC patients were stained with F4/80 and p65 (A) and analyzed for expression of indicated markers (B) (1: *n* = 25; 2: *n* = 10; 3: *n* = 10; 4: *n* = 25). **Figure S10.** miR-144/miR-451a modulates the HCC paracrine function to promote macrophage M1-like polarization and antitumor effects *in vitro*. (A-D) BMDMs were cultured from bone marrow cells via M-CSF stimulation. Hepa1-6 cells were infected by recombinant lentiviruses to overexpress miR-144 or miR-451a, and the supernatant was prepared to culture BMDMs with the indicated stimuli. The function of macrophages was determined by qRT-PCR (A, *n* = 6), ELISA (B, *n* = 6) and Western blot (D, n =4) assays for the expression of the indicated genes or measurement of NO generation (C, *n* = 8). (E-G) BMDMs were incubated in the supernatant of Hepa1-6 cells as described in (A) and then cocultured with CFSE-stained Hepa1-6 cells (E). Differentiated macrophages were identified by staining for F4/80, and tumor cell engulfment by macrophages was detected via FACS (F, G) (n= 6). (H, I) BMDMs were incubated with the supernatant of Hepa1-6 cells as described in (A) and then cultured for 3 days with CD3+ T cells sorted from the spleen by magnetic beads. The activated T cells were cocultured with Hepa1-6 cells at different ratios of cell numbers. The cytotoxicity of tumor cells was assessed by LDH activity determination (*n* = 6). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **Figure S11.** Inhibition of miR-144 or miR-451a in HCC cells represses macrophage M1-like polarization via the paracrine pathway. BMDMs were cultured from bone marrow cells via M-CSF stimulation. Hepa1-6 cells were transfected with ASOs of miR-144 or miR-451a, and the supernatant was collected for culturing BMDMs, which were further subjected to polarization stimulation with the indicated factors. The function of macrophages was determined by measuring the expression of cytokines via qRT-PCR (A), production of these cytokines via ELISA (B) and generation of NO (C) (*n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01. **Figure S12.** The abundances of the cancer secreted cytokines were determined by cytokine antibody array from serum of HCC patients (*n* = 36). Bars, means ± SEMs. **Figure S13.** The abundances of the cancer secreted cytokines which showed no difference among supernatant of Hepa1-6 cells with different treatment by cytokine antibody array (*n* = 3). **Figure S14.** miR-144 and miR-451a inhibit the expression of HGF and MIF, respectively, both in vitro and in vivo. (A, B) Hepa1-6 cells were subjected to ASO-mediated inhibition of miR-144 or seed sequence mutated miR-144 (Mut-miR-144), followed by qRT-PCR (A) and Western blot (B) analyses for the expression of HGF (*n* = 6). (C, D) Hepa1-6 cells were subjected to ASO-mediated inhibition of miR-451a or seed sequence mutated miR-451a (Mut-miR-451a) followed by qRT-PCR (C) and Western blot (D) analyses for the expression of MIF (*n* = 6). (E) Hepa1-6 cells were infected with control or miR-144/miR-451a lentiviruses and inoculated intrahepatically into C57BL/6 mice. The tumor tissues were excised three weeks after the inoculation, and the expression of HGF and MIF was examined viaqRT-PCR. (F, G) H22 cells were infected with control or miR-144/miR-451a-overexpressing lentiviruses and were subcutaneously inoculated on C57BL/6 mice. Tumor tissues were excised and the serum was collected three weeks after inoculation. HGF and MIF mRNA levels in tumor tissues (F) and protein levels in the serum (G) were examined via qRT-PCR and ELISA, respectively (*n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **Figure S15.** qRT-PCR assay for the expression of HGF and MIF in normal hepatic (NH) and HCC cell lines (*n* = 6). **Figure S16.** miR-144/451a in HCC cells regulate macrophage polarization through paracrine HGF and MIF. (A) Monocytes and TAMs were sorted from bone marrow (BM) and tumor tissue, respectively. BMDMs were stimulated from BM cells with M-CSF (25 ng/ml) for 7 days. The expression of HGF receptor (c-Met) and MIF receptor (CD74) was determined in these cells. (B) BMDMs were cultured from bone marrow cells via M-CSF stimulation. Hepa1-6 cells were transfected with miR-144 ASO or/and incubated with HGF antibody (αHGF), and the supernatant was used for culture of stimulated BMDMs. The expression of indicated genes in macrophages was determined by qRT-PCR (*n* = 5). (C) Hepa1-6 cells were transfected with miR-451a ASO or/and incubated with MIF antibody (αMIF), and the supernatant was used for culture of stimulated BMDMs. The expression of indicated genes in macrophages was determined by qRT-PCR (*n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ns, not significant. **Figure S17.** Mutant miR-144/miR-451a expression in HCC cells fails to affect the polarization of cocultured BMDMs. Hepa1-6 cells were modified to overexpress seed sequence-mutated miR-144 (Mut-miR-144) or mutated miR-451a (Mut-miR-451a), and the supernatant was prepared to culture BMDMs with the indicated stimuli. The function of macrophages was determined by qRT-PCR (*n* = 5). Bars, means ± SEMs. **Figure S18.** miR-144/miR-451a in human HCC cells regulate the function of cocultured human macrophages by targeting HGF and MIF. (A, B) HepG2 (A) and Huh7 (B) cells were modified to overexpress miR-144 or miR-451a, and human recombinant HGF (20ng/ml) or MIF (20ng/ml) was added as indicated. The supernatant was harvested and used for culture of stimulated human macrophage cell line, THP1 (*n* = 5). (C, D) THP1 cells were cultured as described in (A, B), and the NO generation was measured (*n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **Figure S19.** The potential H3K27me3 modification in the promoter and enhancer regions of pri-miR-144/451a were analyzed using ChIP-seq data of hepatocytes or HCC cells from the Cistrome Project. **Figure S20.** Enhanced DNMT1 enrichment and regressed promoter activity on the pri-miR-144/451a locus in HCC cell lines. (A-C) ChIP assays were performed using lysates of HepG2 cells with antibodies of H3K4me1, H3K4me3 and DNMT1. The different fragments of the Pri-miR-144/miR-451a promoter were amplified and compared between the two cell lines. **Figure S21.** DNA methylation-dependent chromatin remodeling regulates miR-144/451a cluster in mouse HCC cells. (A, B) Mouse EZH2 was also identified as a target of mouse miR-144, which was validated by an assay showing that miR-144 inhibited luciferase expression from a construct harboring a 3’UTR of mouse *EZH2* (*n* = 6). (C) The mRNA level of EZH2 was detected in miR-144-overexpressing or miR-144-inhibited Hepa1-6 cells (*n* = 6). (D) Hepa1-6 cells were subjected to EZH2 knockdown, followed by qRT-PCR assay for the expression of miR-144 and miR-451a (*n* = 6). (E) ChIP assays were performed using antibodies of EZH2 or H3K27me3 in Hepa1-6 cell lysates to further determine the miR-144/451a promoter sites involved in EZH2 binding and H3K27me3 modification (*n* = 4). (F) The sequence of mouse chromatin region covering the miR-144/451a locus and the 5’-flanking sequences was analyzed, and the CpG islands were predicted. (G) ChIP-seq data from the Cistrome Project were used to analyze sites potentially bound by H3K27ac, H3K4me1 and H3K4me3 on the miR-144/451a locus. (H) A diagram showing the relative position of mouse miR-144/451a, the predicted CpG island and the enhancer region. (I) ChIP assays were performed using antibodies of H3K4me1, H3K4me3 and DNMT1 in lysates of AML12 and Hepa1-6 cells. Different 5’ flanking regions of the mouse miR-144/miR-451a promoter were amplified and compared (*n* = 4). (J) AML12 and Hepa1-6 cells were treated with a DNMT1 inhibitor (5-Aza) or DMSO. The expression of the indicated miRNA transcripts and targets was determined via qRT-PCR (*n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **Figure S22.** miR-144/451a upstream CpG island or enhancer deletion in HCC cells modulates macrophage function via paracrine factors. (A) The CpG island or the enhancer region upstream of the miR-144/451a locus was depleted in HCC cells and the expression of miR-144/miR-451a and their targets were determined via qRT-PCR (*n* = 5). (B) The supernatant of CpG island or enhancer knockout cells was harvested to measure the production of HGF and MIF via ELISA (*n* = 5). (C) The supernatant of CpG island or enhancer knockout cells was harvested and used for culture of macrophages, and the levels of polarization markers were assayed by qRT-PCR (*n* = 5). (D) The stimulated macrophages in (C) were cocultured with CFSE-stained Hepa1-6 cells. Tumor cell engulfment by macrophages was detected via FACS (n= 6). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **Figure S23.** Blocking HGF and MIF using neutralizing antibodies relieved the effect of pri-miR-144/451a enhancer deletion in vivo. (A) The enhancer region upstream to miR-144/451a was deleted via CRISPR/cas9 system in luciferase-expressing Hepa1-6 cells, and cells were inoculated intrahepatically into C57BL/6 mice with or without combination antibodies of HGF and MIF. Tumor development was evaluated by bioluminescence imaging three weeks after the injection (*n* = 5). (B) The expression of miR-144/miR-451a in tumor tissues was measured by qRT-PCR (*n* = 5). (B) The secretion of HGF and MIF in the serum was measured via ELISA (*n* = 5). (D, E) Tumor tissues were co-stained with F4/80 and CD206 and analyzed for expression of the M2-like macrophage marker, CD206 (*n* = 5). Bars, means ± SEMs; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

## Data Availability

The datasets used and/or analyzed during the current study are available within the manuscript and its supplementary information files.

## Abbreviations

5-Aza: 5-azacytidine
5′-RACE: Rapid amplification of 5′ cDNA ends
ΔCpG: CpG island deletion
ΔEnh: Enhancer deletion
ASOs: Anti-sense oligonucleotides
CTCF: CCCTC-binding factor
DNMTs: DNA methyltransferases
GEO: Gene Expression Omnibus
HCC: Hepatocellular carcinoma
HGF: Hepatocyte growth factor
miRNAs: microRNAs
MIF: Macrophage migration inhibitory factor
ncRNA: Noncoding RNA
NO: Nitric oxide
PRC2: Polycomb repressive complex
TAMs: Tumor-associated macrophages
TSS: Transcription start site
WT: Wild-type

# Supplementary material for: Epigenetic silencing of miR-144/451a cluster contributes to HCC progression via paracrine HGF/MIF-mediated TAM remodeling
**Source:** Mol Cancer. 2021 Mar 3;20:46. doi: 10.1186/s12943-021-01343-5
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Materials and Methods. Table S1. Primers and oligonucleotides used in this study. Table S2. Antibodies used in this study. Figure S1. Dicer1 suppresses HCC development and correlates with a better prognosis of HCC patients. (A) The relationship between the expression of Dicer1 and the prognosis of male virus-unrelated HCC patients was evaluated using data from TCGA (n = 96). (B-D) Hepa1-6 cells after Dicer1 knockdown via vector-based shRNA transfection were used for subcutaneous inoculation of C57BL/6 mice. Mice were sacrificed four weeks after inoculation, and tumors were excised for examination (n = 5). Bars, means ± SEMs; **, P < 0.01. Figure S2. Correlation of miRNAs with HCC prognosis in published datasets. (A, B) The miRNA expression profiles in published GEO datasets (GSE140370, n = 3; and GSE128274, n = 4). (C, D) The relationship between the expression of candidate miRNAs and HCC patient prognosis was evaluated using these datasets (n = 253). Figure S3. The relationship of miR-144 and miR-451a expression in HCC (n = 125). Figure S4. The expression of miR-144 and miR-451a is repressed in human and mouse HCC cell lines and tissues. (A-D) The expression of miR-144 and miR-451a was measured via qRT-PCR in normal hepatocyte (NH) and HCC cell lines of human (A and B) and mouse (C, D) organs (n = 6). (E, F) Hepa1-6 cells were inoculated intrahepatically into C57BL/6 mice, and paratumor and HCC tissues were isolated to measure the expression of miR-144 and miR-451a (n = 5). Bars, means ± SEMs; **, P < 0.01; ***, P < 0.001. Figure S5. miR-144 or miR-451a overexpression suppresses HCC development in vivo. (A, B) Control Hepa1-6 cells or those overexpressing miR-144 or miR-451a were inoculated intrahepatically into C57BL/6 mice. Body weight and liver weight were examined three weeks after the injection (n = 6) (A). Tumors were then dissected, and the expression of miR-144/miR-451a was measured via q-RT-PCR (n = 6) (B). (C, D) H22 cells

**Supplementary Materials**

**Supplementary Materials and Methods:**

**Cell culture**

The nucleated cells in bone marrow (BM) were harvested from the femurs and tibias of C57BL/6 mice. After erythrolysis using buffered 0.14 M NH_4_Cl, cells were cultured in Dulbecco's modified Eagle's medium (DMEM) (Gibco, Waltham, MA) containing 10% fetal calf serum (FCS) (ExCell Bio, Shanghai, China) and 2 mM L-glutamine (Gibco). For bone marrow-derived macrophage (BMDM) induction, M-CSF (25 ng/ml) (SinoBio, Beijing, China) was added to cultured cells for 7 days. Furthermore, LPS (50 ng/ml, Sigma) plus IFN-γ (20 ng/ml, SinoBio) or IL-4 (20 ng/ml, SinoBio) was used for 24 h of stimulation to obtain BMDMs with different polarizations. 

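In the RNA-seq of sorted TAMs from Hepa1-6 tumors, the genes of the surface proteins used for sorting, Adgre1 (F4/80) and Itgam (CD11b), were expressed in all 15 samples. Adgre1 had 137 ± 4.96 FPKM (SD, n = 5) in the control group, 361 ± 24.7 (SD, n = 5) with miR-144 and 354 ± 19.6 (SD, n = 5) with miR-451a, with log2 fold changes of 1.39 and 1.36 (adjusted p = 2.54e-11 and 2.79e-11 from limma). Itgam had 25.5 ± 12.7 FPKM (SD, n = 5), 63.8 ± 13.2 (SD, n = 5) and 53.4 ± 25.2 (SD, n = 5) in the same order. Its rise passed an adjusted p of 0.05 with miR-144 (adjusted p = 0.0121 in limma) and not with miR-451a (adjusted p = 0.0593). With miR-451a it passed with the replicate block and without control replicate 1 or 3 or miR-451a replicate 2 or 5, and the adjusted p ranged from 0.0240 to 0.156 over the alternatives. The Itgam values are uncertain, since 72.4% of the 50-base stretches of its longest transcript also occur in Gm49368. The hepatocyte genes Alb, Apoa1, Ttr, Serpina1a and Apoc3 and the T cell genes Cd3e and Cd3g were listed at 0 in all 15 samples. Among the other T cell genes, Lck lay between 0.0183 and 0.120 FPKM over all 15 samples, and Trac reached 0.452 FPKM. Cd3d, Cd8a and Cd8b1 reached at most 0.0538 FPKM.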

For in vivo experiments, TAM subgroups were sorted by a fluorescence-activated cell sorter (FACS) AriaIII flow cytometer (BD Immunocytometry Systems, Franklin Lakes, NJ) with antibodies against CD11b and F4/80. T cells were sorted from the spleens of C57BL/6 mice by magnetic beads (BD Immunocytometry Systems) with an anti-CD3 antibody. Normal hepatic cell lines of human being (QZG and HL-7702) and mice (AML12), HCC cell lines of human being (HepG2, Hep3B and Huh7) and mice (Hepa1-6, H22 and Hca-F), and human macrophage cell line THP1 and HEK293T cells were all obtained from the American Type Culture Collection (ATCC, Manassas, VA) repository from 2015 to 2019. These cells were authenticated by both morphological profiling and short tandem repeat profiling, and tested by PCR to exclude the mycoplasma contamination. All of these cells were cultured with DMEM supplemented with 10% FCS and 2 mM L-glutamine. HEK293T cells were transfected using Lipofectamine 2000^TM^ (Invitrogen, Waltham, MA) according to the manufacturer’s instructions. Where indicated, miR-144, miR-451a and shRNA for Dicer1 were delivered via recombinant lentiviruses to achieve stable expression in Hepa1-6 cells. HGF, MIF and EZH2 were also overexpressed in HCC cells by infection with lentiviruses. For the certain DNA fragment deletion, CRISPR/cas9 system was constructed by inserting sgRNA sequences targeting the miR-144/451a enhancer or CpG island into lenti-CRISPR-v2 plasmid. Then the lentiviruses were prepared and used to infect Hepa1-6 cells for depletion of the corresponding chromatin regions.

**Plasmids**

The wild-type or mutant 3’-UTRs of HGF, MIF and EZH2 were amplified by PCR with a human cDNA library as a template, and then inserted into the pGL3-promoter vector (Promega, Fitchburg, WI) to construct reporter plasmids. Moreover, the different truncated fragments of the pri-miR-144/451a promoter were amplified by PCR with mouse genomic DNA as a template. These fragments were inserted into the pGL3-promoter vector to construct reporters. Full-length HGF, MIF and EZH2 ORFs were amplified from a human cDNA library and inserted into pFlag-CMV2 (Invitrogen) to construct overexpression plasmids. The packaging of lentiviruses overexpressing miR-144, miR-451a, HGF, MIF and EZH2 was performed by GeneChem Company (GeneChem, Shanghai, China).

**Tumor-bearing mouse model**

Hepa1-6 cells were used to establish orthotopic HCC models in mice. Briefly, C57BL/6 mice were anesthetized by intraperitoneal (i.p.) injection of 0.6% pentobarbital sodium (10 µl/g, Sigma-Aldrich, St. Louis, MO). Hepa1-6 cells were infected with lentiviruses expressing firefly luciferase (GeneChem, Shanghai, China) following the manufacturer’s protocol and then injected (5 × 10^6^ cells in 30 μl Matrigel, Sigma-Aldrich) into the liver parenchyma of the left lobe. Hepatic tumor growth was monitored using an in vivo imaging system (IVIS) (Xenogen, Perkin-Elmer, Fremont, CA). Mice were sacrificed 3 weeks after the injection. Tumors were weighed, and tumor volume was estimated as (L × S^2^) × 0.51 (L, long diameter; S, short diameter). Paratumor or tumor tissues were obtained and preserved in 4% paraformaldehyde for pathological analysis, and the rest of the tumor was minced and digested into a single cell suspension with type V collagenase and DNase incubation for 40 min for further analysis. Hepa1-6 cells (5 × 10^6^ cells) infected by lentiviruses expressing Dicer1-targeted shRNAs or H22 cells (5 × 10^6^ cells) infected by lentiviruses expressing miR-144/miR-451a were injected subcutaneously into the right back of recipient mice.

**CCK-8 assay**

The proliferation of Hepa1-6 cells was analyzed with CCK8 assay. Briefly, control Hepa1-6 cells or those overexpressing miR-144/miR-451a were seeded into 96-well plates, and assayed at 24 h, 48 h, 72 h and 96 h using the CCK8 reagent kit (7sea Biotech, Shanghai, China). After incubation for 4h at 37°C, the supernatant was removed and the precipitant was dissolved in DMSO (Sigma). Spectrophotometric absorbance was measured at the wavelength of 490 nm by a microplate reader (BioTek Instruments Inc., Winooski, VT).

**ELISA**

According to the manufacturer’s instructions, cytokines concentration was determined using the ELISA Kits (Abcam, Cambridge, MA). Briefly, after different treatment, the supernatant of BMDMs was treated with antibody cocktail and incubated with shaking for 1 h. Then, 100 µL of substrate was added to samples and incubated with shaking for 10 min in the dark. Finally, 100 µL of Stop Solution was added to the samples. The absorption at 450 nm was recorded using a microplate reader (Thermo, Waltham, MA).

**Reverse transcription-polymerase chain reaction (RT-PCR)**

Total RNA was prepared from cells using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. cDNA was synthesized using a PrimeScript RT Reagent Kit (TaKaRa BIO, Dalian, China). Real-time PCR was performed using a SYBR Premix Ex Taq Kit (TaKaRa) and an ABI PRISM 7500 Real-time PCR system (Life Technologies, Waltham, MA), with β-actin or U6 RNA (for miRNAs) as internal controls. Rapid amplification of cDNA ends (RACE) was performed using a SMARTer RACE cDNA Amplification Kit (Clontech, Shiga, Japan). PCR primers are shown in Table S1.

**Flow cytometry and immunofluorescence**

Cells were stained with different antibodies listed in Table S2. FACS analysis was performed with routine protocols using a FACS CantoPlus flow cytometer (BD Immunocytometry Systems). Data were analyzed with FlowJo vX.0.6 software (FlowJo, LLC, Ashland, OR). Dead cells were identified by 7-AAD staining and excluded. Apoptosis of Hepa1-6 cells was examined by a Dead Cell Apoptosis Kit with Annexin V/PI (eBioscience). For cell cycle assays, Hepa1-6 cells were collected and fixed in cold 70% ethanol (V/V) overnight at 4 °C. Cells were stained with 50 μg/ml propidium iodide (Sigma) in the dark, followed by incubation with 20 g/ml RNase A (Sigma) for 30 min at 37 °C. The DNA content was analyzed by flow cytometry. HCC tissues were stained with F4/80 (eBioscience), CD206 (Abcam), p65 (Abcam), Ki67 (Lab Vision, Milpitas, CA) or CD31 (Biolegend, San Diego, CA) and observed under a laser scanning confocal microscope (FV-1000, Olympus, Tokyo, Japan).

**Western blot**

Whole-cell lysates were prepared with RIPA buffer (Beyotime, Haimen, China). Protein concentration was determined with a BCA Protein Assay Kit (Pierce, Waltham, MA). The samples were separated by SDS-PAGE, blotted onto polyvinylidene fluoride (PVDF) membranes and probed with primary antibodies listed in Table S2, followed by an incubation with horseradish peroxidase (HRP)-conjugated goat anti-rabbit IgG or goat anti-mouse IgG (Boster Bio Tec, Wuhan, China). Membranes were visualized with an ECL detection system (Pierce).

**Reporter assay**

Hepa1-6 cells were transfected with different reporter combinations of the 3’-UTR (miRNA targets) or promoter region, expression vectors (miRNA or EZH2) and Renilla luciferase vectors (phRL-TK, Promega) using Lipofectamine 2000^TM^. Cells were harvested and lysed 48 h after transfection, and the relative luciferase activity was read with a Dual-Luciferase Reporter Assay System (Gloma X^TM^ 20/20 Luminometer, Promega).

**Chromatin immunoprecipitation (ChIP)**

ChIP assays were performed using a kit (Merck Millipore, Billerica, MA) according to the manufacturer’s instructions. Briefly, cells were fixed in 1% formaldehyde, and crosslinked protein-DNA complexes were fragmented into 200 ~ 500 bp fragments by ultrasonic sound waves. Immunoprecipitation was performed using the antibodies shown in Table S2. Immune complexes were collected using protein G-Sepharose beads, washed, eluted and incubated for 5 h at 65 °C to reverse the cross-linking. DNA was extracted and analyzed by PCR using the primers listed in Table S1.

**NO production assays**

BMDMs were cultured, and 50 μl culture supernatants were added to 50 μl Griess reagent I and 50 μl Griess reagent II (Beyotime). Absorbance was measured at 540 nm with a microplate reader.

**Tumor cell phagocytosis and cytotoxicity experiments**

Hepa1-6 cells were incubated with carboxyfluorescein succinimidyl amino ester (CFSE) (5 nM; Dojindo Molecular Technologies, Inc., Kumamoto, Japan) at room temperature for 15 min, followed by washing with PBS. BMDMs (2 × 10^5^ cells) with different treatments were cocultured with CFSE-stained Hepa1-6 cells (6 × 10^5^ cells) in 12-well plates for incubation at 37 °C for 2 h. The samples were stained with F4/80 (BM8, eBioscience), and F4/80^+^CFSE^+^ cells represented macrophages that had engulfed Hepa1-6 cells. FACS was performed to detect phagocytosis efficiency.

For tumor cell killing assay, Hepa1-6 cells (5 × 10^6^) were repeatedly frozen to prepare the crude Hepa1-6 tumor antigen. The stimulated BMDMs were treated with supernatant of different HCC cells and incubated with thawed cell debris of Hepa1-6 for 24 h. Macrophages (2 × 10^5^) were irradiated and incubated with T cells (1 × 10^6^) sorted from lymphoid node in 96-well plates for 3 days to stimulate T cells activation. Hepa1-6 cells were then added into the culture in ratios of 1:10, 1:20, 1:40, and 1:80 (target cells : T cells). The cytotoxicity against Hepa1-6 cells was assessed using a lactate dehydrogenase (LDH) activity determination kit (Cayman Chemical Company, Ann Arbor, MI).

**Chromosome conformation capture (3C)**

Normal hepatic and HCC cells with different treatments were prepared and crosslinked with 1% formaldehyde to maintain the three-dimensional conformation of chromatin. Then, the chromatin was sheared by the restriction endonuclease HindIII to separate the interacting DNA regions from other noninteracting DNA. DNA fragments that interacted in the same complex were ligated to each other by the cohesive ends to form a loop, followed by incubation for 5 h at 65 °C to reverse the cross-linking. The interaction between the regulatory elements was validated using PCR with the primers shown in Table S1.

**Bisulfite sequencing PCR (BSP)**

Genomic DNA was extracted from paratumor and HCC tissues, and then 4 μg of DNA was incubated with 3.6 M bisulfite overnight at 50 °C to convert unmethylated cytosine to uracil. Then, the modified DNA was purified by a Cleanup DNA purification Kit (Promega, Fitchburg, WI) according to the protocol. Then, the predicted CpG island was amplified via PCR with primers in Table S1, followed by Sanger sequencing to analyze the methylation of CpG dinucleotides.

**Cytokine antibody array**

The sera of 36 HCC patients and supernatants of control HCC cells and those overexpressing miR-144 or miR-451a were prepared. The abundances of cancer-secreted cytokines were determined using the MILLIPLEX MAP Kit – Cancer Biomarker Panel (Millipore, Billerica, MA, USA) based on the Luminex technology on the Bio-Plex 200 System (Bio-Rad Laboratories, Hercules, Ca).

**Supplementary Tables:**

**Table S1. Primers and oligonucleotides used in this study**

| **Name** | **Purpose** | **Sequence** |
| --- | --- | --- |
| mIL-12-F  mIL-12-R  mTNF-α-F  mTNF-α-R  mIL-10-F  mIL-10-R  mTGF-β-F  mTGF-β-R  mHGF-F  mHGF-R  mMIF-F  mMIF-R  mEZH2-F  mEZH2-R  mβ-actin-F  mβ-actin-R  miNOS-F  miNOS-R  mMR-F  mMR-R  hCD68-F  hCD68-R  hCD163-F  hCD163-R  hHLA-DR-F  hHLA-DR-R  hHGF-F  hHGF-R  hMIF-F  hMIF-R  hEZH2-F  hEZH2-R  hIL-12-F  hIL-12-R  hIL-10-F  hIL-10-R  TSS -300bp-F  TSS -300bp-R  TSS -200bp-F  TSS -200bp-R  TSS -100bp-F  TSS -100bp-R  Pro -4.5kb-F  Pro -4.5kb-R  Pro -3.5kb-F  Pro -3.5kb-R  Pro -3.0kb-F  Pro -3.0kb-R  Pro -1.5kb-F  Pro -1.5kb-R  Pro -0.5kb-F  Pro -0.5kb-R  Pro +0.5kb-F  Pro +0.5kb-R  Pro +1.5kb-F  Pro +1.5kb-R  P  P’  P1  P2  P3  P4  P5  P6  P7  Dicer1 shRNA  EZH2 shRNA | RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  RT-PCR  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  ChIP  3C  3C  3C  3C  3C  3C  3C  3C  3C  KD  KD | 5’-GGAAGCACGGCAGCAGAATA  5’-AACTTGAGGGAGAAGTAGGAATGG  5’-CAGGAGGGAGAACAGAAACTCCA  5’-CCTGGTTGGCTGCTTGCTT  5’-CCCTTTGCTATGGTGTCCTT  5’-TGGTTTCTCTTCCCAAGACC  5’-GACCGCAACAACGCCATCTA  5’-GGCGTATCAGTGGGGGTCAG  5’-ATGTGGGGGACCAAACTTCTG  5’-GGATGGCGACATGAAGCAG  5’-GCCAGAGGGGTTTCTGTCG  5’-GTTCGTGCCGCTAAAAGTCA  5’-TGCCTCCTGAATGTACTCCAA  5’-AGGGATGTAGGAAGCAGTCATAC  5’-GGCTGTATTCCCCTCCATCG  5’-CCAGTTGGTAACAATGCCATGT  5’-GTTCTCAGCCCAACAATACAAGA  5’-GTGGACGGGTCGATGTCAC  5’-CTCTGTTCAGCTATTGGACGC  5’-CGGAATTTCTGGGATTCAGCTTC  5’-GGAAATGCCACGGTTCATCCA  5’-TGGGGTTCAGTACAGAGATGC  5’-TTTGTCAACTTGAGTCCCTTCAC  5’-TCCCGCTACACTTGTTTTCAC  5’-AGTCCCTGTGCTAGGATTTTTCA  5’-ACATAAACTCGCCTGATTGGTC  5’-GCTATCGGGGTAAAGACCTACA  5’-CGTAGCGTACCTCTGGATTGC  5’-TCCTACAGCAAGCTGCTGT  5’-CTGCGGCTCTTAGGCGAA  5’-AATCAGAGTACATGCGACTGAGA  5’-GCTGTATCCTTCGCTGTTTCC  5’-ACCCTGACCATCCAAGTCAAA  5’-TTGGCCTCGCATCTTAGAAAG  5’-GACTTTAAGGGTTACCTGGGTTG  5’-TCACATGCGCCTTGATGTCTG  5’-GGCAAAGAACCAAACAGTGCT  5’-AGAGAGACTCTGCCTAGCACT  5’-CTGGGAATAGAAATTTAGGCT  5’-TAGGCAATGTTAGTTGAATCT  5’-CTGACCAGCAATTAAATGCT  5’-TAGAAGGCCTTTTCTCACAT  5’-TAAGAGTAATTCTACCCGCT  5’-TGGTGGCACATGCCTGTATT  5’-AAGGCCCTAGCTGGTGTCCT  5’-CCAGGGCTGTTTTCCTGGAT  5’-AAGGAGCTTGAGCTGTCTGT  5’-GATGAGCGACAAAGCTTCT  5’-ATAGAAGTACATCAGTGAGCT  5’-AGTAGAGACAGGCTTTCACCGT  5’-ACCTCAGGAAATAGAACACCT  5’-AGGCCTCTGCTGTTTAGAAT  5’-CCCTGACCTGTCCTGTTCT  5’-TTGTCAGGCTCCAGAGCT  5’-TACACCTTTGTAGCTGTGGT  5’-TGAACACTGACTGGCCACT  5’-AATATGGTCCATGAGAGAGT  5’-ACTCTCTCATGGACCATATT  5’-CTTCATCCTTTGTAGCCT  5’-CAGTACCTACTTACCAGCT  5’-ACCTGGGACCATTGCAAGAA  5’-ACAGACAGCTCAAGCTCCTT  5’-AGAACAATGCATGACTCAGA  5’-ACAGAGTGAAACTCCATC  5’-AGCTGCAATCCAGCAACA  5’-GCGCAAATACAAGCCCTATGA  5’-GCACAAGTCATCCCGTTAAAG |

*F, forward; R, reverse.

**Table S2. Antibodies used in this study**

| **Antigen** | **Clone#** | **Supplier** |
| --- | --- | --- |
| CD68  F4/80  CD206  P65  Arg1  HGF  MIF  EZH2  H3K27me3  H3K4me1  H3K4me3  DNMT1  β-actin  CD31  APC-CD11b  Alexa488-F4/80  Biotin-Ly6G  APC-Ly6C  Marco  CD86  MHCII  CD11c  BV421-CD45  PE-CD4  APC-CD8  FITC-CD3  FOXP3  CD25  APC-B220  Biotin-NK1.1 | 514H12  BM8  15-2  E379  D4E3M  198811  932612  EPR20108  mAbcam 6002  polyclonal  polyclonal  60B1220.1  AC-15  MEC13.3  M1/70  BM8  1A8  HK1.4  PLK-1  A17199A  KH74  N418  30-F11  RM4-5  53-6.7  17A2  206D  BC96  RA3-6B2  PK136 | Thermo Fisher  eBioscience  Abcam  Abcam  Cell Signaling Technology  R&D Systems  R&D Systems  Abcam  Abcam  Abcam  Abcam  Abcam  Sigma  BD  eBioscience  eBioscience  eBioscience  eBioscience  eBioscience  Biolegend  BD  Biolegend  BD  BD  BD  BD  Biolegend  Biolegend  Biolegend  Biolegend |

**Supplementary Figures:**

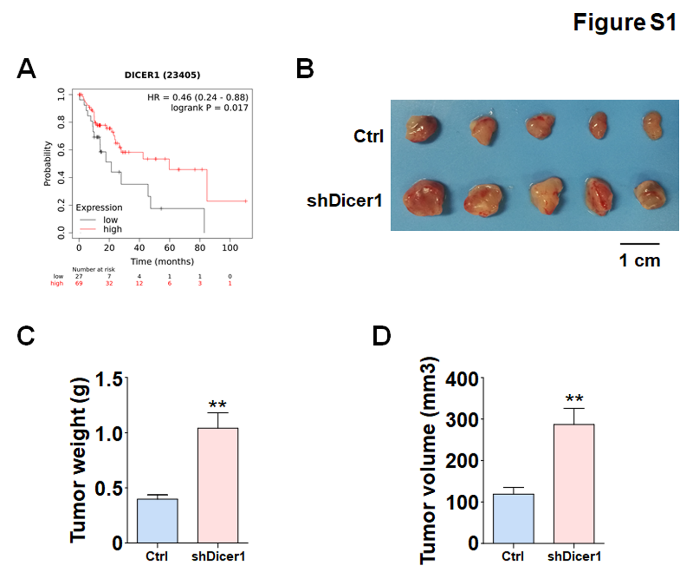

**Figure S1. Dicer1 suppresses HCC development and correlates with a better prognosis of HCC patients.** (A) The relationship between the expression of Dicer1 and the prognosis of male virus-unrelated HCC patients was evaluated using data from TCGA (n = 96). (B-D) Hepa1-6 cells after Dicer1 knockdown via vector-based shRNA transfection were used for subcutaneous inoculation of C57BL/6 mice. Mice were sacrificed four weeks after inoculation, and tumors were excised for examination (n = 5). Bars, means ± SEMs; **, P < 0.01.

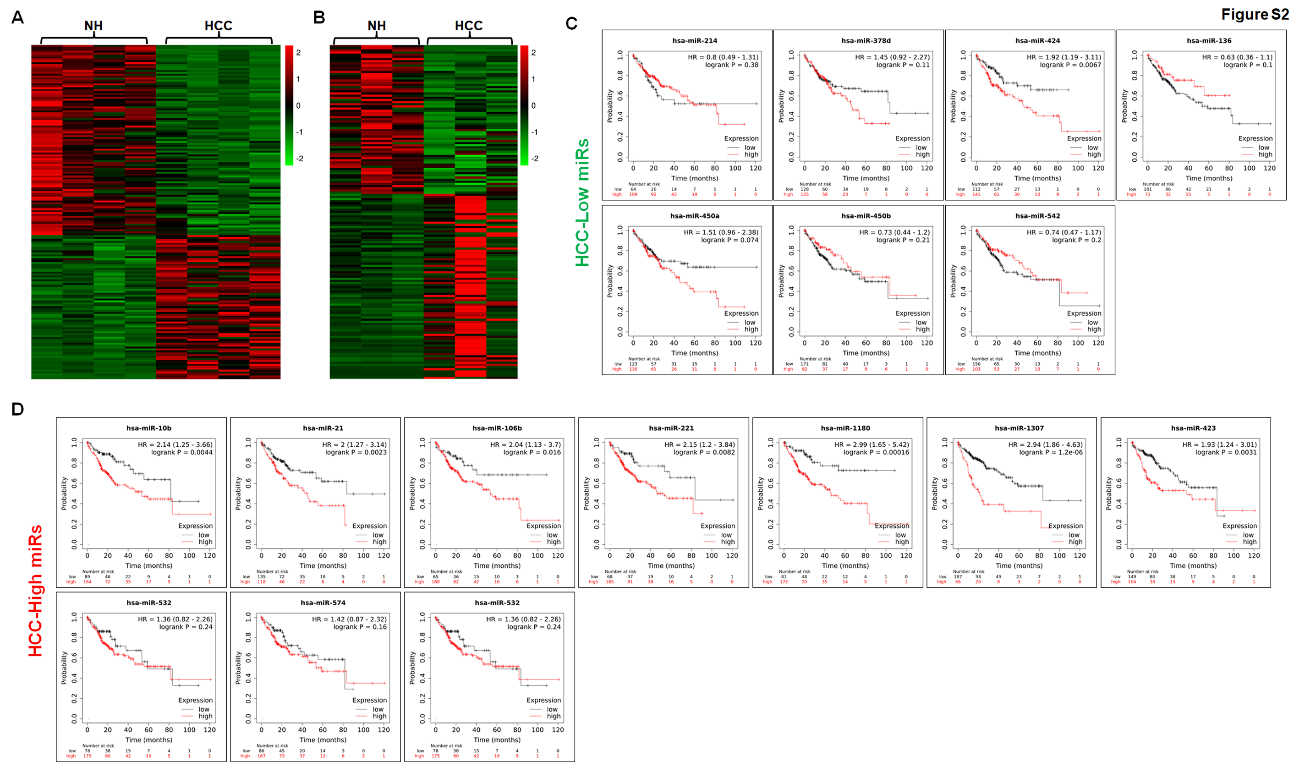

**Figure S2. Correlation of miRNAs with HCC prognosis in published datasets.** (A, B) The miRNA expression profiles in published GEO datasets (GSE140370, n = 3; and GSE128274, n = 4). (C, D) The relationship between the expression of candidate miRNAs and HCC patient prognosis was evaluated using these datasets (n = 253).

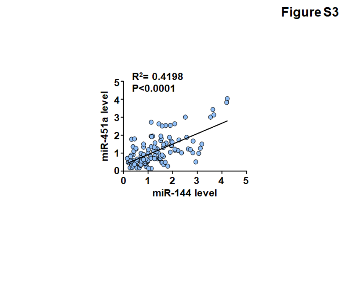

**Figure S3.** **The relationship of miR-144 and miR-451a expression in HCC (n = 125).**

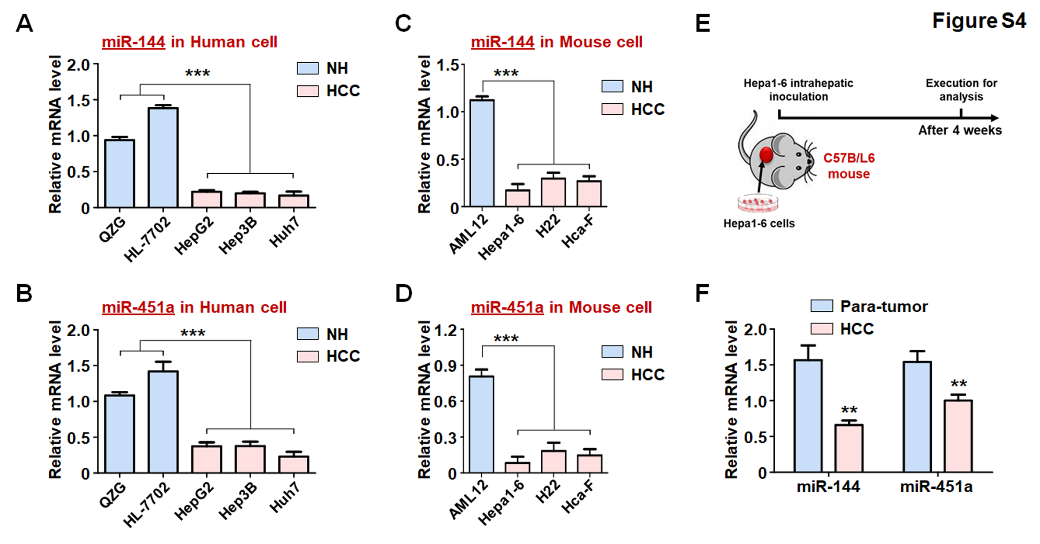

**Figure S4. The expression of miR-144 and miR-451a is repressed in human and mouse HCC cell lines and tissues.** (A-D) The expression of miR-144 and miR-451a was measured via qRT-PCR in normal hepatocyte (NH) and HCC cell lines of human (A and B) and mouse (C, D) organs (n = 6). (E, F) Hepa1-6 cells were inoculated intrahepatically into C57BL/6 mice, and paratumor and HCC tissues were isolated to measure the expression of miR-144 and miR-451a (n = 5). Bars, means ± SEMs; **, P < 0.01; ***, P < 0.001.

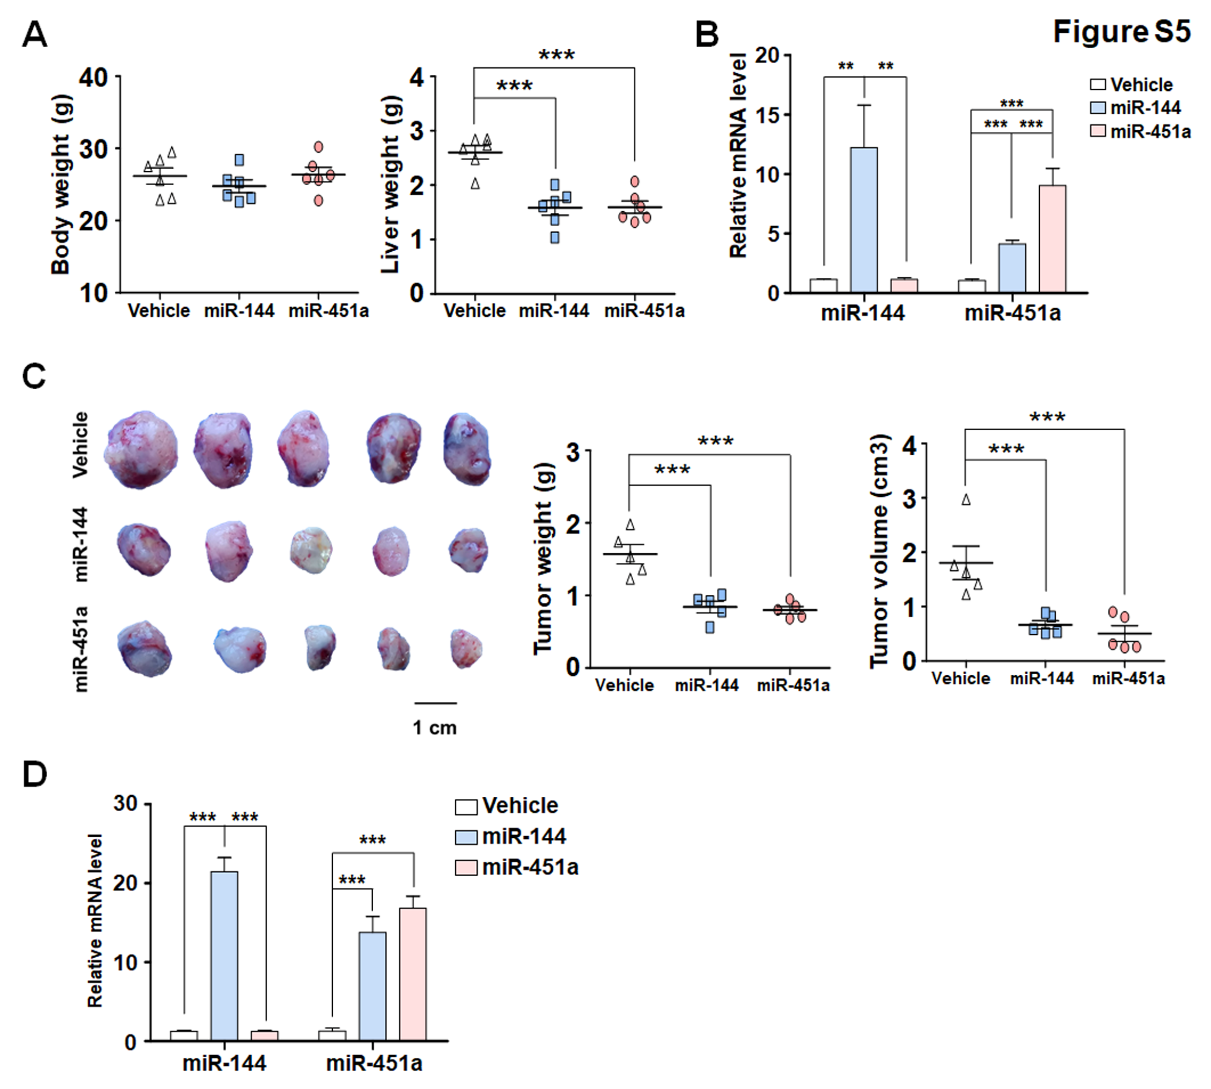

**Figure S5. miR-144 or miR-451a overexpression suppresses HCC development in vivo.** (A, B) Control Hepa1-6 cells or those overexpressing miR-144 or miR-451a were inoculated intrahepatically into C57BL/6 mice. Body weight and liver weight were examined three weeks after the injection (n = 6) (A). Tumors were then dissected, and the expression of miR-144/miR-451a was measured via q-RT-PCR (n = 6) (B). (C, D) H22 cells were infected with control or miR-144/miR-451a-overexpressing lentiviruses and were subcutaneously inoculated on C57BL/6 mice. Tumor tissues were excised and weighed three weeks after the inoculation (n = 5). The expression of miR-144/miR-451a was measured via q-RT-PCR (n = 5) (D). Bars, means ± SEMs; **, P < 0.01; ***, P < 0.001.

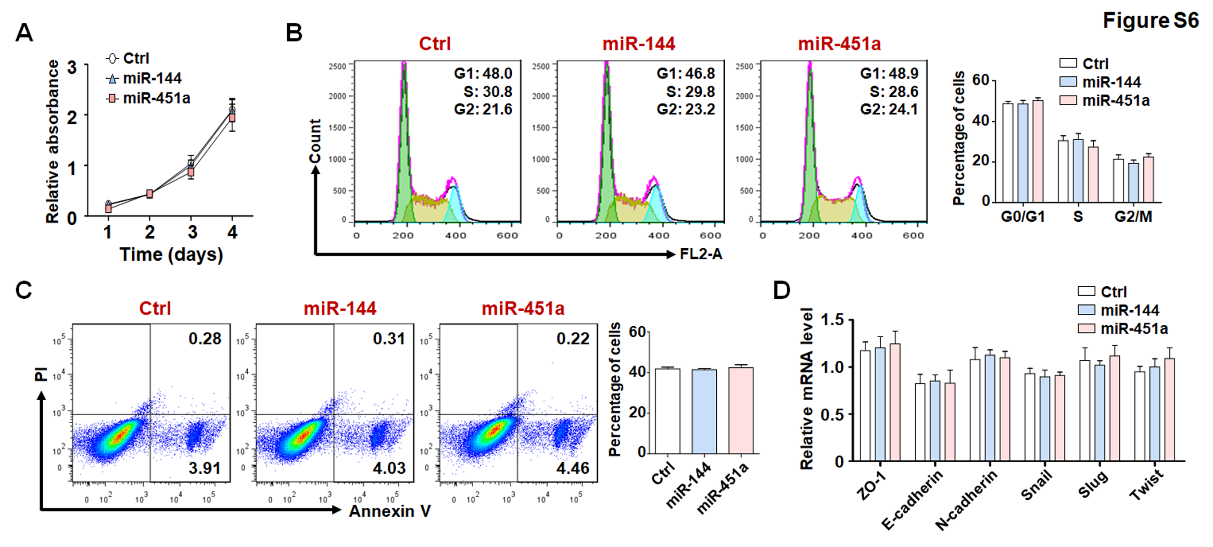

**Figure S6. miR-144 or miR-451a had no effect on proliferation and apoptosis of HCC cells.** Hepa1-6 cells were infected by control or miR-144/miR-451a-overexpressing lentiviruses. Cells were then subject to CCK-8 assay (A, n = 5), FACS assay for cell cycle pregression (B, n = 5) and apoptosis (C, n = 5). The expressions of epithelial and mesenchymal markers were also examined via qRT-PCR (D, n = 5). Bars, means ± SEM.

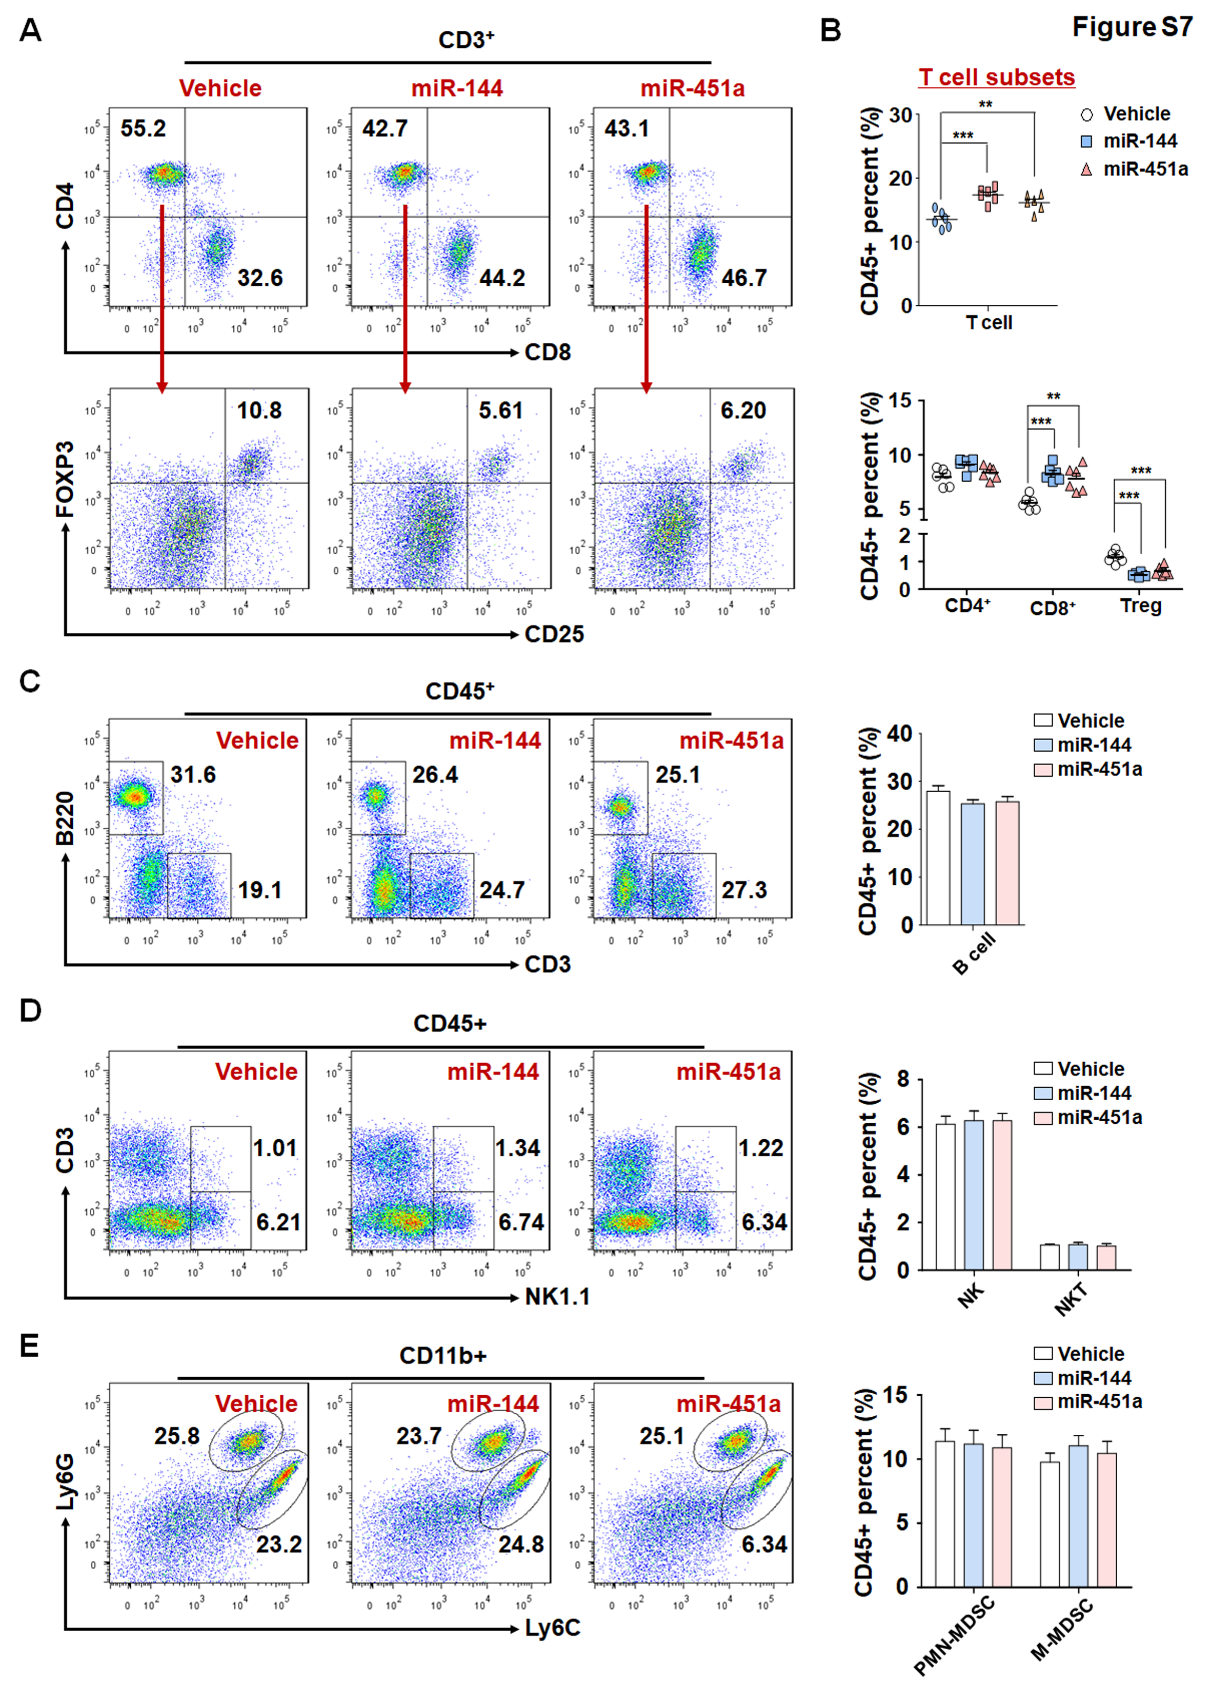

**Figure S7. miR-144/miR-451a overexpression affects microenvironmental cell subsets in an orthotopic HCC model.** (A-E) Control Hepa1-6 cells or those overexpressing miR-144 or miR-451a were inoculated intrahepatically into C57BL/6 mice. Tumors were then dissected, and FACS was performed to analyze the subsets of lymphocytes (A-D) and MDSCs (E) (n = 6). Bars, means ± SEMs; **, P < 0.01; ***, P < 0.001.

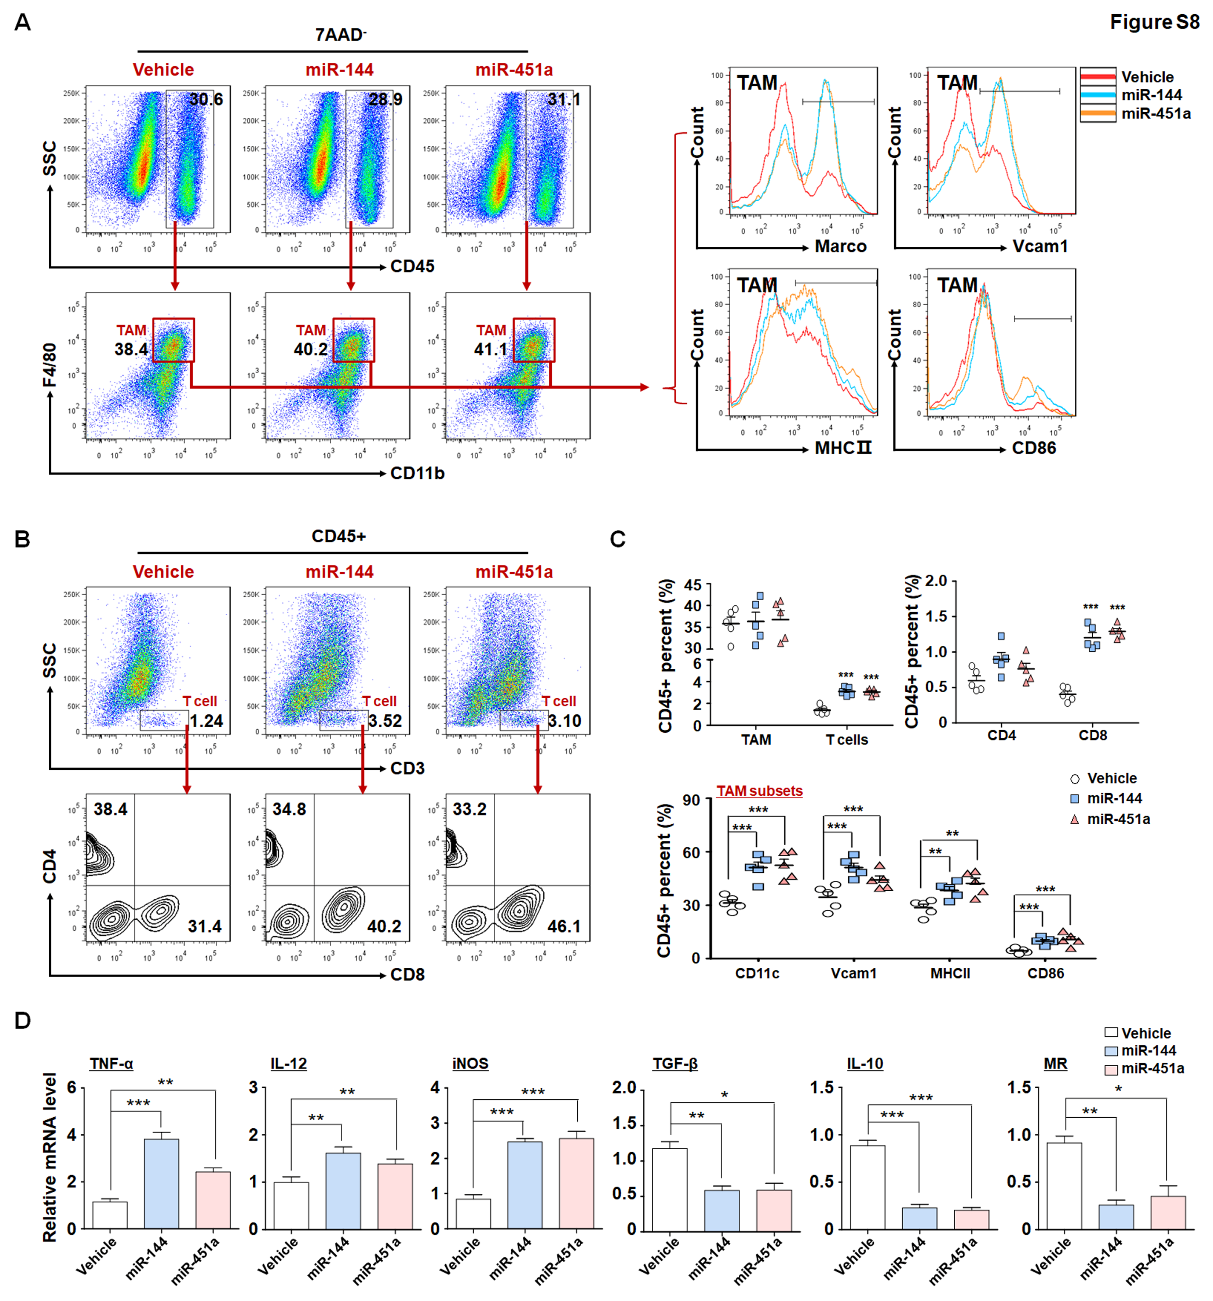

**Figure S8. miR-144/miR-451a overexpression modulates the phenotypes of microenvironmental cells in an orthotopic HCC model derived from H22 cells.**

(A-D) H22 cells were infected with control or miR-144/miR-451a-overexpressing lentiviruses and were subcutaneously inoculated on C57BL/6 mice. The tumor tissues were excised, and FACS was performed to analyze the subsets and differentiation of TAMs (A) and phenotype of lymphocytes (B) from different groups, and the cell percentages were plotted and compared (C) (n = 5). The mRNA levels of macrophage polarization markers were detected using qRT-PCR in sorted TAMs (D, n = 5). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

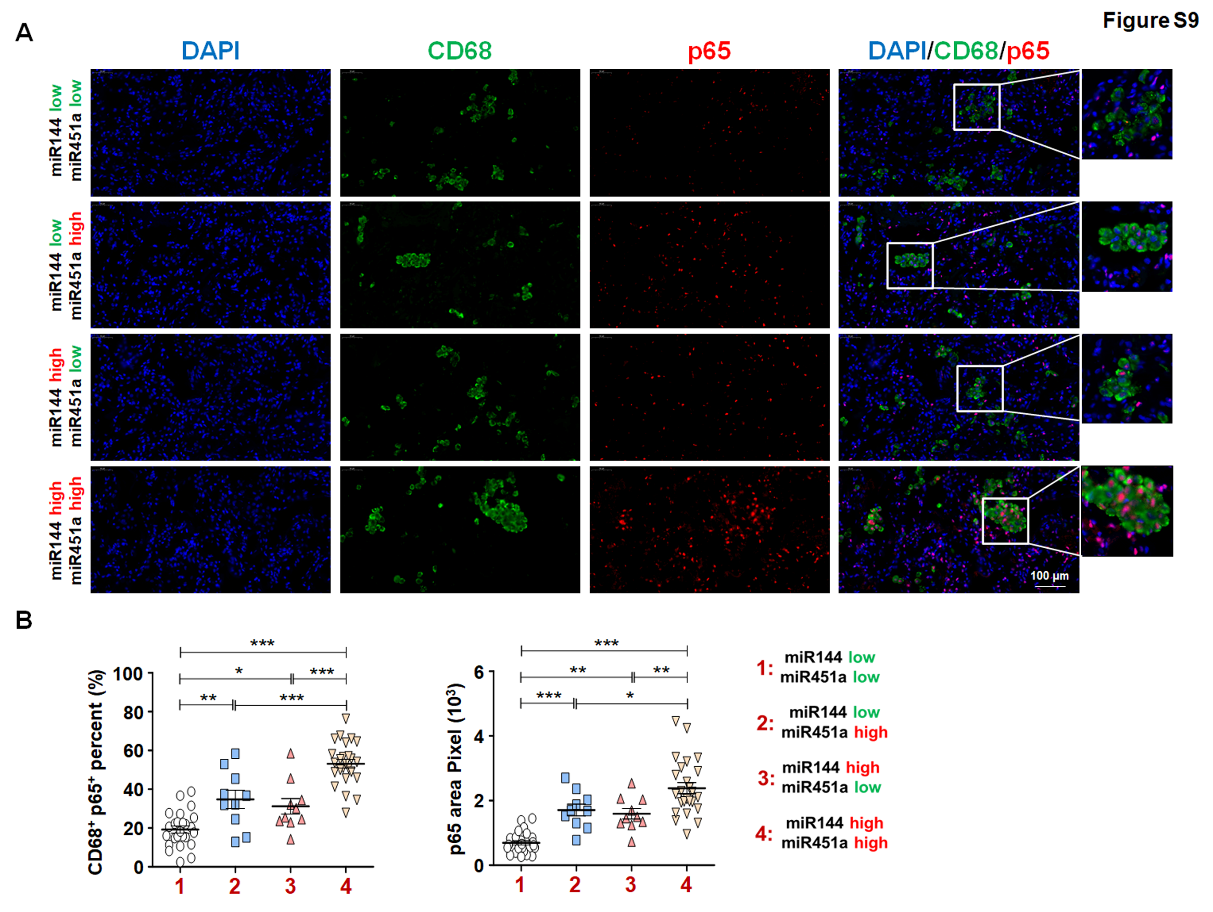

**Figure S9. The miR-144/miR-451a cluster correlates with M1-polarization of microenvironmental macrophages.** (A, B) The tumor tissues of HCC patients were stained with F4/80 and p65 (A) and analyzed for expression of indicated markers (B) (1: n = 25; 2: n = 10; 3: n = 10; 4: n = 25).

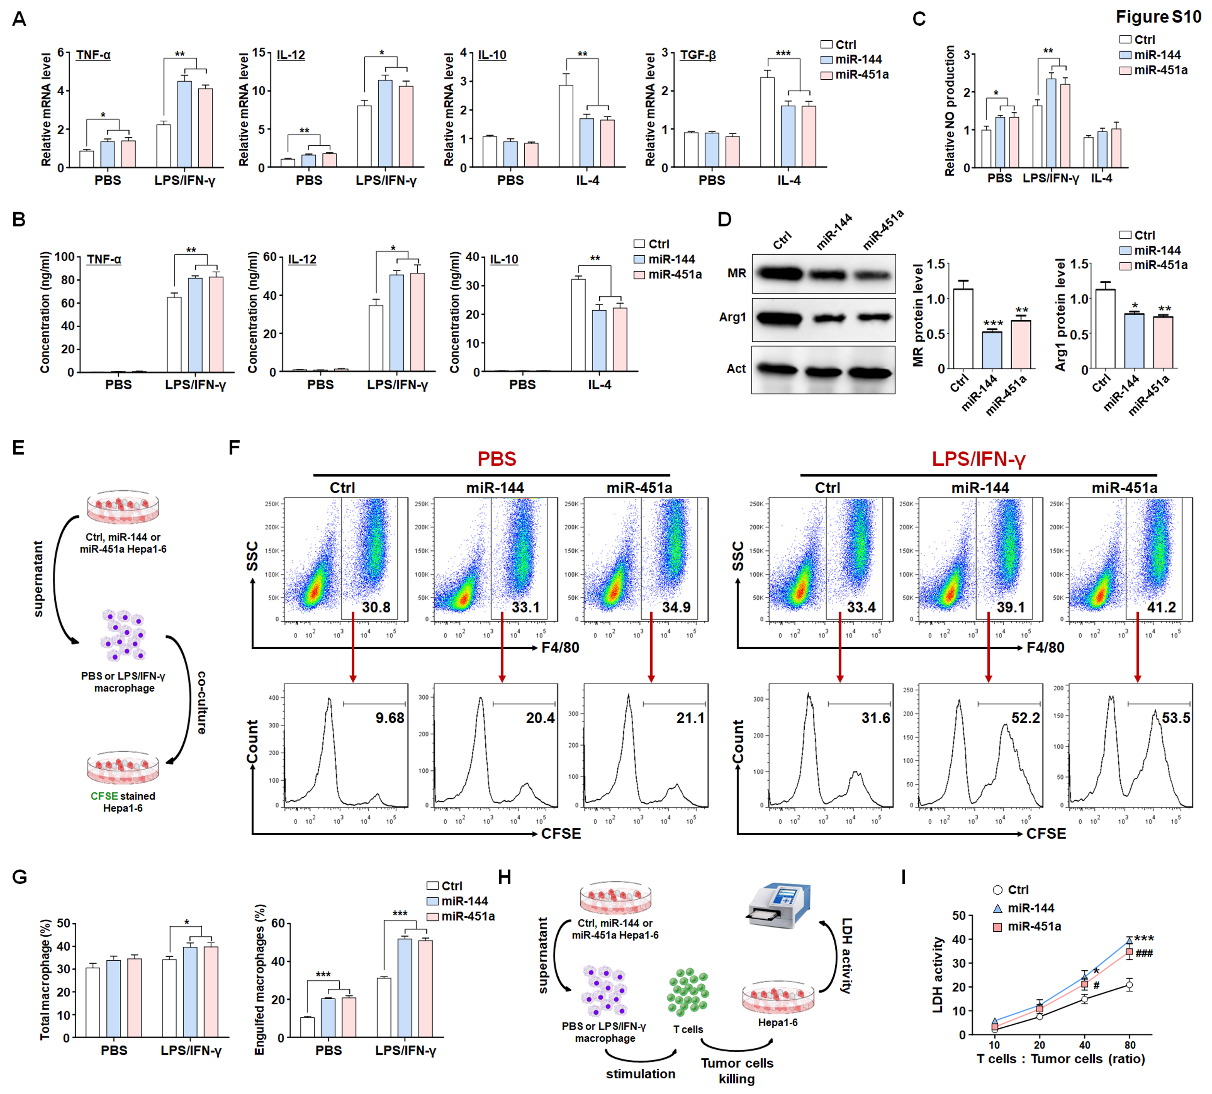

**Figure S10. miR-144/miR-451a modulates the HCC paracrine function to promote macrophage M1-like polarization and antitumor effects *in vitro*.** (A-D) BMDMs were cultured from bone marrow cells via M-CSF stimulation. Hepa1-6 cells were infected by recombinant lentiviruses to overexpress miR-144 or miR-451a, and the supernatant was prepared to culture BMDMs with the indicated stimuli. The function of macrophages was determined by qRT-PCR (A, n = 6), ELISA (B, n = 6) and Western blot (D, n =4) assays for the expression of the indicated genes or measurement of NO generation (C, n = 8). (E-G) BMDMs were incubated in the supernatant of Hepa1-6 cells as described in (A) and then cocultured with CFSE-stained Hepa1-6 cells (E). Differentiated macrophages were identified by staining for F4/80, and tumor cell engulfment by macrophages was detected via FACS (F, G) (n= 6). (H, I) BMDMs were incubated with the supernatant of Hepa1-6 cells as described in (A) and then cultured for 3 days with CD3+ T cells sorted from the spleen by magnetic beads. The activated T cells were cocultured with Hepa1-6 cells at different ratios of cell numbers. The cytotoxicity of tumor cells was assessed by LDH activity determination (n = 6). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

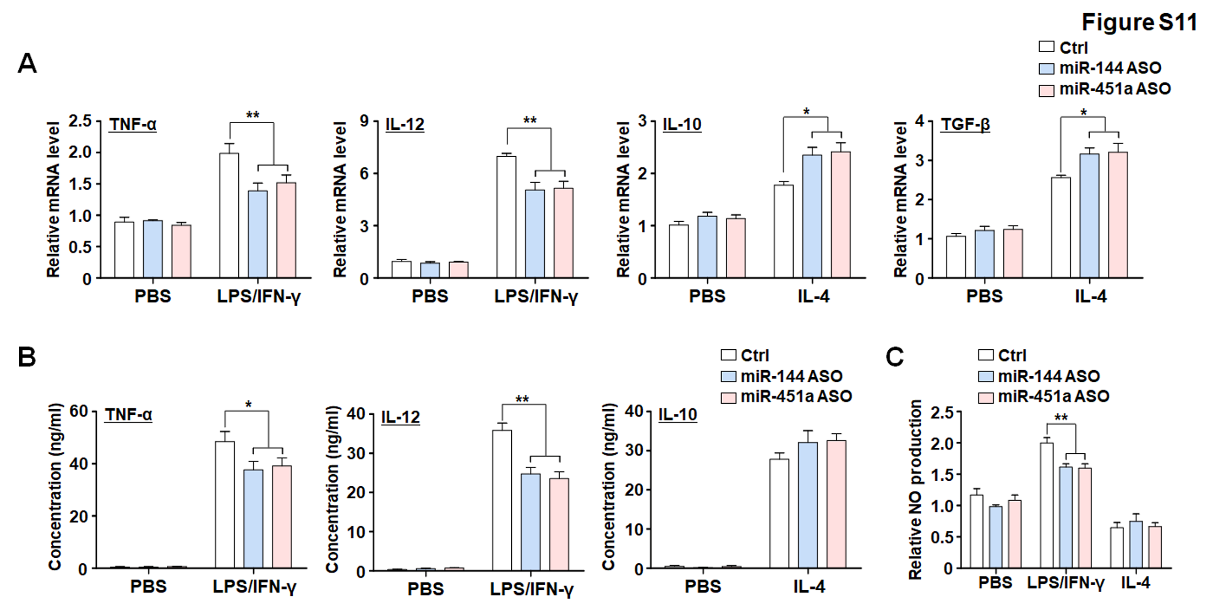

**Figure S11. Inhibition of miR-144 or miR-451a in HCC cells represses macrophage M1-like polarization via the paracrine pathway.** BMDMs were cultured from bone marrow cells via M-CSF stimulation. Hepa1-6 cells were transfected with ASOs of miR-144 or miR-451a, and the supernatant was collected for culturing BMDMs, which were further subjected to polarization stimulation with the indicated factors. The function of macrophages was determined by measuring the expression of cytokines via qRT-PCR (A), production of these cytokines via ELISA (B) and generation of NO (C) (n = 5). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01.

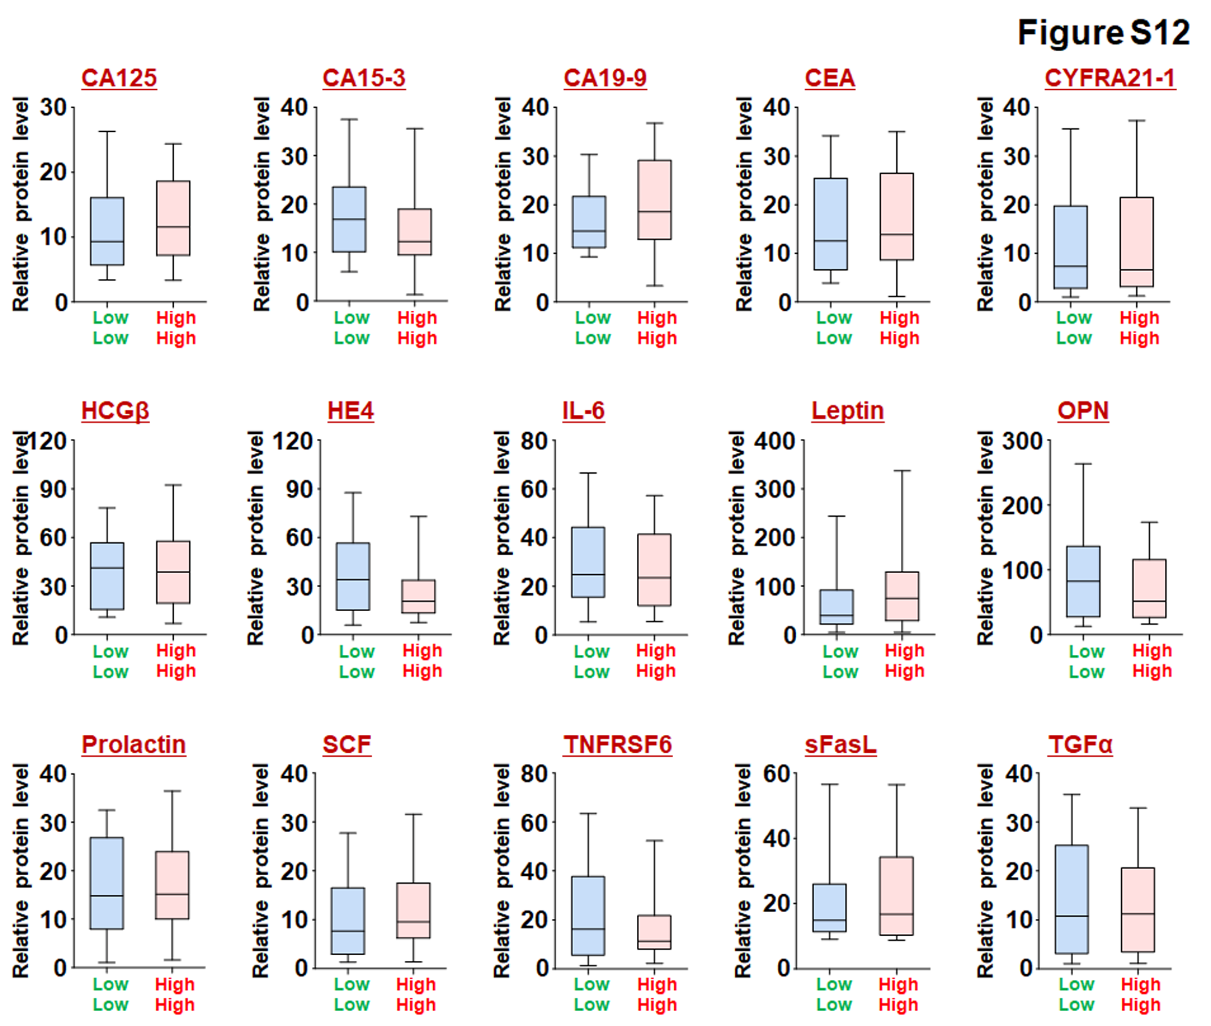

**Figure S12. The abundances of the cancer secreted cytokines were determined by cytokine antibody array from serum of HCC patients (n = 36).** Bars, means ± SEMs.

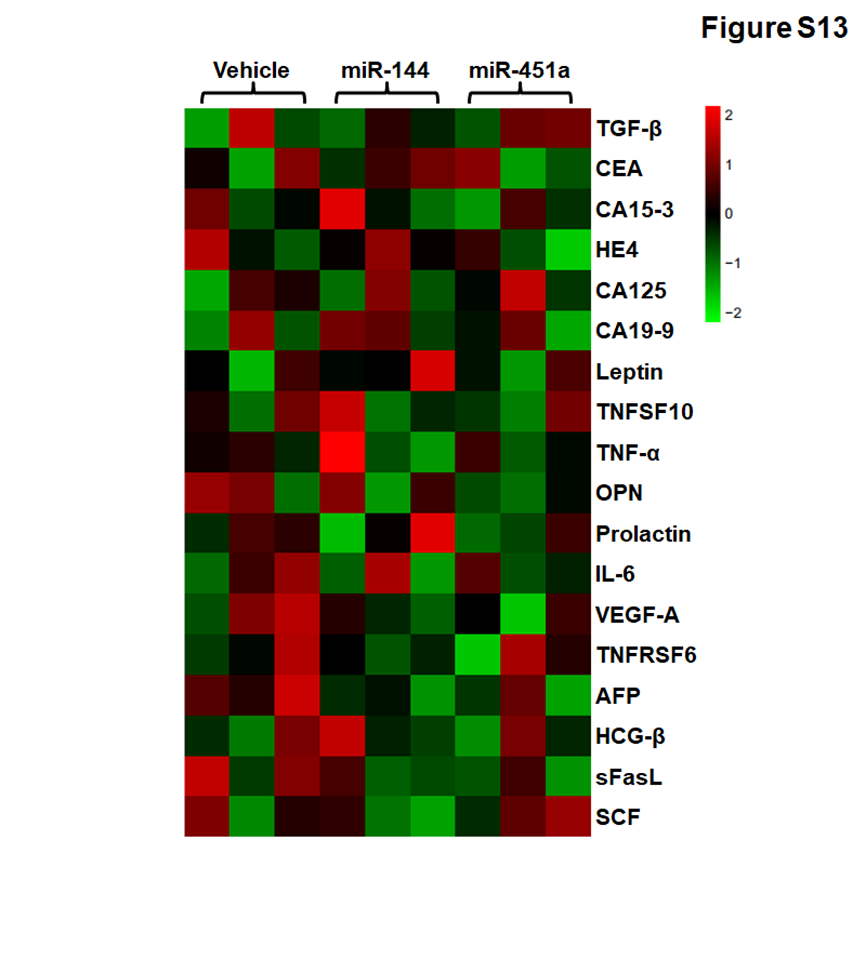

**Figure S13. The abundances of the cancer secreted cytokines which showed no difference among supernatant of Hepa1-6 cells with different treatment by cytokine antibody array (n = 3).**

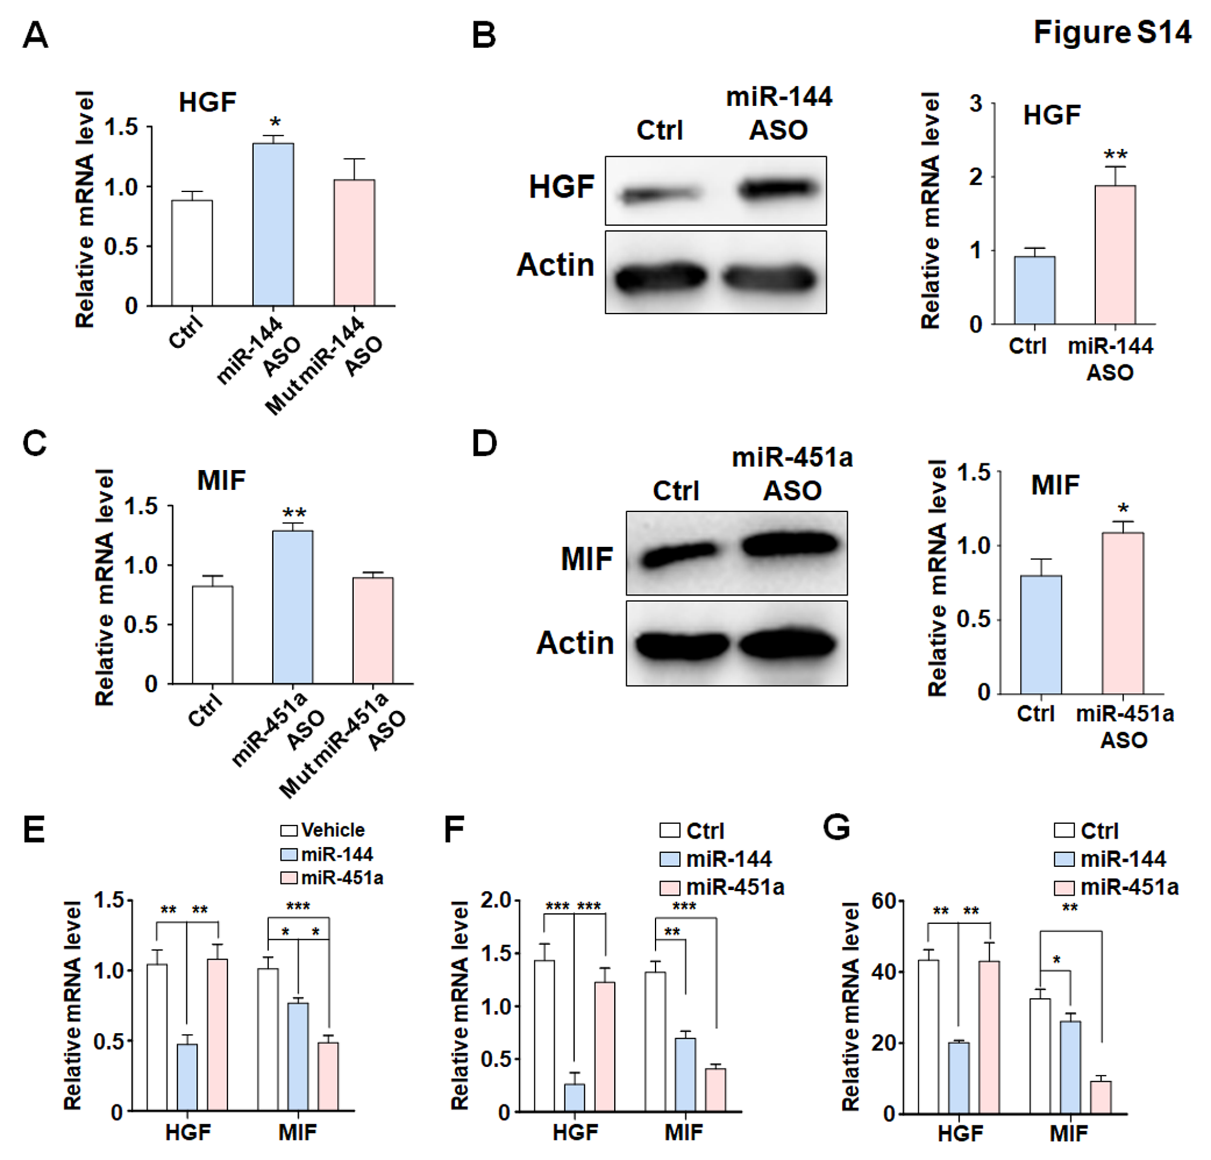

**Figure S14. miR-144 and miR-451a inhibit the expression of HGF and MIF, respectively, both in vitro and in vivo.** (A, B) Hepa1-6 cells were subjected to ASO-mediated inhibition of miR-144 or seed sequence mutated miR-144 (Mut-miR-144), followed by qRT-PCR (A) and Western blot (B) analyses for the expression of HGF (n = 6). (C, D) Hepa1-6 cells were subjected to ASO-mediated inhibition of miR-451a or seed sequence mutated miR-451a (Mut-miR-451a) followed by qRT-PCR (C) and Western blot (D) analyses for the expression of MIF (n = 6). (E) Hepa1-6 cells were infected with control or miR-144/miR-451a lentiviruses and inoculated intrahepatically into C57BL/6 mice. The tumor tissues were excised three weeks after the inoculation, and the expression of HGF and MIF was examined viaqRT-PCR. (F, G) H22 cells were infected with control or miR-144/miR-451a-overexpressing lentiviruses and were subcutaneously inoculated on C57BL/6 mice. Tumor tissues were excised and the serum was collected three weeks after inoculation. HGF and MIF mRNA levels in tumor tissues (F) and protein levels in the serum (G) were examined via qRT-PCR and ELISA, respectively (n = 5). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

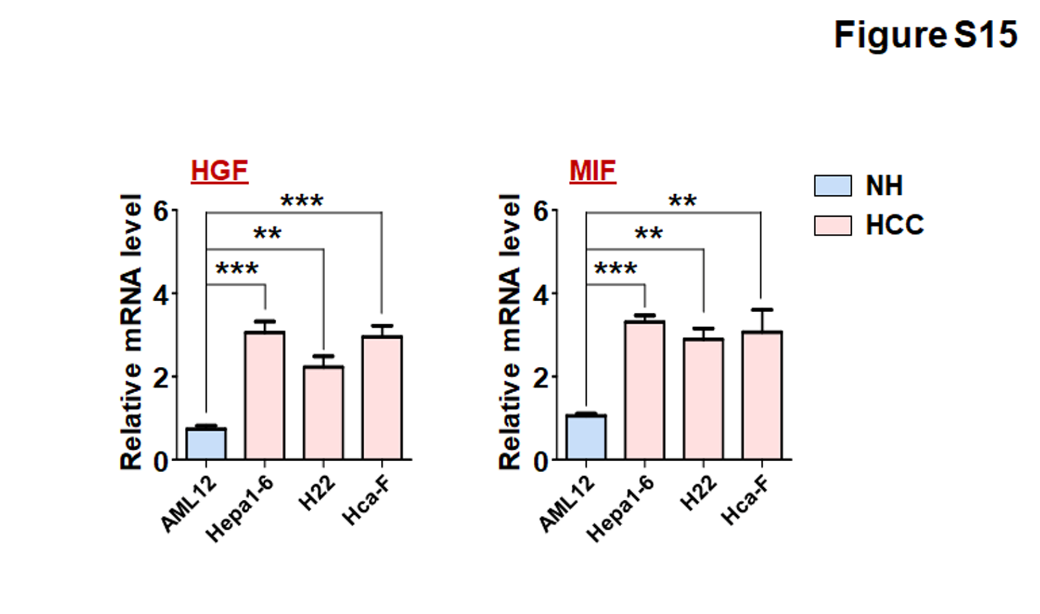

**Figure S15. qRT-PCR assay for the expression of HGF and MIF in normal hepatic (NH) and HCC cell lines (n = 6).**

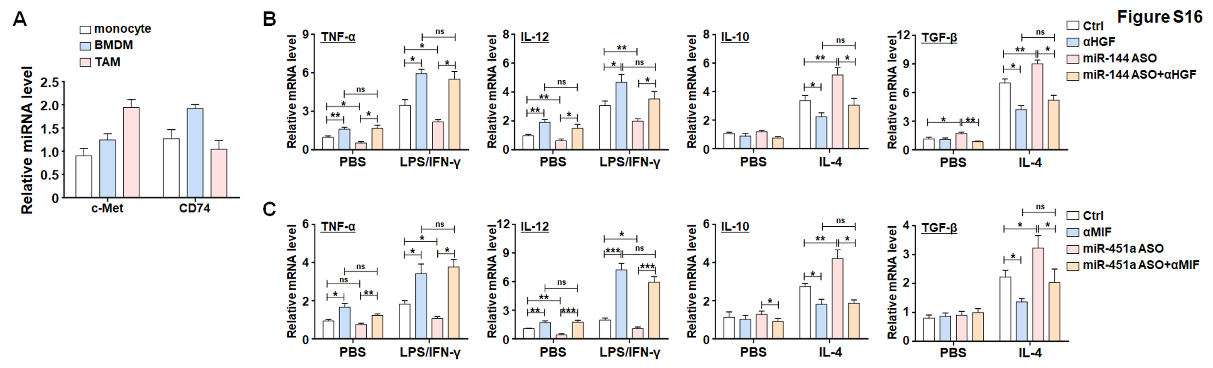

**Figure S16. miR-144/451a in HCC cells regulate macrophage polarization through paracrine HGF and MIF.** (A) Monocytes and TAMs were sorted from bone marrow (BM) and tumor tissue, respectively. BMDMs were stimulated from BM cells with M-CSF (25 ng/ml) for 7 days. The expression of HGF receptor (c-Met) and MIF receptor (CD74) was determined in these cells. (B) BMDMs were cultured from bone marrow cells via M-CSF stimulation. Hepa1-6 cells were transfected with miR-144 ASO or/and incubated with HGF antibody (αHGF), and the supernatant was used for culture of stimulated BMDMs. The expression of indicated genes in macrophages was determined by qRT-PCR (n = 5). (C) Hepa1-6 cells were transfected with miR-451a ASO or/and incubated with MIF antibody (αMIF), and the supernatant was used for culture of stimulated BMDMs. The expression of indicated genes in macrophages was determined by qRT-PCR (n = 5). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001; ns, not significant.

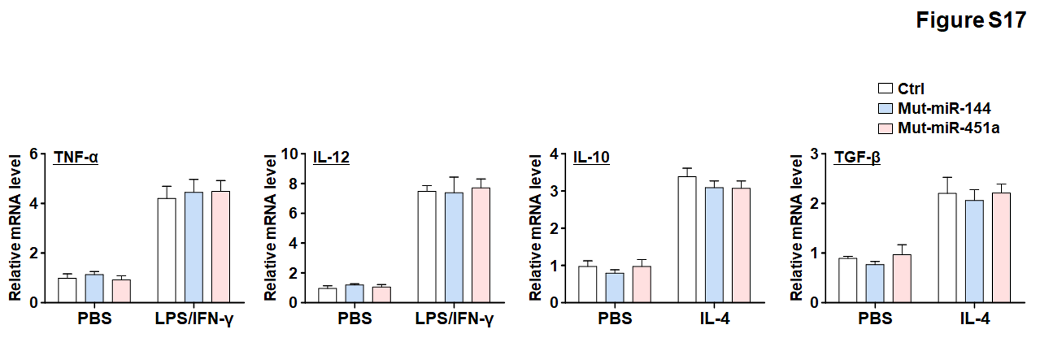

**Figure S17. Mutant miR-144/miR-451a expression in HCC cells fails to affect the polarization of cocultured BMDMs.** Hepa1-6 cells were modified to overexpress seed sequence-mutated miR-144 (Mut-miR-144) or mutated miR-451a (Mut-miR-451a), and the supernatant was prepared to culture BMDMs with the indicated stimuli. The function of macrophages was determined by qRT-PCR (n = 5). Bars, means ± SEMs.

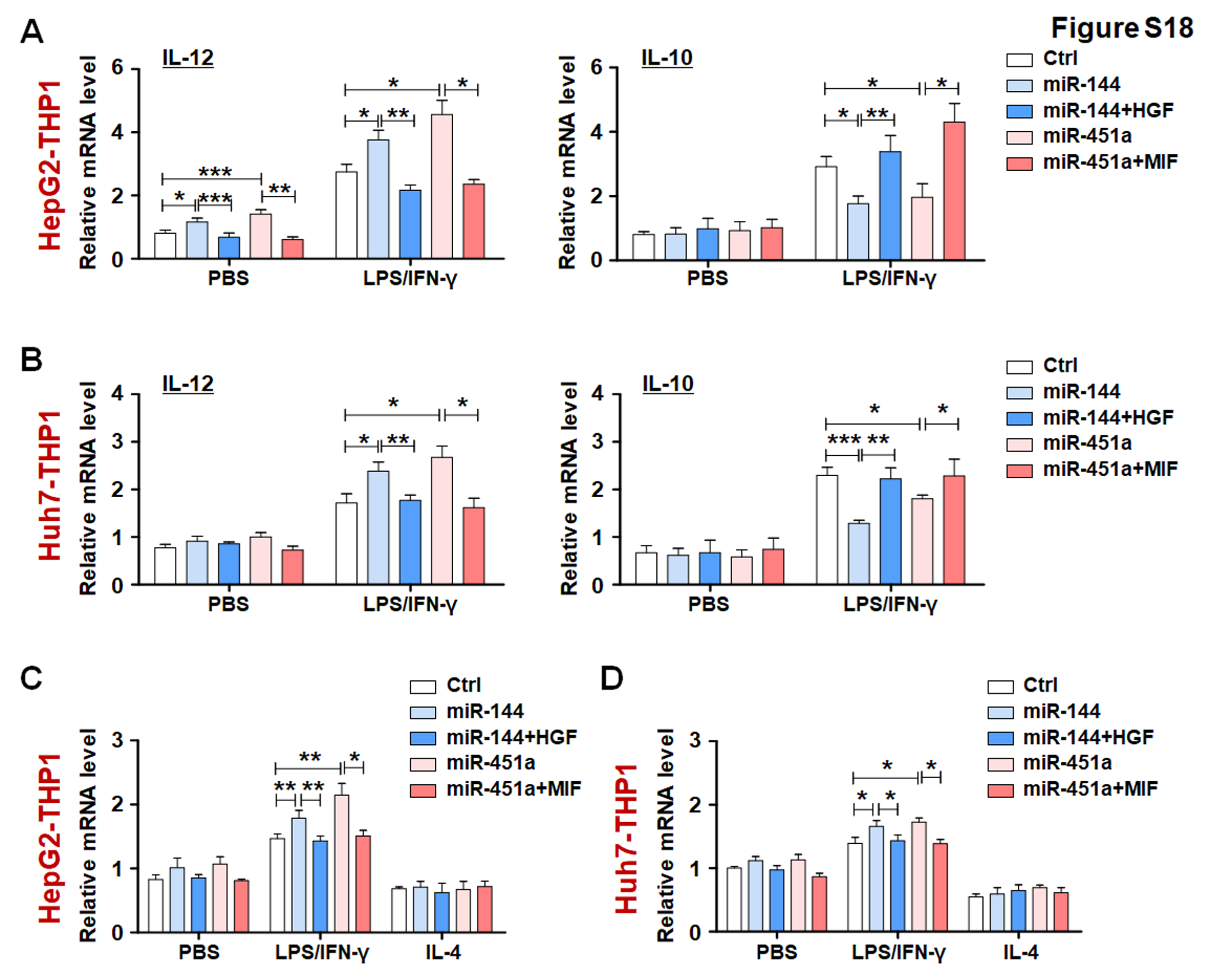

**Figure S18. miR-144/miR-451a in human HCC cells regulate the function of cocultured human macrophages by targeting HGF and MIF.** (A, B) HepG2 (A) and Huh7 (B) cells were modified to overexpress miR-144 or miR-451a, and human recombinant HGF (20ng/ml) or MIF (20ng/ml) was added as indicated. The supernatant was harvested and used for culture of stimulated human macrophage cell line, THP1 (n = 5). (C, D) THP1 cells were cultured as described in (A, B), and the NO generation was measured (n = 5). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

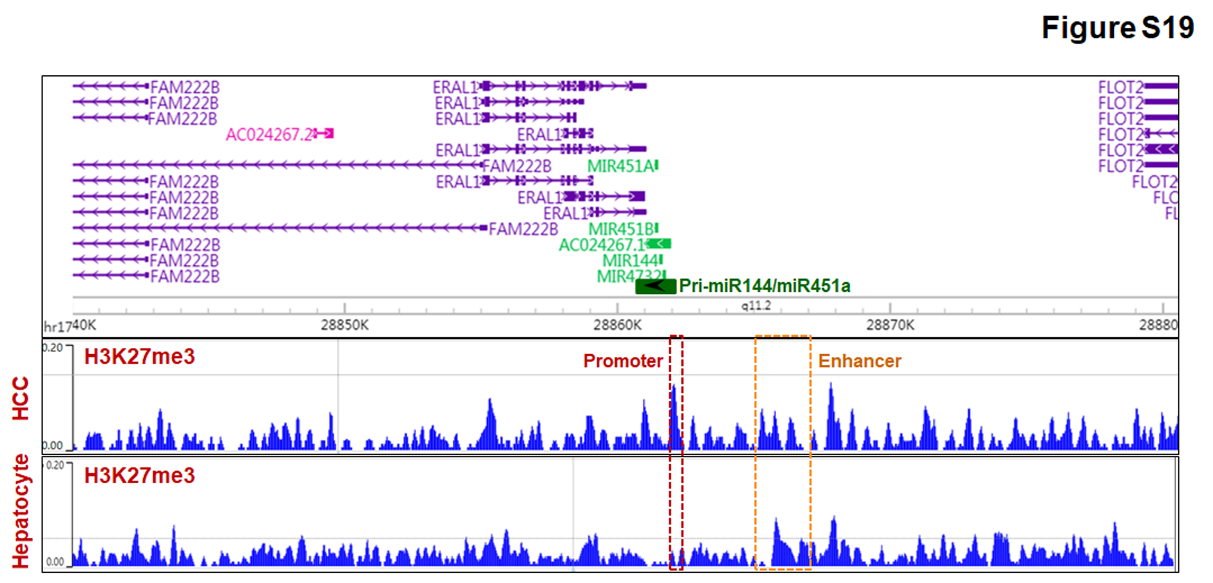

**Figure S19. The potential H3K27me3 modification in the promoter and enhancer regions of pri-miR-144/451a were analyzed using ChIP-seq data of hepatocytes or HCC cells from the Cistrome Project.**

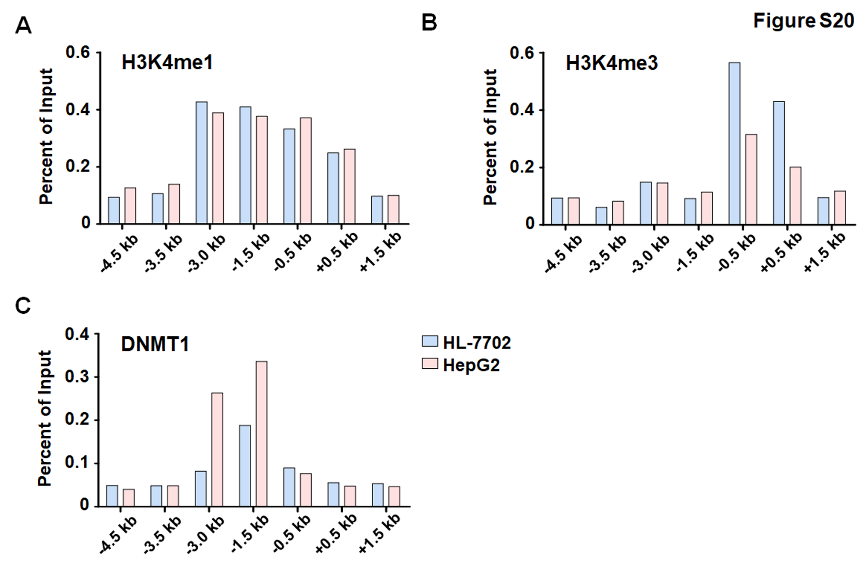

**Figure S20. Enhanced DNMT1 enrichment and regressed promoter activity on the pri-miR-144/451a locus in HCC cell lines.** (A-C) ChIP assays were performed using lysates of HepG2 cells with antibodies of H3K4me1, H3K4me3 and DNMT1. The different fragments of the Pri-miR-144/miR-451a promoter were amplified and compared between the two cell lines.

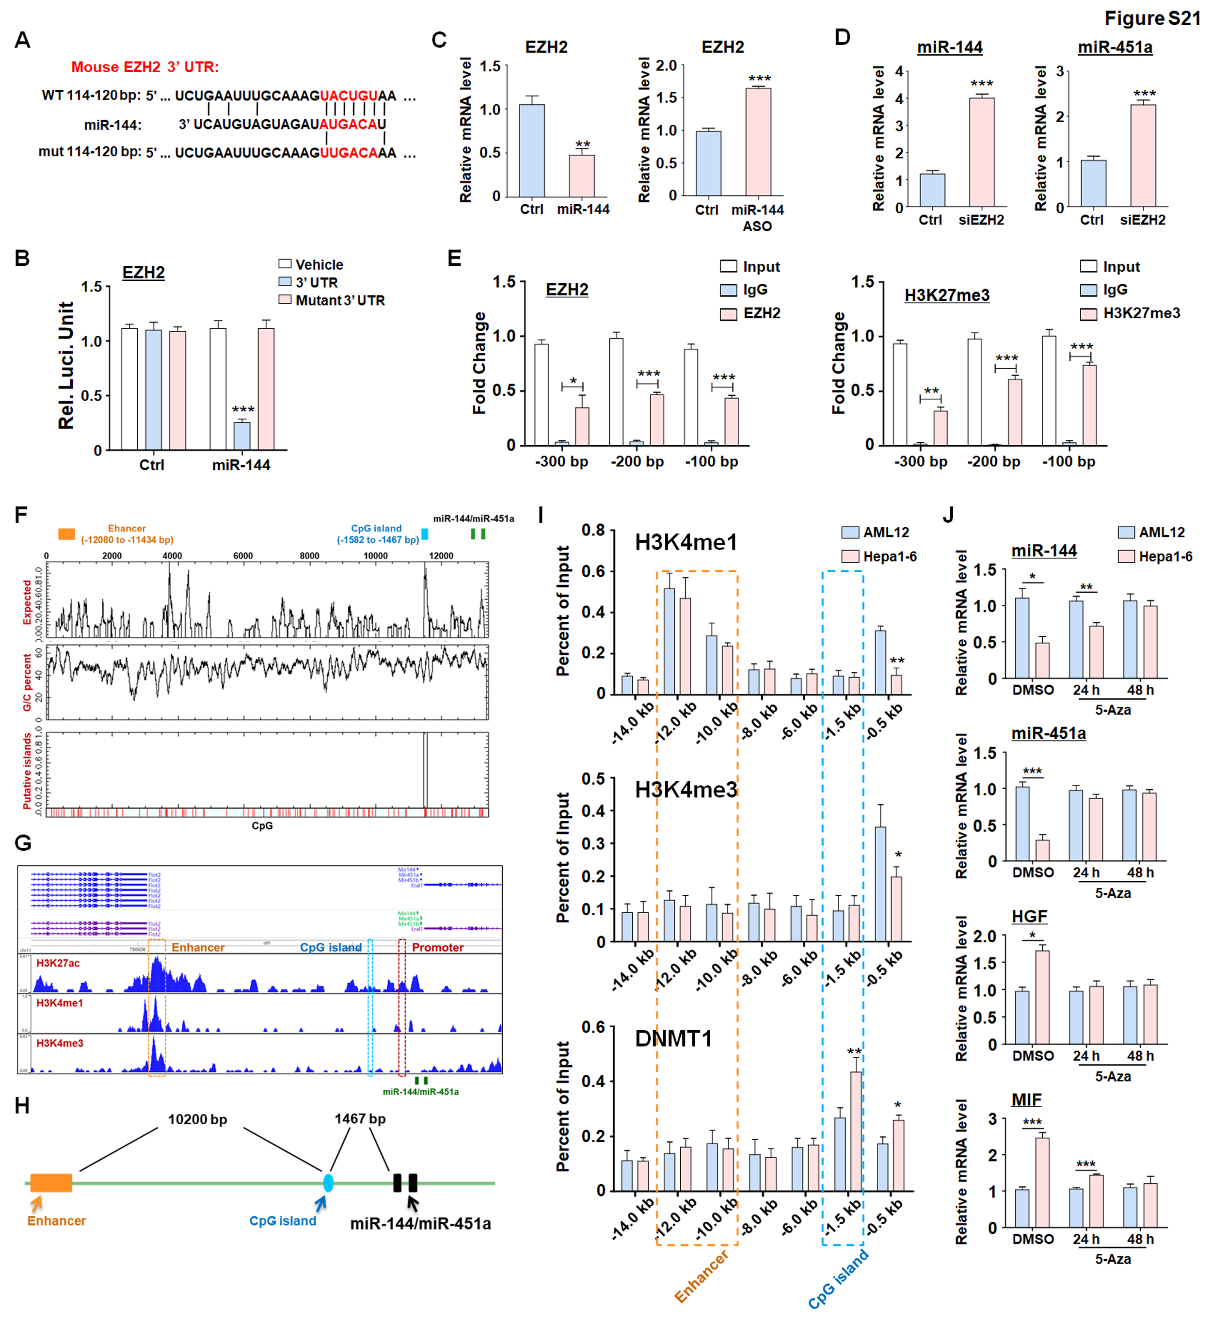

**Figure S21.** **DNA methylation-dependent chromatin remodeling regulates miR-144/451a cluster in mouse HCC cells.** (A, B) Mouse EZH2 was also identified as a target of mouse miR-144, which was validated by an assay showing that miR-144 inhibited luciferase expression from a construct harboring a 3’UTR of mouse *EZH2* (n = 6). (C) The mRNA level of EZH2 was detected in miR-144-overexpressing or miR-144-inhibited Hepa1-6 cells (n = 6). (D) Hepa1-6 cells were subjected to EZH2 knockdown, followed by qRT-PCR assay for the expression of miR-144 and miR-451a (n = 6). (E) ChIP assays were performed using antibodies of EZH2 or H3K27me3 in Hepa1-6 cell lysates to further determine the miR-144/451a promoter sites involved in EZH2 binding and H3K27me3 modification (n = 4). (F) The sequence of mouse chromatin region covering the miR-144/451a locus and the 5’-flanking sequences was analyzed, and the CpG islands were predicted. (G) ChIP-seq data from the Cistrome Project were used to analyze sites potentially bound by H3K27ac, H3K4me1 and H3K4me3 on the miR-144/451a locus. (H) A diagram showing the relative position of mouse miR-144/451a, the predicted CpG island and the enhancer region. (I) ChIP assays were performed using antibodies of H3K4me1, H3K4me3 and DNMT1 in lysates of AML12 and Hepa1-6 cells. Different 5’ flanking regions of the mouse miR-144/miR-451a promoter were amplified and compared (n = 4). (J) AML12 and Hepa1-6 cells were treated with a DNMT1 inhibitor (5-Aza) or DMSO. The expression of the indicated miRNA transcripts and targets was determined via qRT-PCR (n = 5). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

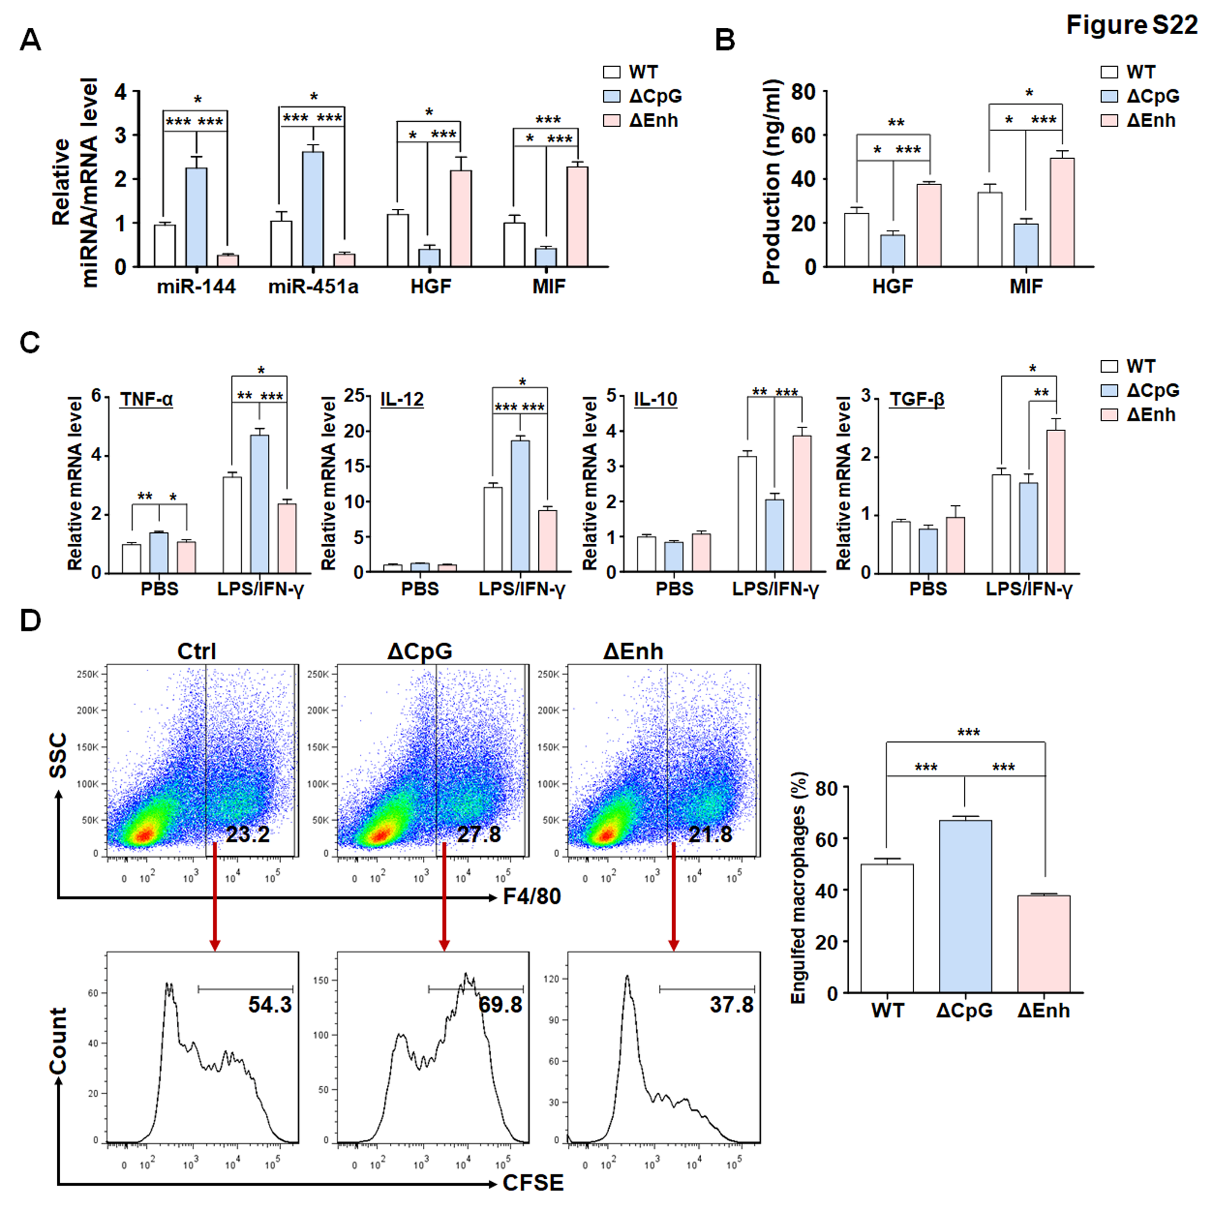

**Figure S22. miR-144/451a upstream CpG island or enhancer deletion in HCC cells modulates macrophage function via paracrine factors.** (A) The CpG island or the enhancer region upstream of the miR-144/451a locus was depleted in HCC cells and the expression of miR-144/miR-451a and their targets were determined via qRT-PCR (n = 5). (B) The supernatant of CpG island or enhancer knockout cells was harvested to measure the production of HGF and MIF via ELISA (n = 5). (C) The supernatant of CpG island or enhancer knockout cells was harvested and used for culture of macrophages, and the levels of polarization markers were assayed by qRT-PCR (n = 5). (D) The stimulated macrophages in (C) were cocultured with CFSE-stained Hepa1-6 cells. Tumor cell engulfment by macrophages was detected via FACS (n= 6). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

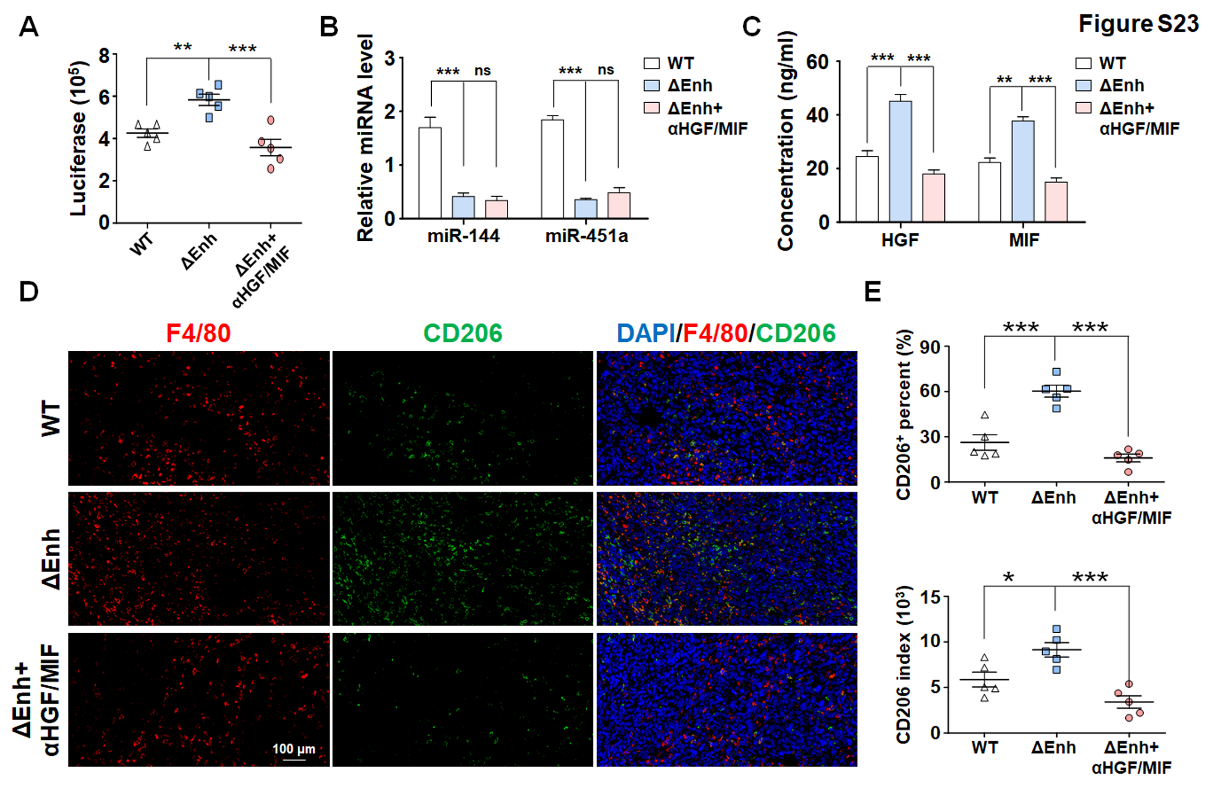

**Figure S23. Blocking HGF and MIF using neutralizing antibodies relieved the effect of pri-miR-144/451a enhancer deletion in vivo.** (A) The enhancer region upstream to miR-144/451a was deleted via CRISPR/cas9 system in luciferase-expressing Hepa1-6 cells, and cells were inoculated intrahepatically into C57BL/6 mice with or without combination antibodies of HGF and MIF. Tumor development was evaluated by bioluminescence imaging three weeks after the injection (n = 5). (B) The expression of miR-144/miR-451a in tumor tissues was measured by qRT-PCR (n = 5). (B) The secretion of HGF and MIF in the serum was measured via ELISA (n = 5). (D, E) Tumor tissues were co-stained with F4/80 and CD206 and analyzed for expression of the M2-like macrophage marker, CD206 (n = 5). Bars, means ± SEMs; *, P < 0.05; **, P < 0.01; ***, P < 0.001.

How the deposited data were processed for this re-analysis (not part of the article)

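RNA-seq values of TAMs sorted from orthotopic Hepa1-6 tumors were analysed in 15 samples, 5 each from tumors of control cells, cells overexpressing miR-144 and cells overexpressing miR-451a. The group and the number of each sample were taken from the sample labels, which name no batch, date or pairing of mice. The authors sequenced the RNA on an Illumina HiSeq instrument and deposited FPKM per gene and sample, a value divided by transcript length and by the number of mapped fragments. The aligner, the quantification tool, the genome build, the annotation and the threshold for differentially expressed genes are not named in the text of the paper. The table lists 55335 genes, and 29540 of them are above 0 in at least 1 sample.

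The sample columns were used as deposited. Depth was estimated from the steps between low values of genes with a single transcript longer than 1000 bp, taking the commonest product of FPKM and length as 1 fragment. The implied depth was 15.6 to 30.8 M fragments per sample. Because 32.2% to 52.2% of low values lay on a multiple of the step in each sample (10% by chance), counts were not recovered and no count model was used. The floor of a gene was set at 3 fragments in each sample, and the highest floor over the samples was used for lower bounds of fold changes. An FPKM listed at exactly 0 was treated as listed at 0, and not as proof of absence.

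Gene identifiers were matched to the GENCODE M21 annotation, where 99.67% of them occur and 86.36% have the same symbol. Coordinates are those of that annotation and are 1-based, and they are not claimed to be those of the build used by the authors. Shared sequence between genes was counted as the percent of 50-base stretches of the longest transcript that also occur in transcripts of other genes.

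Group comparisons used limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with the 3 groups in 1 fit, a mean-variance trend and Benjamini-Hochberg adjustment, over the 11419 genes with a mean of at least 1 FPKM. Named genes were tested in a fit without that filter. The mean log2(FPKM + 1) of a gene list in each sample was compared with two-sided exact permutation tests, and with exact sign-flip tests over the 32 sign patterns of 5 pairs for samples with the same number. Over-representation was tested with Fisher's exact test, with the tested genes as background. The numbers 1 to 5 that pair samples across groups come from the sample labels. The samples of a group and of other groups with the same number are not described as coming from the same mouse. Depth, sequence and annotation steps used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and the plot used matplotlib 3.10.9.

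The limma step was tested on simulated data with the means and spread of the 11419 genes, of which 200 were changed in a single group. Of 50 genes changed by 1 on the log2 scale, 48 (96%) were called between the miRNA groups, of 50 changed by 0.5, 45 (90%) were called, and of 50 changed by 0.25, 33 (66%) were called. There were 5 false calls among 11219 unchanged genes.

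Named genes followed a rule set before the data were examined. It covers the genes of Fig. 2c, the genes behind Fig. 2b and Fig. 2f, Hgf, Mif, Met, Cd74, Ezh2, Mir144 and Mir451a, marker genes of cell types, and the 3 largest rises and 3 largest falls in each comparison with control among genes with an adjusted p under 0.05 and no overlap between groups. Alternatives were a pseudocount of 0.1, no filter or a minimum mean of 5 FPKM, median centring, quantile normalization, rescaling to TPM, the replicate block, limma without a trend, a fit over only the 2 groups compared, a minimum log2 fold change of 1, each sample left out in turn and 3 samples per group. The miRNA sequencing, the GO terms of Fig. 2d, e and the qRT-PCR and FACS of Fig. 2 were not analysed here. The values of 1 gene of Fig. 2c are not reported here, while the counts and the mean over its list include it.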

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

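The tests on the rises of Fcrls, Hpgd, Ifit3 and Ifit3b were chosen after these genes had been found as the largest rises, and before the values of the tests were seen.

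Fcrls, Hpgd, Ifit3 and Ifit3b had the largest rises against control outside the genes of Fig. 2c, and the paper does not report on them. Fcrls rose from 5.42 ± 0.794 FPKM (SD, n = 5) in control TAMs to 93.5 ± 10.9 (SD, n = 5) with miR-144, a log2 fold change of 3.88, and to 113 ± 22.5 (SD, n = 5) with miR-451a. Hpgd rose from 11.3 ± 3.30 FPKM (SD, n = 5) to 139 ± 23.0 (SD, n = 5) with miR-451a, a log2 fold change of 3.54. The smallest log2 fold change of the pair Fcrls and Hpgd over both comparisons was 3.29 under median centring, quantile normalization and rescaling to TPM, which tested the authors' normalization. It was 3.32 after removal of trends on GC content and transcript length and 3.40 with depth as a covariate. Reads shared between paralogs were tested too, and 0 percent of the 50-base stretches of either gene occur in transcripts of another gene. None of these technical explanations removed the rise of Fcrls and Hpgd. The value of 3.29 is that of Hpgd with miR-144 under median centring. The sample medians differed from the mean sample by only -0.139 to 0.0798 on the log2 scale. Median centring could therefore not have removed a rise of this size. A hypothesis is that the rise may follow from the overexpression of the miRNAs in the tumor cells. It was found and tested on the same data.

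Ifit3 rose from 6.95 ± 1.86 FPKM (SD, n = 5) to 94.7 ± 21.3 (SD, n = 5) with miR-144, a log2 fold change of 3.59. Ifit3b rose from 0.759 ± 0.283 FPKM (SD, n = 5) to 18.8 ± 4.81 (SD, n = 5) with miR-144, a log2 fold change of 3.47. The smallest log2 fold change of Ifit3 and Ifit3b was 3.27 under the scalings, 3.30 after removal of trends on GC content and length and 3.34 with depth as a covariate. However, 51.2% of the 50-base stretches of Ifit3 also occur in transcripts of other genes, mostly Ifit3b. The rise of each member cannot be told apart from reads shared between the paralogs.

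One sample stood apart in H2-Eb1, a gene of MHC II. In the miR-451a group, replicate 2 had 50.6 FPKM, while the nearest sample had 64.3 and the highest 69.4, so that the gap was 0.726 of the whole range. Of 112 groups of samples tested in this way, 1 had such a sample, fewer than the 5.6 that chance gives. H2-Ab1 (89.1 FPKM), Cd74 (529 FPKM) and H2-Aa were also lowest within the miR-451a group in this sample. Replicate 2 was also the lowest sample for H2-Eb1 in the control group (45.1 FPKM) and in the miR-144 group (55.0 FPKM). It was the lowest for H2-Ab1 and Cd74 in the control group too, and for H2-Aa in the miR-144 group (73.9 FPKM). In the miR-144 group, H2-Ab1 was lowest in replicate 3 and Cd74 in replicate 4, and in the control group, H2-Aa was lowest in replicate 4. Whether the low values go with the replicate number was not tested. Without it, the log2 fold change of H2-Eb1 with miR-451a was 0.39 in place of 0.31. No technical or biological explanation was tested for this sample.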

How the results depend on the processing

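Alternatives were set before the data were examined, apart from those for the cell marker scores and for the interferon-stimulated and IL-4-responsive lists and 2 scalings for the cytokine family, which were chosen after seeing the data. The numbers of changed genes against control stayed within 1.5 times their value under a pseudocount of 0.1, no filter, median centring, quantile normalization, rescaling to TPM, the replicate block, limma without a trend, a fit over only the 2 groups compared and 3 samples per group. They ranged from 7385 to 7497 genes with miR-144 and from 7538 to 7697 with miR-451a across the 10 fits that each left out 1 sample, and from 6944 to 7084 for genes changed the same way in both comparisons across 15 such fits. With no filter, 9686 and 10091 of 29540 genes passed. With a minimum mean of 5 FPKM, 4776, 4821 and 4515 of 6639 genes passed with miR-144, with miR-451a and in the same way in both, and the share of tested genes was 71.9% and 72.6% in place of 67.2% and 68.3%. With a log2 fold change of at least 1 in either direction, the numbers were 888, 944 and 852. With 3 samples in each of the 2 groups compared and all samples of the other group, the medians over all 100 choices were 6582.5 and 6810 genes. For genes changed the same way in both, 100 choices of 3 samples in every group were drawn, with a median of 5984. The planned run over every such choice was not run. The share of higher genes was 70.1% and 70.3% as deposited, 50.1% and 49.9% under median centring, 53.5% and 53.4% under quantile normalization and 76.5% and 77.3% after rescaling to TPM.

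Between miR-451a and miR-144, 0 genes passed (596 at an unadjusted p under 0.05, 742 with the replicate block). Leaving out 1 sample gave 0 to 2 genes. With 3 samples in each miRNA group and all control samples, the median was 2 genes (0 to 10). The cause of these calls was not tested. In the fits that left out a sample, the genes were Med11, Bsg, P2ry12, Klk1b11, Pqlc3 and Mir6919, named after their values were seen.

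With the replicate block, the difference in the pro-tumor score was -3.17 with miR-144 and -3.20 with miR-451a, and that in the anti-tumor score was 0.43 and 0.47. The exact sign-flip p of each was 0.0625, which 5 pairs cannot go below, so the loss of the threshold is set by the design. Under the other alternatives, fits without a sample included, the exact permutation p of these scores was 0.00794. With all samples, the pro-tumor score ranged from -6.79 to -1.90 with miR-144 and from -6.84 to -1.91 with miR-451a, and the anti-tumor score from 0.40 to 1.45 and from 0.43 to 1.53. The values farthest from those with all genes come from the mean of z-scores, which is on another scale, and from only genes with a mean of at least 1 FPKM. Of the 20 anti-tumor genes, 11 to 15 passed in the direction of the figure with miR-144 and 13 to 14 with miR-451a, and of the 18 pro-tumor genes, 17 to 18 with either. Adjusted over the list alone, 15 anti-tumor genes passed with each miRNA, which is above the range given for miR-451a. The odds ratio of the cytokine family ranged from 2.57 to 10.2 with miR-144 and from 2.69 to 11.8 with miR-451a, on the same side of the threshold throughout, with quantile normalization and rescaling to TPM chosen for it after seeing the data.

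Of the values of single named genes under alternatives, 2573 kept their direction and side of the threshold, 62 were weaker, 32 stronger and 33 reversed. Each reversed value belongs to a gene that had not passed an adjusted p of 0.05 with all samples as deposited, and the cause was not tested. Under a pseudocount of 0.1, the log2 fold change of Il12a with miR-144 was 0.0054. Under median centring, it was -0.00053 for Il12a, -0.039 for H2-Aa, -0.12 for Tgfb1 and -0.018 for Ezh2 with miR-451a, and -0.15 for Tgfb1 with miR-144. Under quantile normalization, it was -0.0044 for Il12a, -0.0025 for Nos1, -0.077 for Ezh2 and -0.0041 for Cd79a with miR-451a, and -0.044 for Ezh2 and -0.0080 for Cdh5 with miR-144. With each sample left out in turn, it ranged with miR-144 from -0.0017 to 0.051 for Il1r2, -0.0076 to 0.012 for Il12a, -0.019 to 0.027 for Tgfb1, -0.030 to 0.073 for Trac, -0.0045 to 0.0059 for Gpc3 and -0.0086 to 0.048 for Cdh5. With miR-451a, it ranged from -0.0052 to 0.042 for Il1r2, -0.0051 to 0.014 for Il12a, -0.017 to 0.13 for Trac, -0.0055 to 0.032 for Cd79a and -0.0045 to 0.0035 for Gpc3.

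The cell marker scores of macrophages and B cells in both comparisons, of proliferation with miR-144 and the scores of the interferon-stimulated and IL-4-responsive lists kept their direction and their side of the threshold under a pseudocount of 0.1, median centring, quantile normalization and without each sample. Under a pseudocount of 0.1, the neutrophil score differed by -0.090 (miR-144) and 0.097 (miR-451a), and the endothelial score by 0.038 (miR-144). Under median centring, the differences were -0.13 for neutrophil, -0.024 for Hepa1-6 tumor cell, 0.076 for endothelial, -0.23 for proliferation and 0.075 for female sex with miR-451a, and 0.039 for endothelial and 0.028 for female sex with miR-144. Under quantile normalization, they were -0.033 for Hepa1-6 tumor cell, 0.049 for endothelial and -0.26 for proliferation with miR-451a, and -0.0019 for T cell, -0.031 for Hepa1-6 tumor cell and 0.015 for endothelial with miR-144. Leaving out each sample gave, with miR-144, -0.0075 to 0.011 for T cell, -0.15 to -0.11 for neutrophil, -0.024 to -0.013 for Hepa1-6 tumor cell and 0.076 to 0.11 for endothelial. With miR-451a, it gave -0.0041 to 0.015 for T cell, -0.11 to -0.058 for neutrophil, -0.023 to -0.012 for Hepa1-6 tumor cell, -0.00037 to 0.0084 for erythroid and -0.14 to -0.075 for proliferation. The cause was not tested.

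The depth limits the low genes of Fig. 2c, of which 9 anti-tumor genes were not above 3 fragments in all samples of any group. The same holds for the pro-tumor genes Ccl17, Ptgdr2, Hgfac and Cxcr1.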

Differences from the paper's values

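The paper states no number for a measure computed here, so the differences are those of direction. In Fig. 2f, the paper shows IL-10 in TAMs as lower with either miRNA by qRT-PCR. In the RNA-seq, Il10 was higher, at 0.731 ± 0.132 FPKM (SD, n = 5) in control TAMs, 4.07 ± 0.487 (SD, n = 5) with miR-144 and 3.93 ± 0.179 (SD, n = 5) with miR-451a. Its log2 fold changes were 1.55 and 1.51 (adjusted p = 2.01e-10 and 2.42e-10 from limma), and they stayed between 1.42 and 2.33 and between 1.37 and 2.29 under the alternatives set before the data were examined, none of which reached the direction in the figure.

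The same panel shows TGF-β as lower. Tgfb1 had 48.4 ± 2.05 FPKM (SD, n = 5) in control TAMs, 48.8 ± 2.72 (SD, n = 5) with miR-144 and 50.2 ± 2.95 (SD, n = 5) with miR-451a, with log2 fold changes of 0.01 and 0.05 (adjusted p = 0.932 and 0.471 from limma). Under median centring, an alternative set before the data were examined, Tgfb1 was lower with both, by log2 fold changes of -0.15 and -0.12. The adjusted p over the alternatives ranged from 0.0381, under median centring, to 1.00 with miR-144 and from 0.0915 to 0.809 with miR-451a. Tgfb1 was also lower with miR-144 without control replicate 2 and without miR-144 replicate 4, where it was lowest of these (-0.019).

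The panel shows IL-12 as higher. Il12b was listed at 0 in all 15 samples, and Il12a was at or under the floor of 3 fragments in all 15, so no rise was detectable at this depth.

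Fig. 2c shows its 38 genes as changed with both miRNAs. In limma adjusted over all genes, Ptgdr2, Il1r2, Il12a, Il17d and Nos1 passed an adjusted p of 0.05 in neither comparison. Trav14-2, Nox1 and Cxcl11 did not pass with miR-451a, and Il18r1 and Dll1 did not pass with miR-144. Ptgdr2 passed under quantile normalization, with the replicate block, without control replicate 5 and with adjustment over the list alone. Il18r1 passed with a pseudocount of 0.1, without miR-144 replicate 3 and over the list alone. Nox1 passed in the fit over only the 2 groups compared and over the list alone, and in the exact permutation test per gene adjusted over the list. Cxcl11 passed without miR-451a replicate 1 and over the list alone, and Trav14-2 without miR-451a replicate 4. Dll1 passed without control replicate 4 and in the exact permutation test adjusted over the list. Il18r1 and Cxcl11 were also under 0.05 in the exact permutation test without adjustment. Il1r2, Il12a, Il17d and Nos1 passed under none of the alternatives. Of the genes that passed with miR-144, 3 no longer did under some alternatives. These were Tnfrsf17 (quantile normalization, the replicate block and 6 fits that left out a sample), Trav14-2 (median centring, quantile normalization, the replicate block and 7 such fits) and Nox1 (the replicate block and 6 such fits). The log2 fold change of Il12a with miR-144 was -0.00021, below 0, and it was above 0 under a pseudocount of 0.1 and in some fits that left out a sample.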

Other observations

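The tests of other-cell RNA, of libraries deposited more than once and of depth against the deviations of samples were chosen only after the results were seen, as were the gene lists of the interferon and IL-4 hypotheses, which were written after the largest changes had been seen and before the lists were tested.

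The change against control covered 67.2% of the genes tested with miR-144 and 68.3% with miR-451a. A batch that sets the control samples apart was not tested, since the labels name no batch or date. None of the tests below can tell such a batch from an effect of the overexpression. Splits of the 10 samples into 5 and 5 were compared with the real one. Of the 16 splits that part all same-numbered pairs, 1 gave as many changed genes with miR-144 (the real split; the next largest gave 1 gene) and 1 with miR-451a (the next largest gave 0). The share cannot go below 0.0625 in this design, so these 16 splits alone cannot tell the change from a grouping by chance. The other 15 gave at most 1 gene, and in 84 further splits, which leave some pairs together, at most 1 gene passed. For genes changed the same way in both comparisons, 1 of 100 splits drawn from the 3888 that part all same-numbered samples gave as many, the real one. The next largest gave 7153 genes against 7178, and a split of that size is possible where the control samples stay together and only miRNA samples change places.

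A difference in sequencing depth between groups was tested with depth as a covariate, which left 7468 changed genes with miR-144 and 7639 with miR-451a. GC content or gene length bias was tested by removing smooth trends on both, which left 7095 and 7342 genes. Of these, 5971 and 6161 were among the genes changed without the correction, and 51.8% and 52.2% were higher. A few genes taking most of the counts were tested by leaving out the 20 highest genes, which hold 22.8% to 27.2% of the FPKM of a sample, and 7699 and 7842 genes passed. Marker genes of hepatocytes, tumor cells and red blood cells held at most 0.000108% of the FPKM of a sample, so by these markers such RNA is a small share. The tumor cell marker Afp was above 0 in all 15 samples (0.0753 to 0.253 FPKM). Of the 13 markers, 8 were listed at 0 in all 15 samples, which is not proof of absence. Why these markers were at exactly 0 in cells sorted from liver tumors was not tested.

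The miR-144 and miR-451a groups were nearly alike. The log2 fold changes against control correlated by 0.987 across genes, which are not independent replicates and which share the control samples. The shared control samples alone make such a correlation positive, and its size without a shared effect was not computed. No gene passed between the groups (596 at an unadjusted p under 0.05, about 571 by chance, and 742 with the replicate block), and 16 of the 16 splits that part all same-numbered pairs gave as many genes, which any split does when the real number is 0. Among 84 other splits, the largest number was 488 genes. Too few samples to call a gene were tested in simulated data, where 96% of genes changed by 1 on the log2 scale were called. Of genes changed by 0.5, 90% were called, and of those changed by 0.25, 66%. The simulation changed 200 genes at once and drew independent normal noise. The adjustment is stricter where fewer genes change, so these shares may be too high for the real comparison. Only 6 genes differed by at least 1 between the miRNA groups at any p, so small differences may have been missed. The first principal component held 77.0% of the variance. On it, control samples lay between -48.4 and -42.5, miR-144 samples between 20.8 and 23.1 and miR-451a samples between 22.3 and 25.0. Each miR-451a sample lay above the miR-144 sample with the same number, and this difference was not tested. The nearest sample belonged to the same group for all 5 control samples, for 2 of 5 miR-144 samples and for 0 of 5 miR-451a samples, and no miRNA sample was nearest to a control sample. It is not known from these values whether the likeness extends beyond TAMs.

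The spread between samples was small. The median coefficient of variation beyond counting noise was 3.79% in the control group, 5.21% in the miR-144 group and 5.07% in the miR-451a group. Samples of a group being a single library deposited more than once was tested, and the lowest mean chi-square per gene of any pair within a group was 4.73, where sampling noise gives about 1. Both this value and the removal of counting noise rest on the approximate depth. No biological explanation was tested for the small spread.

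The deviations of the samples from their group means followed the implied depth. Their first principal component (20.0% of the variance) correlated with depth over 15 samples by Pearson's r = 0.736 (permutation test within groups, p = 0.00887) and Spearman's rho = 0.682 (permutation p = 0.0196). Shuffling within groups replaced shuffling over all samples after the first result had been seen. Without the 2 samples farthest from the median depth, r was 0.506 (permutation p = 0.180), so the relation was not shown without them. A difference in sequencing depth between samples may contribute to the spread within groups.

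Interferon-stimulated genes higher in both miRNA groups was a hypothesis prompted by rises seen in the data, Ifit3 and Ifit3b among them, and the genes that prompted it were left out of the list. All 15 genes of the list (among them Ifit1, Isg15, Mx1 and Irf7, named here after their values were seen) had an adjusted p under 0.05 and were higher in limma in both comparisons. Their median log2 fold change was 1.52 with miR-144 and 1.49 with miR-451a, and 0 of 10000 random lists matched on mean FPKM had a median as high (0 under median centring and quantile normalization too, with medians of 1.36 and 1.33 under median centring). The score of the list differed from control by 1.63 and 1.59, and by 1.43 to 1.81 under the other settings with all samples. These values are consistent with an interferon response in TAMs of both miRNA groups, as a hypothesis. Depth and GC content were not tested for this list.

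IL-4-responsive macrophage genes lower in both miRNA groups was a hypothesis written after the fall of the pro-tumor genes of Fig. 2c had been seen, and the list holds none of those genes. Of 6 genes listed, 4 passed the filter on low values. Mgl2, Egr2 and Tgm2 were lower and Clec10a was higher in both comparisons (named here after their values were seen), Clec10a with log2 fold changes of 1.29 and 1.37. The other 2, Ccl22 and Cdh1, had low means over all samples and were lower too in the fit without the filter. Ccl22 fell from 1.91 FPKM in control TAMs to 0 with miR-144 and 0.0125 with miR-451a, and Cdh1 from 0.469 to 0.0055 and 0.011, so 5 of 6 genes were lower. The median log2 fold change of the 4 genes past the filter was -2.07 with miR-144 and -2.26 with miR-451a, and 0 of 10000 random lists had a median as low, and 0.01% of them with miR-451a under median centring and quantile normalization. The result may reflect a weaker IL-4 response, and Clec10a runs against it. Found and tested on the same data, it remains a hypothesis.

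Other named genes were measured in TAMs, while the paper's statements on them concern proteins, tumor cells or qRT-PCR. Vcam1 rose by log2 fold changes of 0.53 and 0.57, H2-Ab1 by 0.43 and 0.36 and H2-Eb1 by 0.39 and 0.31 (adjusted p under 0.05 in limma), while H2-Aa did not pass (0.19 and 0.13). Under median centring, H2-Ab1 and H2-Eb1 no longer passed. Tnf rose by 1.68 and 1.50. Nos2, the gene of iNOS, fell from 0.252 ± 0.120 FPKM (SD, n = 5) to 0.0190 ± 0.0138 (SD, n = 5) and 0.0118 ± 0.0126 (SD, n = 5). Its adjusted p was 0.000226 and 0.000155 in limma, and all miRNA samples were under its floor of 0.0457 FPKM. In BMDMs, the paper reads M1 polarization from a rise of M1-type cytokines and NO. The fall of Nos2 in TAMs runs against that direction. Mrc1 fell from 135 ± 6.53 (SD, n = 5) to 75.9 ± 22.4 (SD, n = 5) and 85.0 ± 21.2 (SD, n = 5). Hgf rose from 2.54 ± 0.177 FPKM (SD, n = 5) in control TAMs to 3.71 ± 0.364 (SD, n = 5) and 3.75 ± 0.242 (SD, n = 5), with log2 fold changes of 0.41 and 0.43 (adjusted p = 3.77e-05 and 2.59e-05 from limma). Mif had log2 fold changes of -0.20 and -0.14 and did not pass, except under median centring in both comparisons and without miR-144 replicate 1 with miR-144. Met, the receptor of HGF, had 0.720 ± 0.115 FPKM (SD, n = 5) in control TAMs and fell by 0.25 and 0.29 on the log2 scale. Cd74, the receptor of MIF, had 842 ± 55.5 FPKM (SD, n = 5) and fell by 0.33 and 0.42. Mir144 and Mir451a were listed at 0 in all 15 samples. They are entries of 66 and 72 bp, with floors of 2.90 and 2.66 FPKM. Their zeros do not show whether TAMs held the mature miRNAs. The miRNAs were overexpressed in the tumor cells, not in TAMs. Rnase2a, among the 3 largest falls in both comparisons, had 333 ± 31.3 FPKM (SD, n = 5) in control TAMs and at most 0.0392 on average in a miRNA group.

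The genes Krt8, Krt18, Retnlg, Hbb-bt, Ddx3y, Eif2s3y and Kdm5d were listed at 0 in all 15 samples, and Xist lay between 43.7 and 60.2 FPKM. Of 22 marker scores compared, the macrophage score was higher by 0.94 and 0.91 (exact permutation p = 0.00794, adjusted 0.0291, higher in 5 of 5 samples of each group). Adgre1, Csf1r, C1qa, C1qb and C1qc were above all control samples in each miRNA sample, while Cd68 lay between 1378 and 1504 FPKM in control samples and between 835 and 976 in miRNA samples. The B cell score was higher by 0.23 and 0.26 (exact permutation p = 0.00794, adjusted 0.0291, higher in 5 of 5 samples of each group), and its largest part is Cd79b, at 0.0878 to 0.328 FPKM in control samples and 1.00 to 1.62 in miRNA samples. The endothelial score with miR-451a was higher by 0.13 (exact permutation p = 0.0159, adjusted 0.0437, above all control samples in 4 of 5). Xist was higher by 0.19 and 0.24 (exact permutation p = 0.0159 and 0.00794, adjusted 0.0437 and 0.0291, above all control samples in 4 of 5 and 5 of 5). The neutrophil marker Csf3r was 64.4 to 78.5 FPKM in control samples and 43.9 to 52.5 in miRNA samples, and the endothelial marker Kdr was 2.50 to 5.12 FPKM over all samples. The proliferation score was lower with miR-144 (difference -0.22, exact permutation p = 0.00794, adjusted 0.0291, below all control samples in 5 of 5), and with miR-451a it did not pass (difference -0.10, exact permutation p = 0.111, adjusted 0.188, below all control samples in 2 of 5), although it was lower in 5 of 5 same-numbered pairs. Under median centring and quantile normalization, chosen after seeing the data, the proliferation score with miR-451a had an exact permutation p of 0.0159 and 0.00794. Under the same settings, the endothelial score with miR-451a no longer passed (exact permutation p = 0.0556 and 0.246), nor did Xist under median centring (exact permutation p = 0.667 with miR-144 and 0.206 with miR-451a). Of the 3 proliferation genes, Top2a went the other way, with 1.86 to 2.73 FPKM in control samples and 2.60 to 3.51 in miRNA samples. The neutrophil score did not pass with miR-144 (difference -0.13, exact permutation p = 0.0317, adjusted 0.0698). Nor did it pass with miR-451a (difference -0.084, exact permutation p = 0.0794, adjusted 0.159). Samples were also paired by number. The exact sign-flip p of the macrophage, B cell, neutrophil, endothelial, proliferation and Xist differences was then 0.0625 in both comparisons. This is the smallest p that 5 pairs allow. Whether the miR-144 and miR-451a groups differ in the proliferation score was not tested.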
